# tRNA-derived RNA processing in sperm transmits non-genetically inherited phenotypes to offspring in *C. elegans*

**DOI:** 10.1038/s41467-026-70029-7

**Published:** 2026-03-15

**Authors:** Nicholas S. Galambos, Olivia J. Crocker, Blair K. Schneider, Kennelly S. Allerton, Katrin E. Gross, Alexandra E. Schneider, Jared Lynch, Onur Yukselen, Alper Kucukural, Colin C. Conine

**Keywords:** Small RNAs, Epigenetics, tRNAs

## Abstract

The environment encountered by an organism can modulate epigenetic information in gametes to transmit non-genetically inherited phenotypes to offspring. In mouse models, the diet of males regulates specific tRNA-derived RNAs (tDRs) in sperm. After fertilization, tDRs regulate embryonic gene expression and generate metabolic phenotypes in adult offspring through uncharacterized changes during development. Here we demonstrate that in *C. elegans*, tDRs also accumulate in sperm and similarly transmit epigenetically inherited phenotypes to offspring. We identify the RNaseT2 enzyme, *rnst-2*, as a regulator of *C. elegans* tDR accumulation. RNST-2 processes or degrades tRNA-halves, to short <30 nt fragments. This *rnst-2* dependent regulation of tDR length distribution modulates specific tDRs in sperm which, after fertilization, regulate early embryonic and developmental gene expression, leading to adaptive phenotypes in progeny. Our findings establish tDRs as a conserved carrier of intergenerational epigenetic information and position the worm as a model for dissecting paternal non-genetic inheritance mechanistically.

## Abstract (web summary)

tRNA‑derived RNAs transmit paternal epigenetic information, yet their regulation is poorly defined. Here, the authors demonstrate RNST‑2–mediated tDR processing in C. elegans sperm, showing how tDRs shape early embryonic gene expression and adaptive traits in progeny.

## Introduction

To successfully develop and reproduce, organisms must adapt to continuously changing environmental conditions, which include, but are not limited to, nutrient availability, temperature, predation, and mating/courtship. The ability to successfully adapt to changing environments was long thought to predominantly occur through natural selection of the fittest phenotype manifested from the genotype, or DNA of the organism, over many generations. However, it is now widely recognized that phenotypes are influenced not only by genetic sequence but also by the inherited epigenetic regulation of the genome. Indeed, it has now been demonstrated in numerous model organisms ranging from *C. elegans* to rodents that the ancestral environment of both mothers and fathers can regulate epigenetic information in the gametes and thereby transmit non-genetically inherited phenotypes to progeny^1–3^. While canonical modes of epigenetic regulation, such as DNA methylation and histone post-translational modifications, can be modulated by the environment and have the potential to transmit inherited phenotypes, definitive experimental evidence for inheritance through these molecules has been sparse. Conversely, small regulatory RNAs in sperm, including both miRNAs and tRNA-derived RNAs (tDRs), have been demonstrated to causally communicate inherited phenotypes from father to offspring through zygotic RNA microinjection studies in mammals^4–7^. Additionally, in *C. elegans*, endogenous small RNA and RNA interference (RNAi) pathways in sperm and oocytes have been shown to transmit non-genetically inherited phenotypes both intergenerationally to F1 progeny, as well as transgenerationally to the F2 generation and beyond^8–12^.

Eukaryotic small regulatory RNAs, or simply small RNAs, are 18–40 nucleotide (nt) RNAs that predominantly function in RNAi pathways. These include endogenous pathways such as the piwi-interacting RNA (piRNA), microRNA (miRNA), and endogenous small interfering RNA (endo-siRNA) pathways, as well as the exogenous RNAi pathway wherein exposure of an organism to double-stranded RNA (dsRNA) triggers sequence-specific degradation of endogenous RNAs with complementary sequence to the dsRNA. RNAi and miRNAs were discovered and genetically characterized in *C. elegans*, with small RNA function first being described in plants and further biochemically characterized in *Drosophila*^13–17^. More recently, a new class of eukaryotic small RNAs with gene regulatory functions has been identified. Often referred to as tRNA-fragments (tRFs) or tDRs, these small RNAs accumulate as a result of the endonucleolytic cleavage or degradation of tRNAs into smaller RNA species. tDRs can accumulate as tRNA-halves, which are 5′ or 3′ pieces of tRNAs cut at the anticodon loop, ranging in size from 30 to 40 nt. Additionally, small <30 nt fragments have been identified from the 5′, 3′, or interior portion of the mature tRNA sequence. While tDRs have been demonstrated to have a plethora of cellular functions^18–23^, including operating as piRNAs in ciliates^24,25^, and interfering with retroviral transcription in murine models^5,26,27^, their functions have mostly been described in the context of stress in mammalian cell culture and yeast. In both model systems, oxidative stress, stress responses from exposure to arsenic, heat/cold shock, and UV radiation result in production of tRNA-halves via cleavage of full-length tRNAs at the anticodon loop^28,29^. The endonucleolytic cleavage required to make tRNA-halves is dependent on RNaseA enzymes, including Angiogenin, in mammalian cells and the RNaseT2 enzyme Rny1 in yeast^29–35^. In both systems, tRNA-halves have been demonstrated to interact with translational machinery through a wide variety of interacting partners^18^, or by directly interacting with the translating ribosome in a codon-specific manner^36^, thereby dampening cellular translation in response to stress. Additionally, tDRs have been demonstrated to be required for ribosome biogenesis in human cells, thus promoting translation^37^. Thus, unlike typical RNAi-related small RNA pathways, which decrease target mRNA expression through complementary base pairing, tDRs exhibit highly diverse functions. Due to this functional diversity, their roles in most cellular contexts remain poorly understood.

While tDRs accumulate in eukaryotic cells under conditions of stress, they also accumulate endogenously under normal conditions, especially in the mature sperm of mammals. In typical mammalian tissues, miRNAs comprise the majority of the overall small RNA pool. However, in mammalian sperm, tDRs account for >50% of all small RNAs compared to ~10% for miRNAs^5,38^. Further, tDRs in sperm have been demonstrated to be regulated by the paternal environment, modulate post-fertilization embryonic gene expression, and to transmit non-genetically inherited phenotypes to offspring^4–7,39^. The latter has been demonstrated by microinjecting either tDRs or anti-tDRs (antisense RNAs that bind endogenous tDRs and block their activity) into naïve zygotes, which can develop into offspring exhibiting the same non-genetically inherited phenotypes normally transmitted by paternal environmental exposure^4–7^. Because tDRs are extensively chemically modified and these modifications are required for full biological activity, synthetic tDRs generated in vitro often fail to recapitulate endogenous function, yielding variable outcomes in microinjection experiments^4,5^. In contrast, anti-tDRs do not rely on recapitulating these modifications and instead act by competitively inhibiting endogenous tDRs, making them a more robust and reliable approach for probing tDR function in early embryos^5^. Yet, how tDRs function to regulate gene expression and development to transmit inherited information is still unclear. One example of this phenomenon is via an altered paternal diet of male mice (with either low protein or high fat), which leads to an upregulation of a specific tDR in sperm, 5′tDR-Glycine-GCC. 5′tDR-Glycine-GCC has been shown to regulate the transcription of genes that have co-opted the Murine Endogenous Retrovirus L (MERVL) as a promoter in both preimplantation embryos and mouse embryonic stem cells (mESCs)^5^. Interestingly, the regulation of MERVL genes during murine zygotic genome activation at the 2-cell stage and in mESCs has been associated with totipotency, suggesting that sperm tDRs can regulate early developmental cell-fate decisions^40^. While the mechanisms underlying how 5′tDR-Glycine-GCC regulates gene expression in embryos is still unclear, it was demonstrated in mESCs to regulate the non-coding small nuclear RNA (snRNA) U7, which subsequently regulates histone RNA levels, chromatin compaction, and expression of MERVL-driven genes^26^. 3′ tDRs were additionally shown to inhibit long terminal repeat retrotransposon mobility in mESCs by interfering with reverse transcription, which canonically requires tRNAs as a primer for synthesis^27^.

These findings and others demonstrate that sperm tDRs transmit non-genetically inherited phenotypes to offspring. However, many questions remain, including both (1) how tDRs are generated endogenously within the male reproductive tract and (2) how they function post-fertilization to program the inheritance of non-genetically inherited phenotypes in offspring. RNaseA and T2 enzymes have been implicated in stress-induced tDR biogenesis in cell culture studies, yet it is still unknown if these enzymes generate tDRs in sperm under normal physiological conditions. Finally, it is unclear whether tDR accumulation in sperm is specific to mammals or if this accumulation is broadly conserved among metazoans. Studies in *Drosophila* suggest that tDRs can accumulate in sperm and transmit non-genetic phenotypes to progeny^41^, yet the ubiquity of this finding in other phyla has yet to be explored.

Here, we establish *C. elegans* as a model to study tDR biogenesis and regulatory functions, as well as defining the role of tDRs in transmitting non-genetically inherited phenotypes to progeny. We found that tDRs accumulate endogenously in *C. elegans* sperm as they do in mammalian sperm, and that this accumulation is regulated by the RNaseT2 enzyme, RNST-2. Further, we find that tDR accumulation in sperm regulates early embryonic gene expression and that tDR accumulation is associated with the inheritance of phenotypes such as improved survival during L1 starvation and reduced heat shock resistance. Notably, we find that the transmission of these phenotypes is specific to 5′tDRs Gly-GCC and Glu-CTC, as inhibiting the regulatory functions of these tDRs with antisense RNAs blocks the transmission of altered embryonic gene expression and the inheritance of phenotypes. These findings reveal a molecular pathway that regulates tDR biogenesis in the germline and demonstrate that tDR accumulation in sperm, as well as the ability of these small RNAs to communicate non-genetically inherited phenotypes to progeny, is conserved amongst metazoans.

## Results

### tDRs are enriched in *C. elegans* sperm

While tDRs have been demonstrated to accumulate to high levels in mammalian sperm, tDRs are generally understudied in *C. elegans*, particularly in the germline. However, it should be noted that three previous studies have identified tDR accumulation in *C. elegans*, one during adult aging^42^, another on specific cleavage of tRNA-Tyrosine-GUA in response to oxidative stress^36^, and during cisplatin exposure^43^. These studies were performed on whole adult hermaphrodite worms, thus lacking the ability to assess tDR accumulation in sperm. One reason for the dearth of information on tDRs in worms is that most previous studies specifically purified 18–30 nt RNAs for small RNA cloning and sequencing. In mammals, tDRs (and particularly tRNA-halves) that are abundant in sperm are >30 nt^5,38^; thus, these larger tDRs would not have been captured in most worm small RNA studies. To determine if tDRs are present under normal conditions in *C. elegans*, we isolated adult *fog-2* males and purified sperm. For this and all subsequent experiments, we used the *fog-2(q71)* mutant background to generate gonochoristic populations of male and female worms that require outcrossed mating for reproduction. The *fog-2* mutation produces hermaphrodites that fail to undergo spermatogenesis and therefore generate only oocytes^44^. In contrast, *fog-2* is neither expressed nor required in males, which undergo normal spermatogenesis and produce wild-type sperm. 

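Small RNA libraries from 4 samples of whole males and 4 samples of purified sperm, both from the *fog-2* strain that serves as the wild type (WT), were analysed from the counts that the authors deposited. The authors trimmed the reads and aligned them with Bowtie 2 to rRNAs, miRNAs, tRNAs and piRNAs in turn. The remaining reads were aligned to the genome with STAR and counted with featureCounts, as mRNA-fragments when they ran in the sense of a transcript and as endo-siRNAs when they ran antisense to it. The counts are not normalized. Male libraries held between 13949314 and 19425577 counts (median 16749574), and sperm libraries between 22041936 and 51191372 (median 23642228). At this depth the counting error of a class share is far smaller than the spread between libraries, which therefore sets the precision.

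The share of each of 6 RNA classes was computed per library out of all its counts, the total that Fig. 1 uses. Shares were compared with the test the paper names, the two-sided Mann–Whitney U test, in its exact form and with Benjamini-Hochberg adjustment over the 6 classes. For 4 libraries against 4 the smallest p this exact test can give is 0.0286, which becomes 0.0343 after adjustment when 5 of the 6 classes reach it. Single RNAs were tested with edgeR's quasi-likelihood test, with the library's total count as its size. RNAs with at least 10 counts in at least 4 libraries were kept, and the counts of tRNA genes of the same isoacceptor were summed first, because near-identical genes share reads. The choice of the library size moves all values together: leaving rRNA counts out of it shifted the median log2 fold change of all RNAs between sperm and males by 0.30, edgeR's TMM factors shifted it by 0.38, and DESeq2's size factors by 0.25.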

We then performed small RNA-seq on whole males as well as purified sperm. Importantly, for these experiments, and all others throughout this study, we size-selected 18–40 nt RNA using polyacrylamide gel electrophoresis (PAGE). 

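In whole WT males, endo-siRNAs made up 45.1% ± 2.73 of all counts (SD, n = 4) and miRNAs 40.6% ± 4.80 (SD, n = 4). The next classes were mRNA-fragments, with 5.47% ± 0.54 (SD, n = 4), and rRNA-fragments, with 4.14% ± 1.74 (SD, n = 4). piRNAs made up 1.33% ± 0.35 of counts (SD, n = 4). The lowest share of miRNAs in a male library was 34.1% and the lowest share of endo-siRNAs was 42.8%, while no other class passed 6.18% in any of the 4 libraries. The order of endo-siRNAs and miRNAs was not the same in each library, since miRNAs took up 45.5% and endo-siRNAs 42.9% of the counts of replicate 3.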

As expected, and previously demonstrated, we find that the predominant small RNA species present in *C. elegans* males are endo-siRNAs and miRNAs. However, cloning 18–40 nt RNAs reveals reads mapping to tRNAs, representing tDRs, at 3.3% of all reads in whole males. 

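Reads mapping to tRNAs made up 3.41% ± 0.64 of all counts in whole WT males (SD, n = 4), between 2.78% and 4.13% in the single libraries. The paper's value is 3.3%. Counts are given per tRNA gene, and in males the summed genes of Glu-CTC reached 10641 ± 754 rpm (SD, n = 4). Ser-AGA reached 4357 ± 1262 rpm, Gly-GCC 2688 ± 310 rpm and Gln-TTG 635 ± 305 rpm (SD, n = 4 each).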

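In purified sperm, reads mapping to tRNAs made up 13.8% ± 2.46 of all counts (SD, n = 4), 10.4 percentage points more than in whole males. Each of the 4 sperm libraries lay above each male library (exact two-sided Mann–Whitney test, p = 0.0286, the smallest p for 4 against 4; adjusted p = 0.0343). With rRNA counts left out of the totals, the alternative that moved this difference most, it was 14.1 points. Leaving out single libraries kept it between 9.34 and 11.3 points. miRNAs went the other way, to 6.47% ± 1.63 of sperm counts (SD, n = 4), lower in 4 of 4 sperm libraries than in any male library (exact p and adjusted p as for tRNAs). Within sperm, the tRNA share was above the miRNA share in 4 of 4 libraries, with 10.9% against 5.93% in the library with the lowest tRNA share.

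rRNA-fragments also rose, to 21.9% ± 4.04 of counts (SD, n = 4), higher in 4 of 4 sperm libraries. Without replicate 4 of the sperm, whose rRNA share was 15.9%, the mean was 23.9%. The share of endo-siRNAs was lower in sperm, at 36.2% ± 3.43 (SD, n = 4), but not once rRNA counts were left out of the totals, where the groups differed by −0.74 points (exact p = 0.886). The share of piRNAs was 1.43% ± 0.27 (SD, n = 4), a difference from males within the spread of the libraries (exact p = 0.686).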

Strikingly, this proportion increases to 13.8% in purified sperm, which is nearly twice the proportion of miRNAs in sperm (Fig. 1A, B—*P* < **0.05**). Thus, tDRs are enriched in *C. elegans* sperm as they are in mammalian sperm. 

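Among 24428 RNAs tested between sperm and whole males, 7601 were higher and 8214 lower in sperm at an adjusted p under 0.05 (edgeR). Of 58 tRNA isoacceptors, 38 were higher and 9 lower. miRNAs moved together, with 232 of 248 lower in sperm, 1 higher, and a median log2 fold change of −2.68. Of 2969 piRNAs, 1155 were higher and 582 lower. The RNAs with the smallest adjusted p that kept their direction under each scaling were *rpr-1*, W01D2.7 and F32B5.9 among those that rose and 3 miRNAs among those that fell. *rpr-1* (I:13463955–13464207 in WBcel235, the RNA of RNase P) rose from 1079 ± 112 to 13187 ± 1443 rpm (log2 fold change 3.61, standard error 0.13, adjusted p = 9.3e-09 from edgeR). W01D2.7 (II:14804502–14804559) and F32B5.9 (I:2688947–2689069, an snRNA) had log2 fold changes of 3.43 and 3.75. mir-235 (I:6162291–6162387), mir-230 (X:5803892–5803989) and mir-237 (X:8154084–8154182) fell by 3.79, 3.91 and 3.98 on the log2 scale. All 6 stayed past the threshold under each alternative tried, with an adjusted p of at most 3.5e-05.

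From the share of reads that map to tRNAs in sperm against whole males, the paper concludes that sperm of *C. elegans* is enriched in tDRs, and sets this beside the enrichment known from mammalian sperm.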

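Gly-GCC, summed over its 22 tRNA genes, reached 6488 ± 1458 rpm in sperm (SD, n = 4), a log2 fold change over whole males of 1.27 (standard error 0.16, adjusted p = 1.8e-05 from edgeR's quasi-likelihood test). Glu-CTC, with 25 genes, reached 37691 ± 10031 rpm (SD, n = 4), with a log2 fold change of 1.82 (standard error 0.16, adjusted p = 1.5e-06 from edgeR). Both rose less than Ser-AGA (15 genes), which reached 29626 ± 2975 rpm (SD, n = 4) with a log2 fold change of 2.77 (standard error 0.18, adjusted p = 2.9e-07 from edgeR). Gln-TTG (35 genes) reached 3245 ± 1127 rpm (SD, n = 4) with a log2 fold change of 2.35 (standard error 0.31, adjusted p = 2.8e-05 from edgeR). Across the scalings, filters and left-out libraries, Gly-GCC stayed between 1.17 and 1.66 and Glu-CTC between 1.64 and 2.24, and all 4 isoacceptors stayed past the threshold. With genes kept apart, 15 of 22 tested Gly-GCC genes and 24 of 25 tested Glu-CTC genes were higher in sperm. The summed value is used because reads can be split among near-identical genes.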

Interestingly, specific tDRs such as tDR-Gly-GCC and tDR-Glu-CTC accumulate in *C. elegans* sperm (Fig. 1A), analogous to their relative abundance in mammalian sperm. 

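mRNA-fragments, the sense counts of transcripts, made up 20.3% ± 1.77 of counts in sperm (SD, n = 4), 14.8 percentage points above their share in whole males and higher in 4 of 4 sperm libraries (exact two-sided Mann–Whitney test, p = 0.0286, adjusted p = 0.0343). Among 9495 transcripts tested as mRNA-fragments, 6121 were higher and 535 lower in sperm, with a median log2 fold change of 1.79 (adjusted p under 0.05, edgeR). The antisense counts of transcripts, the endo-siRNAs, had a median log2 fold change of −0.87, with 283 of 11654 higher and 6856 lower. In rRNA-fragments, 26S rose most, with a log2 fold change of 3.06, ahead of 18S with 2.01 and 5.8S with 2.00, while 5S did not pass the threshold (0.12, adjusted p = 0.424, edgeR). This depends on the scaling: 4 of 4 rRNAs were higher without rRNA counts in the library size and with TMM factors, and 3 of 4 with DESeq2.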

As previously reported, we additionally find that mRNA-fragments are also enriched in *C. elegans* sperm, which are likely the remnants of spermatogenic mRNA degradation that occurs as sperm undergo final steps of maturation in most animals^45,46^.

**Fig. 1:**
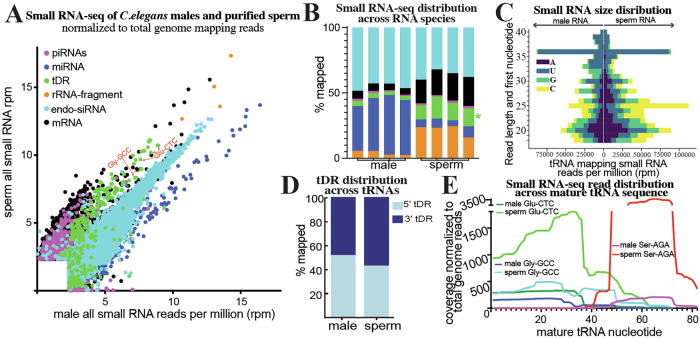
Small RNA-seq reveals tDRs are enriched in C. *elegans* sperm. Small RNA-seq was performed on PAGE-purified 18–40 nt RNA from *C. elegans* whole males and purified sperm. **A** small RNA reads were aligned to specific small RNA classes (rRNAs, tRNAs, miRNAs, and piRNAs), as well as to the transcriptome (mRNA-fragments and endo-siRNAs), and quantitated. Quantitated counts were then normalized to total genome mapping reads as reads per million (rpm). For each RNA, the normalized rpm was plotted in a scatter plot. Different small RNA classes are colored according to the legend. **B** Total small RNA reads mapping to each class of RNAs quantitated as a percentage of total genome mapping reads as stacked bar graphs for each replicate of the experiment (*n* = 4). Color legend is the same as in (**A**). Total small RNA reads mapping to each RNA class were compared between conditions using two-sided Mann–Whitney *U* tests with Benjamini–Hochberg false discovery rate (FDR) correction; asterisks indicate FDR-adjusted *P* < 0.05. **C** Reads mapping to tRNAs were quantitated for RNA length (*y*-axis) and plotted as their starting nucleotide in a diverging bar-graph (*x*-axis—total quantitated reads). The first nucleotide is indicated by color in the legend. Read-length distributions were compared between conditions using two-sided Mann–Whitney U tests with Benjamini–Hochberg false discovery rate (FDR) correction; asterisks indicate bins with FDR-adjusted *P* < 0.05. **D** tRNA mapping reads were quantitated for mapping specifically to the 5′ or 3′ portions (mature tRNA separated by anticodon) and plotted as the percentage mapping to each. Proportions of 5′ and 3′ tRNA-derived fragments were compared between males and sperm using two-sided Welch’s t-tests on replicate-level values (*P* = 0.046). **E** Reads mapping to specific tRNA isoacceptors of Glu-CTC, Gly-GCC, and Ser-AGA were quantitated as read depth (*y*-axis—number of times each nucleotide mapped) across the mature tRNA sequence (*x*-axis). Nucleotide-level read depth across the mature tRNA sequence was quantified for Glu-CTC, Gly-GCC, and Ser-AGA and compared between male and sperm samples using two-sided Welch’s *t*-tests, with significant differences observed for Glu-CTC (*P* = 3.57 × 10^−^⁴⁰), Gly-GCC (*P* = 6.46 × 10⁻¹²), and Ser-AGA (*P* = 9.66 × 10⁻²⁵). Source data are provided as a Source data file.

tDRs have been observed in *C. elegans*, but their molecular features have not been described. When plotting the length of small RNAs within our male and sperm small RNA data, we find the expected accumulation of 22G-RNAs (22 nt endo-siRNAs that predominantly begin with a G), and 26G-RNAs (26 nt endo-siRNAs that predominantly begin with a G). However, we also noticed that sperm contain abundant small RNAs that are >30 nt long (Supplementary Fig. 1A). We then plotted the size distribution and first nucleotide of tRNA mapping reads. tDRs range from 18 to 40 nt in both whole males and purified sperm. Interestingly, there is a noticeable accumulation of 36 nt tDRs, which correspond to the size of tRNA-halves in both males and sperm (Fig. 1C and Supplementary Fig. 1C). Further, tDRs of specific lengths and starting nucleotides accumulate in both males and sperm (Fig. 1C), unlike rRNA-fragments, which skew towards smaller RNAs with equal distribution of starting nucleotide, indicating the former are stable species rather than random degradation products (Supplementary Fig. 1B).

Using standard ligation-based small RNA-seq protocols (without any RNA treatment), tDRs in mammalian sperm are sequenced predominantly as 5′ fragments of tRNAs (>80%)^5,38,47^. However, this bias towards 5′tDRs has been determined to result from molecular features of tDRs, such as 3′ chemical modifications and modified RNA bases, which prevent conventional approaches from cloning every tDR species, particularly 3′ tDRs. Indeed, new small RNA-seq techniques that can clone RNAs irrespective of chemical modifications at internal sites and at termini have revealed that both 5′ and 3′ tDRs accumulate equally in mammalian sperm^48–50^. Interestingly, using a standard ligation-dependent small RNA-seq approach on our *C. elegans* whole male and purified sperm samples, we find a near equal distribution (52 vs. 48%) of reads mapping to the 5′ and 3′ regions of tRNAs, respectively, in whole males, with a slight skew in sperm (42 vs. 58%) (Fig. 1D). This suggests that chemical modifications present in mammalian sperm that drive the extreme skew in cloning efficiency (>80%) are not present in *C. elegans* sperm.

Interestingly, specific tRNA isoacceptors produce specific types of tDRs. We quantitated the distribution of small RNA-seq read depth across the mature tRNAs Gly-GCC, Glu-CTC, and Ser-AGA. For both Gly-GCC and Glu-CTC, we find a specific accumulation of 5′tDRs in both males and sperm; conversely, for Ser-AGA, 3′ tDRs accumulate and are enriched in sperm (Fig. 1E and Supplementary Fig. 1D). Interestingly, individual tRNA isoacceptors display a wide range of 5′ and 3′ fragment biases, suggesting isoacceptor-specific differences in tDR biogenesis and stability in sperm (Supplementary Fig. 1E). Overall, these findings demonstrate that tDRs are present in *C. elegans* and are enriched in sperm as they are in mammalian sperm. Further, specific tDR products from both tRNA 5′ and 3′ portions accumulate from different isoacceptors, including tDRs such as 5′ Gly-GCC, 5′ Gly-CTC, and Gln-TTG, which have been demonstrated to function to regulate embryogenic gene expression and development in mammals^5,26,51,52^. Thus, the accumulation of specific tDRs appears to be a conserved hallmark of metazoan sperm, underlying the importance of studying the functions of tDRs in fertility and non-genetic inheritance.

### tDR abundance in males is regulated by *rnst-2*

RnaseA and RnaseT2 enzymes have been implicated in tDR biogenesis and specifically found to cleave full-length tRNAs into tRNA-halves in mammalian cell culture and yeast models. However, the nucleases required to generate tDRs in the mammalian germline have yet to be identified. The *C. elegans* genome encodes no RnaseA orthologs and only a single RnaseT2 ortholog, *rnst-2*. To determine if *rnst-2* is required to generate tDRs in worms, we utilized CRISPR-Cas9 editing to generate a mutant containing a small indel towards the 5′ end of the *rnst-2* gene, resulting in a frameshift in its coding sequence and a premature STOP at amino acid 15. Additionally, using CRISPR and homologous recombination we generated a second mutant with a point mutation predicted, from homology with the human protein which has been analyzed both structurally and catalytically^53^, to affect the catalytic activity of the enzyme by introducing a Histidine to Alanine substitution at amino acid 60 (Supplementary Fig. 2A). 

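The deletion allele was sequenced in 5 heterozygous (∆/+) and 6 homozygous (∆/∆) samples of whole males, and the catalytic allele in 5 heterozygous (*cat/+*) and 6 homozygous (*cat/cat*) samples. Each allele has its own heterozygous controls, so that no library is shared between the 2 comparisons. Counts were made by the authors as for WT males and sperm. The totals per library ran from 4976236 to 10456806 (median 9616751) in ∆/+ males and from 6121888 to 12250214 (median 7349456) in ∆/∆ males. They ran from 6000952 to 13492598 (median 9752375) in *cat/+* males and from 7177175 to 14836506 (median 14515492) in *cat/cat* males.

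*rnst-2* itself (K10C9.3, V:1061595–1067908 on the plus strand in WBcel235) is present in these small RNA libraries only as a few fragments. In ∆/+ males its mRNA-fragment counts were 17, 32, 4, 0 and 15 in replicates 1 to 5, and in ∆/∆ males 7, 4, 3, 15, 4 and 2 in replicates 1 to 6. These counts overlap between the genotypes and are too few to check the labels. For the catalytic allele, a substitution, mRNA-fragments of *rnst-2* were at 1.34 ± 1.73 rpm in *cat/+* and 1.54 ± 1.26 rpm in *cat/cat* males.

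Shares and single RNAs were tested as before, with all counts as the library size, and RNAs were kept with at least 10 counts in at least 5 libraries. For 5 libraries against 6 the smallest p of the exact Mann–Whitney test is 0.00433, which becomes 0.00649 after adjustment over 6 classes when 4 reach it. The library size weighs heavily here, because rRNA-fragments differ between the genotypes. Without rRNA counts in it the median log2 fold change of all RNAs moved by 0.27 for the deletion and 0.34 for the catalytic allele, with TMM factors by 0.44 and 0.52, and with DESeq2's size factors by 0.47 and 0.59. Replicates of the same number in ∆/+ and ∆/∆ males deviated together from their group means, so a fit with the replicate number as a block is given for this allele where it moves a result.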

We then crossed these mutants (deletion (∆) – *pen1* and catalytic mutant (*cat*) – *pen4*) into the *fog-2* background, isolated *rnst-2*^*+/−*^ heterozygous (balanced by *tmc16*) and *rnst-2*^*−/−*^ homozygous males for each genotype, purified RNA from whole males, and then performed 18–40 nt small RNA-seq on these samples. Importantly, homozygous deletion mutants show a nearly complete loss of *rnst-2* expression relative to heterozygous males, while the catalytic point mutations retain partial expression of the gene (Supplementary Fig. 2B). Surprisingly, we find a significant enrichment of tRNA mapping reads representing tDRs in both *rnst-2*^∆/∆^ and *rnst-2*^*cat/cat*^ males compared to heterozygotes (∆/∆8.6% vs. ∆/*+*3.5% and *cat/cat* 8.1% vs. *cat/+* 3.7%), driven primarily by elevated abundance of a subset of tRNA isoacceptors, including Gly-GCC and Glu-CTC (Fig. 2A, B and Supplementary Fig. 2E). 

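Reads mapping to tRNAs made up 3.25% ± 0.51 of counts in ∆/+ males (SD, n = 5) and 8.58% ± 1.16 in ∆/∆ males (SD, n = 6). They made up 3.70% ± 0.82 in *cat/+* (SD, n = 5) and 8.14% ± 1.67 in *cat/cat* males (SD, n = 6). For both alleles, 6 of 6 homozygous libraries lay above each heterozygous library (exact two-sided Mann–Whitney test, p = 0.00433, the smallest possible; adjusted p = 0.00649). The differences were 5.33 and 4.44 percentage points, between 4.97 and 5.62 and between 4.10 and 4.83 with single libraries left out. Without rRNA counts in the totals, which moved them most, they were 7.45 and 6.84 points. Taken as 5 pairs of replicates of the same number, the ∆ allele's difference was 4.97 points with an exact sign-flip p of 0.0625, the smallest that 5 pairs allow.

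The rise was spread over a part of the isoacceptors. In ∆/∆ males 15 of 57 isoacceptors were higher and none lower, with 3 of the 4 that the paper names among them, and in *cat/cat* males 9 of 58 were higher and 3 lower (adjusted p under 0.05, edgeR). Without rRNA counts in the library size 14 and 7 were higher, with TMM factors 16 and 8, and with DESeq2 30 and 23, and none were lower in either allele with these. Gln-TTG rose in ∆/∆ males from 431 ± 134 to 997 ± 476 rpm (log2 fold change 1.21, standard error 0.31, adjusted p = 0.0224), but not past the threshold without ∆/+ replicate 4 (1.09, adjusted p = 0.0588) or replicate 5 (1.10, adjusted p = 0.0599). In *cat/cat* males its log2 fold change was 0.59 (standard error 0.28, adjusted p = 0.185), and 0.81 without *cat/+* replicate 4 (adjusted p = 0.0257); over the alternatives this adjusted p ran up to 0.379 (edgeR).

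Among all RNAs, 197 of 15133 were higher and 1825 lower in ∆/∆ males, and 172 of 16248 were higher and 1791 lower in *cat/cat* males. The falling side is mostly endo-siRNAs (1788 and 1730) and depends on the rRNA counts in the library size: without them, 148 were higher and 89 lower in ∆/∆ and 89 higher and 6 lower in *cat/cat* males. With the replicate pairs as a block, 176 were higher and 3022 lower in ∆/∆ males. The total also moved between 1059 (without ∆/+ replicate 2) and 3109 (without ∆/∆ replicate 5) for the deletion, and between 723 (without *cat/cat* replicate 2) and 3591 (without *cat/+* replicate 4) for the catalytic allele.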

Further we find a striking correlation in the accumulation of tDRs, rRNA-fragments, and mRNAs-fragments in both *rnst-2*^∆/∆^ and *rnst-2*^*cat/cat*^ males compared to heterozygous controls, suggesting similar functional consequences on these RNA species in distinct *rnst-2* mutations (Supplementary Fig. 2D).

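Over the 14448 RNAs tested for both alleles, the log2 fold changes of ∆/∆ against ∆/+ and of *cat/cat* against *cat/+* males correlated with a Pearson r of 0.57 and a Spearman rho of 0.43. These are correlations across RNAs, which are not independent replicates. The r was 0.66 for 57 tRNA isoacceptors (rho 0.71), 0.65 for 3314 mRNA-fragments (rho 0.52), 0.36 for 9710 endo-siRNAs (rho 0.36), 0.21 for 1124 piRNAs (rho 0.11) and −0.11 for 239 miRNAs (rho −0.14). Dropping the filter on low counts brought the r over all RNAs to 0.07, over 62400 RNAs. Both alleles changed 1063 RNAs past the threshold, 98 higher in both, 965 lower in both and 0 in opposite directions. Of the 14448 RNAs, 77.0% moved in the same direction. These shared falls rest on the library size: without rRNA counts in it, 89 RNAs were lower past the threshold in the deletion and 6 in the catalytic allele, and 68.1% of all RNAs moved in the same direction.

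RNAs that rose with the smallest adjusted p included mRNA-fragments of the collagen genes *col-106* (IV:1459896–1460786) and *col-140* (V:5835855–5836834) in ∆/∆ males, with log2 fold changes of 3.83 and 5.64. Antisense counts of F31C3.15, an ncRNA (I:15063050–15063383), had a log2 fold change of 8.04 in *cat/cat* males, from 0.752 to 206 rpm; this RNA lies opposite an 18S rRNA gene. Among those that fell were endo-siRNAs of *xbp-1*, *aip-1* and *csn-6* in ∆/∆ males (−1.24, −1.15 and −1.08) and of *hsp-110*, *dnj-12* and *rin-1* in *cat/cat* males (−1.29, −1.63 and −1.32). With TMM factors, which move all RNAs upward, *csn-6* (adjusted p = 0.0627), *hsp-110* (0.0880) and *rin-1* (0.0955) no longer passed the threshold; these are also their highest adjusted p over the alternatives (edgeR).

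From the correlation of tDRs, rRNA-fragments and mRNA-fragments between the alleles, the paper proposes that distinct *rnst-2* mutations affect these RNA species in a similar way.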

**Fig. 2:**
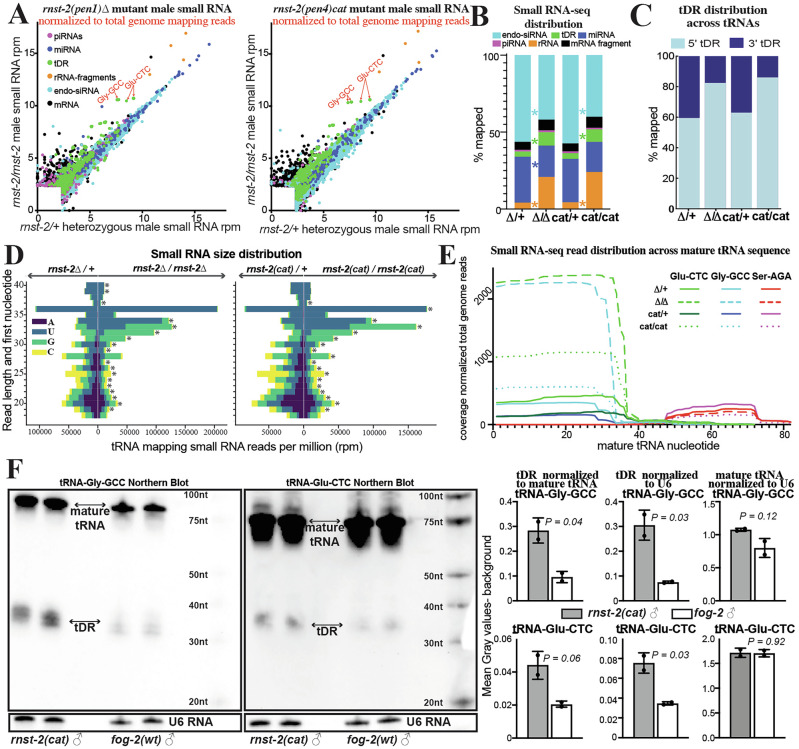
*rnst-2* regulates tDR accumulation and length. Small RNA-seq was performed on *C. elegans* whole male *rnst-2* mutant (*pen1* – ∆ and *pen4* – catalytic) as well as heterozygous controls. **A** Small RNA reads were aligned to specific small RNA classes (rRNAs, tRNAs, miRNAs, and piRNAs), as well as to the transcriptome (mRNA fragments and endo-siRNAs), and quantitated. Quantitated counts were then normalized to total genome mapping reads as reads per million (rpm). For each RNA, the normalized rpm was plotted in a scatter plot. Different small RNA classes are colored according to the legend. **B** Total small RNA reads mapping to each class of RNAs quantitated as a percentage of total genome mapping reads as stacked bar graphs of the average of biological replicates (*n* = 4–5). Total small RNA reads mapping to each RNA class were compared between conditions using two-sided Mann–Whitney *U* tests with Benjamini–Hochberg false discovery rate (FDR) correction; asterisks indicate FDR-adjusted *P* < 0.05. **C** tRNA mapping reads were quantitated for mapping specifically to the 5′ or 3′ portions (mature tRNA separated by anticodon) and plotted as the percentage mapping to each. Proportions of 5′ and 3′ tRNA-derived fragments were compared between *rnst-2* mutant homozygotes and heterozygotes and between *rnst-2* catalytic mutant homozygotes and heterozygotes using two-sided Welch’s t-tests on replicate-level values (*P* = 7.93 × 10⁻⁸ and *P* = 0.022, respectively). **D** Reads mapping to tRNAs were quantitated for RNA length (*y*-axis) and plotted as their starting nucleotide (legend) in a diverging bar-graph (*x*-axis—total quantitated reads). Read-length distributions were compared between conditions using two-sided Mann–Whitney *U* tests with Benjamini–Hochberg false discovery rate (FDR) correction; asterisks indicate bins with FDR-adjusted *P* < 0.05. **E** Reads mapping to specific tRNA isoacceptors of Glu-CTC, Gly-GCC, and Ser-AGA were quantitated as read depth (*y*-axis—number of times each nucleotide mapped) across the mature tRNA sequence (*x*-axis) for each homozygous *rnst-2* mutant and heterozygous control. Nucleotide-level read depth across the mature tRNA sequence was quantified for Glu-CTC, Gly-GCC, and Ser-AGA and compared between *rnst-2* mutant homozygotes and heterozygotes and between *rnst-2* catalytic mutant homozygotes and heterozygotes using two-sided Welch’s *t*-tests. Glu-CTC and Gly-GCC showed significant differences in both comparisons (Glu-CTC: ∆/*+* vs. *∆/∆ P* = 2.89 × 10⁻³⁰, *cat/+* vs *cat/cat P* = 2.08 × 10⁻³⁹; Gly-GCC: ∆/*+* vs. *∆/∆ P* = 1.80 × 10⁻³³, *cat/+* vs *cat/cat P* = 4.02 × 10⁻³⁵), whereas Ser-AGA did not differ significantly (∆/*+* vs. *∆/∆ P* = 0.91; *cat/+* vs *cat/cat P* = 0.92). **F** Levels of Gly-GCC and Glu-CTC mature tRNAs and tDRs were determined by northern blot analysis of total RNA from adult male worms of the indicated genotypes using digoxigenin-labeled DNA oligonucleotide probes specific to Gly-GCC or Glu-CTC. U6 snRNA was analyzed as a loading control. Quantifications of tDR levels normalized to the corresponding mature tRNA or to U6, and of mature tRNA levels normalized to U6, are shown in the accompanying quantification panels. *n* = 2 independent biological replicates; data are presented as mean ± SEM (unpaired two-tailed *t*-test). Source data are provided as a Source data file.

Because tDR Gly-GCC and Glu-CTC accumulate as 5′tDRs in our male and sperm small RNA dataset, we next assessed the distribution of reads across tRNA sequences. We found that both *rnst-2* mutations exhibited a significantly higher fraction of 5′tDRs overall (∆/∆ 86.0% vs. ∆/*+* 62.3% and *cat/cat* 82.3% vs. *cat/+* 59.4%) (Fig. 2C). Additionally, plotting the length and first nucleotide distribution of tRNA mapping reads revealed a significant increase in >30 nt fragments representing tRNA-halves, predominantly in 31–36 nt species (Fig. 2D and Supplementary Fig. 2G). 

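rRNA-fragments rose from 4.22% ± 0.76 of counts in ∆/+ (SD, n = 5) to 20.8% ± 2.83 in ∆/∆ males (SD, n = 6), and from 4.34% ± 0.77 in *cat/+* (SD, n = 5) to 24.1% ± 2.41 in *cat/cat* males (SD, n = 6). The homozygous libraries were higher in 6 of 6 for both alleles (exact two-sided Mann–Whitney test, p = 0.00433, adjusted p = 0.00649). Of the 4 rRNAs, 18S rose from 6767 to 54653 rpm in the deletion and from 7276 to 65294 rpm in the catalytic allele. The log2 fold changes of 26S were 2.77 and 3.12 and those of 5.8S 2.27 and 2.95, all past the threshold. 5S, with 0.46 (adjusted p = 0.187) and 0.07 (adjusted p = 0.967), did not pass it (edgeR). DESeq2 had 4 of 4 rRNAs higher in the deletion and 3 of 4 in the catalytic allele. The library of *cat/+* replicate 4 held 5.72% of rRNA counts, more than the other heterozygotes of that allele. It also had the lowest total among them and only 12310 RNAs above 0, against 29569 to 37565 in the others.

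Among the other classes, endo-siRNAs went from 56.3% ± 2.92 to 41.9% ± 5.31 in the deletion and from 57.4% ± 6.63 to 40.0% ± 2.39 in the catalytic allele (exact p = 0.00433, lower in 6 of 6 libraries for both), but without rRNA counts in the totals the differences were −6.07 and −7.29 points (exact p = 0.0519 and 0.0823). miRNAs went from 29.8% ± 2.52 to 20.5% ± 1.83 in the deletion (exact p = 0.00433). For the catalytic allele they went from 28.2% ± 6.51 to 19.5% ± 1.75 (exact p = 0.0519). Without rRNA counts in the totals their differences were −5.16 points (exact p = 0.0303, adjusted p = 0.0505) and −3.74 points (exact p = 0.126). mRNA-fragments rose from 5.18% ± 0.70 to 7.01% ± 0.96 (exact p = 0.0303, adjusted p = 0.0364) and from 5.17% ± 0.38 to 7.16% ± 0.14 (exact p = 0.00433). piRNAs did not differ beyond the spread between libraries (exact p = 0.931 and 0.792). All of these groups hold 5 heterozygous and 6 homozygous libraries.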

While rRNA-fragments also increase markedly in both *rnst-2* mutants (Fig. 2A, B and Supplementary Fig. 2E), the distribution of fragments is collectively driven towards smaller RNAs, with a random first nucleotide representation (Supplementary Fig. 2F), suggesting that RNST-2 appears to eliminate degradation products generated from rRNAs. However, more notably, RNST-2 specifically degrades tRNA-halves into smaller RNAs or entirely, revealed by the increase in overall abundance and in longer tDRs present in *rnst-2* mutant males (Fig. 2D, E and Supplementary Fig. 2G).

Focusing on tDRs generated from specific tRNA-isoacceptors, we again quantitated the nucleotide read depth across specific mature tRNA sequences from our *rnst-2* mutant male RNA-seq. For the 5′tDRs Gly-GCC and Glu-CTC, we find a prominent overall increase in levels in *rnst-2* homozygous mutants compared to controls, which is supported by northern blot analysis of *rnst-2*^*cat/cat*^ and WT male RNA (Fig. 2E, F). Conversely, we find no significant changes in the predominately 3′ tDR Ser-AGA. 

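Summed over its tRNA genes, Gly-GCC rose from 2853 ± 1380 rpm in ∆/+ (SD, n = 5) to 20223 ± 4711 rpm in ∆/∆ males (SD, n = 6), a log2 fold change of 2.83 (standard error 0.33, adjusted p = 3.2e-04 from edgeR). In the catalytic allele it rose from 2814 ± 936 rpm (SD, n = 5) to 17558 ± 5516 rpm (SD, n = 6), a log2 fold change of 2.64 (standard error 0.32, adjusted p = 5.7e-04 from edgeR). It stayed past the threshold under all alternatives for both alleles, with log2 fold changes between 2.62 and 3.29 and between 2.45 and 3.22.

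Glu-CTC rose from 12771 ± 1934 to 37037 ± 10975 rpm in the deletion (log2 fold change 1.54, standard error 0.22, adjusted p = 0.00188 from edgeR; n = 5 and 6). In the catalytic allele it rose from 15390 ± 8551 to 34620 ± 10875 rpm, a log2 fold change of 1.17 (standard error 0.36, adjusted p = 0.0440 from edgeR). This last call is close to the threshold. The rise was 1.50 without rRNA counts in the library size (adjusted p = 0.0862) and 1.76 with TMM factors (adjusted p = 0.0618). Without single libraries it lay between 0.99 (without *cat/+* replicate 1, adjusted p = 0.110) and 1.44, and passed the threshold in only 2 of 11 such fits. Its adjusted p reached 0.220 with a replicate block. Values are for whole tRNA genes, since the deposited counts do not tell 5′ from 3′ fragments.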

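Ser-AGA was at 2795 ± 515 rpm in ∆/+ (SD, n = 5) and 2664 ± 877 rpm in ∆/∆ males (SD, n = 6), a log2 fold change of −0.07 (standard error 0.23, adjusted p = 0.908 from edgeR). In the catalytic allele it was at 3125 ± 1424 rpm (SD, n = 5) and 3593 ± 426 rpm (SD, n = 6), a log2 fold change of 0.20 (standard error 0.30, adjusted p = 0.823 from edgeR). Its sign depends on the library size and on single libraries, as differences this small would: in the deletion it was 0.20 without rRNA counts, 0.37 with TMM factors and 0.40 with DESeq2. It was 0.07 without ∆/∆ replicate 5, less than 0.01 without ∆/+ replicate 1, and in the catalytic allele −0.03 without *cat/+* replicate 4. None of these passed the threshold, and the smallest of their adjusted p was 0.548.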

We conclude that >30 nt 5′tDRs accumulate in *rnst-2* mutants, suggesting that RNST-2 normally functions to reduce the levels of these RNAs. Further, elimination of 5′tDR Gly-GCC and Glu-CTC halves is dependent on a predicted catalytic amino acid present in RNST-2. Thus, while RNST-2 is not the enzyme required to initially cut tRNAs into tRNA-halves, our findings suggest that it regulates the processing of tRNA-halves into smaller tDRs or eliminates them altogether.

### *rnst-2* regulates tDRs specifically in sperm and not in females

To determine where *rnst-2* functions to regulate tDR accumulation, we endogenously tagged *rnst-2* N-terminally with GFP using CRISPR and homologous donor recombination. We then crossed *gfp::rnst-2* into the *fog-2* background to determine where RNST-2 is expressed. Importantly, *gfp::rnst-2* males display normal male fertility, suggesting that the GFP::RNST-2 fusion is indistinguishable from wild type (Supplementary Fig. 2C). As predicted from the accumulation of tDRs in both *rnst-2*^∆/∆^ and *rnst-2*^*cat/cat*^ males, we find GFP::RNST-2 expression specifically in sperm (Fig. 3A). While we cannot rule out low levels of expression elsewhere, sperm is the only place we identify detectable GFP signal in adult males and females.

**Fig. 3:**
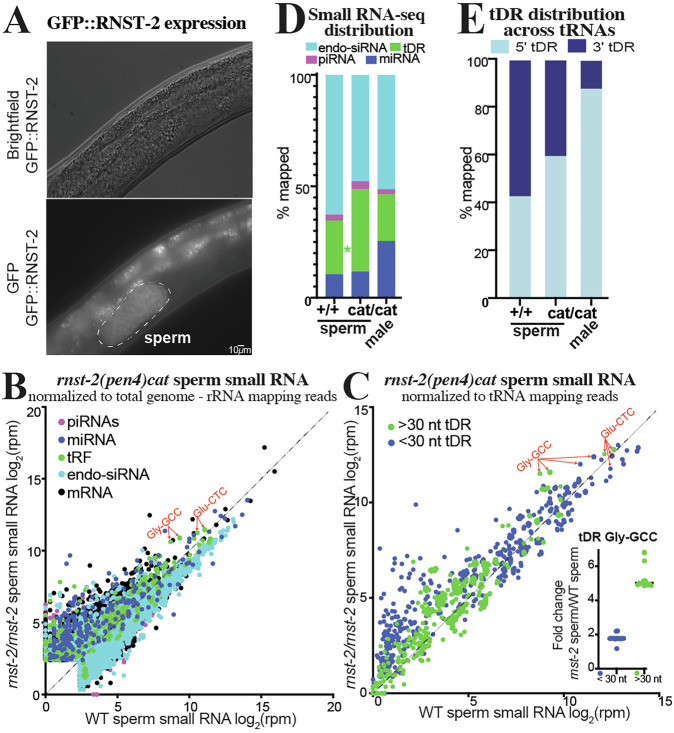
*rnst-2* regulates tDR accumulation in sperm. **A** *rnst-2* endogenously tagged at its N-termini with GFP is expressed in *C. elegans* sperm (outlined in dotted line). Signal outside of the sperm is gut auto-fluorescence. This pattern was observed in 3 independent cohorts of worms. **B**–**E** Small RNA-seq was performed on *rnst-2(cat)* sperm and whole males and compared to WT sperm small RNA data. **B** Scatter plot of small RNA-seq data normalized to total genome minus rRNA mapping reads as reads per million (rpm) from WT sperm (*x*-axis—also Fig. 1) and *rnst-2*^*cat/cat*^ mutant sperm (*y*-axis). **C** tRNA mapping reads were separated as >30 or <30 nucleotides in length and quantitated, as reads per million (rpm) tRNA mapping reads, for all tRNA isoacceptor genes. Each dot represents a quantitated tRNA with quantitated reads mapping to that tRNA >30 nucleotide in green and <30 in blue, thus each tRNA isodecoder is represented as 2 dots. The inset graphs show a dot-plot of each tRNA-Gly-GCC isodecoder quantitation. *n* = 4 independent biological replicates per genotype, horizontal lines indicate medians. **D** Distribution of small RNAs mapped to endo-siRNAs, piRNAs, miRNAs, and tDRs in WT and *rnst-2*^*cat/cat*^ mutant sperm and males. Data presented is the average of biological replicates (*n* = 3–4). Total small RNA reads mapping to each RNA class were compared between conditions using two-sided Mann–Whitney *U* tests with Benjamini–Hochberg false discovery rate (FDR) correction; asterisks indicate FDR-adjusted *P* < 0.05. **E** Distribution of tRNA mapping reads to the 5′ or 3′ portions of mature tRNA and plotted as the average across replicates as the percentage of mapped reads. Proportions of 5′ and 3′ tRNA-derived fragments were compared between WT sperm and rnst-2 catalytic mutant sperm using two-sided Welch’s *t*-tests on replicate-level values (*P* = 8.93 × 10⁻⁴). Source data are provided as a Source data file.

We next aimed to determine if loss of *rnst-2* and the subsequent changes to tDR abundance in sperm lead to male fertility phenotypes. To assess fertility and determine sex-specific influences on reproduction, we quantitated the brood size at 20 °C of *rnst-2* mutant males (both ∆ and *cat* mutants) crossed with *fog-2* (WT) females, as well as reciprocal crosses of *fog-2* (WT) males with mutant females. We find that *rnst-2* homozygous males crossed with WT *fog-2* females produce a significantly decreased overall brood size of ~200 progeny for both ∆ and *cat* mutants. As controls, we quantitated the broods of WT males crossed with WT females as well as *rnst-2*^∆/*+*^ heterozygous males crossed with WT females, which each produce broods of ~300 progeny. Further, we find that *rnst-2*^∆/*+*^and *rnst-2* mutant females mated with WT males produce normal broods of ~300 progeny (Supplementary Fig. 2C). These findings demonstrate that *rnst-2* is required for normal male fertility in *C. elegans*.

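Libraries of *rnst-2* cat/cat mutants were made from 4 samples of purified sperm and, in the same experiment, from 3 samples of whole males. The sperm libraries are compared with the 4 libraries of WT sperm described above, which were sequenced as part of another experiment, so that genotype and experiment go together here. Totals ran from 11319131 to 13811572 counts (median 11971838) in *cat/cat* sperm, but only from 3879265 to 5706814 once rRNA counts are left out, and from 8911888 to 10636766 (median 9166613) in the males. In *cat/cat* sperm, mRNA-fragments of *rnst-2* were at 2.10 ± 0.75 rpm of counts without rRNA, and in WT sperm at 1.70 ± 0.40 (log2 fold change 0.28, adjusted p = 0.483, edgeR; n = 4 and 4).

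Counts minus rRNA counts were used as the library size for single RNAs, as in Fig. 3B, and class shares were computed both out of all counts and without rRNA. For comparison, tRNA reads made up 13.5% ± 0.86 of all counts in the 3 *cat/cat* male libraries of this experiment (SD) and 18.7% ± 1.71 without rRNA. In the 6 *cat/cat* male libraries of the earlier experiment they made up 8.14% ± 1.67 and, without rRNA, 10.7% ± 2.04 (SD). Males of the same genotype thus differed between experiments. A difference of this kind cannot be parted from genotype in the comparison of *cat/cat* with WT sperm.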

To determine if tDRs regulated by *rnst-2* specifically accumulate in sperm, we isolated males and purified sperm from *rnst-2*^*cat/cat*^ mutants for small RNA-seq. We then quantitated small RNAs compared to our WT *fog-2* sperm small RNA data (Fig. 1). We find that specific tDRs, including Gly-GCC and Glu-CTC, are enriched in *rnst-2*^*cat/cat*^ sperm (Fig. 3B–D). This enrichment is obscured when small RNA data are normalized to *total genome mapping reads*. 

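With library sizes that leave out rRNA counts, Gly-GCC was at 8279 ± 1655 rpm in WT sperm and 24568 ± 3174 rpm in *cat/cat* sperm (SD, n = 4 each), a log2 fold change of 1.57 (standard error 0.21, adjusted p = 7.8e-05 from edgeR). Glu-CTC was at 48526 ± 13986 rpm in WT and 62625 ± 5957 rpm in *cat/cat* sperm (SD, n = 4 each), a log2 fold change of 0.37 (standard error 0.24, adjusted p = 0.203 from edgeR). This difference is within the spread between libraries, and it did not pass the threshold as a rise under any alternative. Gln-TTG rose from 4160 ± 1484 to 7989 ± 1745 rpm (log2 fold change 0.94, standard error 0.25, adjusted p = 0.00743 from edgeR; n = 4 each). Ser-AGA fell, from 37940 ± 3576 to 24242 ± 2061 rpm (log2 fold change −0.65, standard error 0.19, adjusted p = 0.0110 from edgeR; n = 4 each). Of 57 isoacceptors, 26 were higher and 6 lower in *cat/cat* sperm (18 and 8 with DESeq2). With rRNA counts in the library size this turned to 5 higher and 25 lower. With genes kept apart, 15 of 18 tested Gly-GCC genes and 2 of 25 tested Glu-CTC genes were higher.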

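Out of all counts, tRNA reads made up 8.06% ± 0.89 in *cat/cat* sperm (SD, n = 4), against WT sperm a difference of −5.73 percentage points, with 4 of 4 libraries lower (exact two-sided Mann–Whitney test, p = 0.0286, adjusted p = 0.0343). Without replicate 4 of *cat/cat* sperm, whose share was 9.38%, the mean was 7.61%. With all counts as the library size, Gly-GCC still rose, by a log2 fold change of 0.45, but not past the threshold (adjusted p = 0.153), Gln-TTG was at −0.19 (adjusted p = 0.580), and Glu-CTC was lower, at −0.73 (adjusted p = 0.0445). The adjusted p of Gly-GCC lay at or under 0.153 and that of Glu-CTC between 0.0445 and 0.413 over the alternatives (edgeR and DESeq2).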

The standard reads per million (rpm) normalization metric is heavily influenced by the large increase in rRNA-derived degradation products in *rnst-2* mutants, thereby compressing the dynamic range and masking enrichment of other small RNA subtypes (Supplementary Fig. 3A, B). 

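rRNA-fragments took up 63.8% ± 4.47 of counts in *cat/cat* sperm (SD, n = 4), 42.0 percentage points more than in WT sperm, and were higher in 4 of 4 libraries (exact two-sided Mann–Whitney test, p = 0.0286, adjusted p = 0.0343). 5S rose most among the 4 rRNAs, with a log2 fold change of 3.38, followed by 18S with 3.10, 26S with 2.50 and 5.8S with 2.37, relative to counts without rRNA. Counting rRNA into the library size moved the median log2 fold change of all RNAs by −1.10. Without rRNA in it, 7267 of 22832 RNAs were higher and 5439 lower in *cat/cat* sperm, and with it 1548 were higher and 13277 lower (adjusted p under 0.05, edgeR). TMM factors and DESeq2's size factors, computed over all RNAs, moved the median by less than 0.10 from the values without rRNA.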

To account for this accumulation, we normalized our data to *genome mapping reads minus rRNA mapping reads* to account for differential rRNA-fragment accumulation in *rnst-2* ^*cat/cat*^ sperm compared to WT, revealing the relative contribution of tRNA-derived reads was significantly increased in *rnst-2* ^*cat/cat*^ sperm compared to WT (Fig. 3D), with Gly-GCC tDRs and to a lesser extent Glu-CTC tDRs driving much of this shift (Fig. 3B).

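Without rRNA in the totals, tRNA reads made up 17.7% ± 3.26 of counts in WT sperm and 22.4% ± 1.50 in *cat/cat* sperm (SD, n = 4 each), a difference of 4.68 percentage points (exact two-sided Mann–Whitney test, p = 0.0571, adjusted p = 0.0952). Out of the 4 classes that Fig. 3D shows (miRNAs, tRNAs, piRNAs and endo-siRNAs), a total chosen after the data and the figure had been seen, tRNA reads made up 23.9% ± 4.56 in WT and 37.4% ± 3.07 in *cat/cat* sperm. This difference of 13.5 points was shared by 4 of 4 libraries (exact p = 0.0286, the smallest for 4 against 4, and 0.0571 after adjustment over 4 classes). Relative to miRNA counts, the tRNA reads rose by 0.59 on the log2 scale (exact p = 0.114).

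The total matters because other classes changed too. Without rRNA, mRNA-fragments made up 25.9% of WT and 40.0% of *cat/cat* sperm counts and endo-siRNAs 46.3% and 28.4%, both with no overlap between the 4 and 4 libraries (exact p = 0.0286, adjusted p = 0.0714). Among single RNAs, mRNA-fragments of *asp-14* (X:6444185–6446664) and Y39B6A.9 (V:19136506–19139094) and endo-siRNAs of the histone gene *his-61* (IV:7485834–7486217) rose with the smallest adjusted p, with log2 fold changes of 6.29, 5.54 and 7.10. endo-siRNAs of *nas-30* (I:938483–947710) and F58E1.13 (II:1694461–1695872) and mRNA-fragments of *acdh-1* (I:6497436–6499560) fell by 4.81, 2.92 and 4.88 on the log2 scale.

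**Figure D1:**
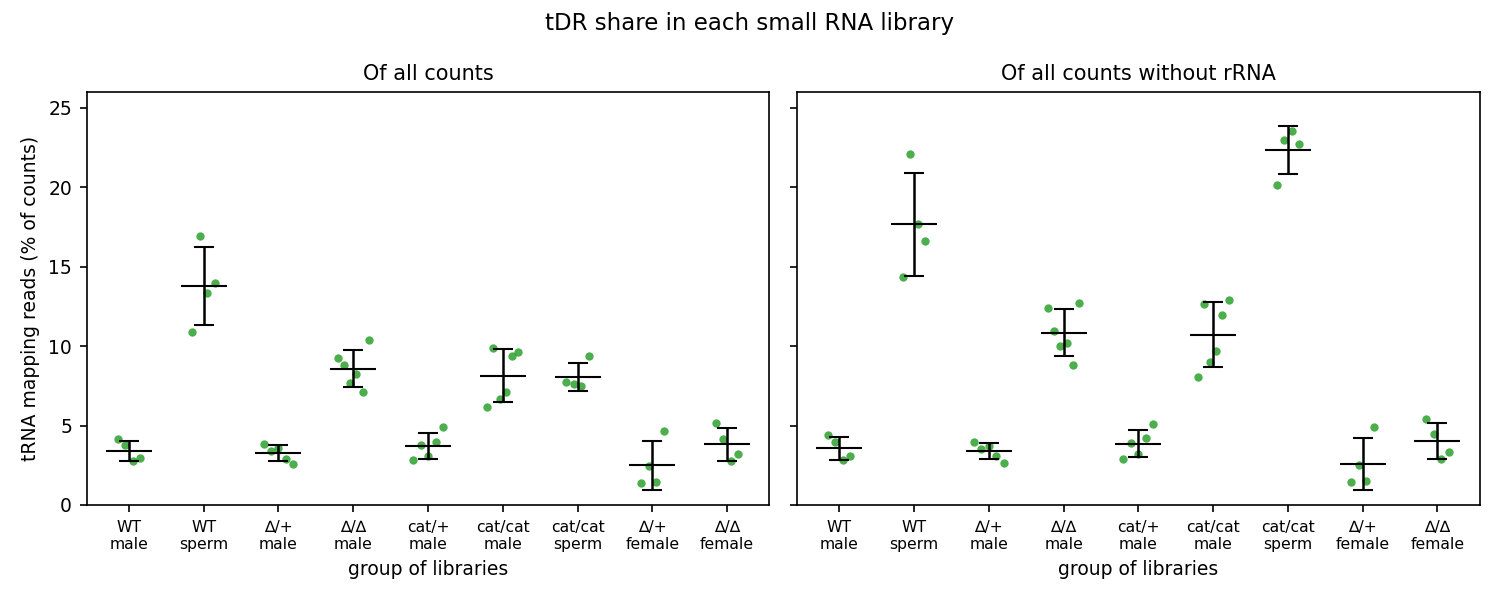
Share of tRNA-mapping counts (in percent) in each small RNA library of the 9 groups that were compared. The panels show it out of all counts and without rRNA counts. Points are libraries, and bars mark the mean ± SD; *cat/cat* sperm sits below WT sperm out of all counts (8.06% against 13.8%) and above it without rRNA (22.4% against 17.7%).

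The paper reasons that rRNA-fragments compress the other classes when all reads are counted, takes them out of the total for this reason, and concludes from the resulting share that tDRs are enriched in *rnst-2* cat/cat sperm, with Gly-GCC and to a lesser extent Glu-CTC behind the shift.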

To determine if *rnst-2* regulates tDR length in sperm, we plotted the length and first nucleotide of tRNA mapping reads for *rnst-2* ^*cat/cat*^ and WT sperm. Similar to the trend observed with *rnst-2* mutant males, we find that tDR length increases overall, with a particular accumulation of 32–35 nt species (Supplementary Fig. 3C). To assess if the accumulation of larger tDRs is specific to any specific tRNA isoacceptors, we quantitated >30 and <30 nt small RNAs that map to tDRs. This analysis revealed that >30 nt tDRs (indicative of tRNA-halves), particularly for tDR-Gly-GCC, are enriched in mutant compared to WT sperm (Fig. 3C). Interestingly, shorter <30 nt tDRs for Gly-GCC are less enriched in *rnst-2* ^*cat/cat*^ sperm compared to WT (>30 nt ~5-fold vs. <30 nt ~2-fold increase), indicating a shift in tDR length dependent on *rnst-2* in sperm. Consistent with increased accumulation of >30 nt tRNA-halves, *rnst-2* catalytic mutant sperm exhibited a significantly higher fraction of tDRs mapping to the 5′ arm of tRNAs compared to WT sperm (Fig. 3E). These results demonstrate that *rnst-2*, and specifically the catalytic residue of the enzyme, regulates the accumulation of >30 nt 5′tDRs in sperm, which closely resemble functional sperm tDRs in mammals.

Our brood analysis of *rnst-2* mutants (Supplementary Fig. 2C) revealed that both null (*Δ*) and catalytic (cat) male mutants have a specific decrease in the number of sired progeny, while female mutants are unaffected in their fertility. This raised the question of whether tDRs are also present in *C. elegans* females, and further, if they are regulated by *rnst-2*. To address these questions, we isolated *rnst-2*^∆/*+*^ heterozygous and *rnst-2*^∆/∆^ homozygous adult females in the *fog-2* background. To specifically isolate the small RNA profile of the female germline and soma (without any contribution from developing embryos), we picked virgin L4 animals and allowed them to develop to adults for 24 h in the absence of males. We then performed 18–40 nt small RNA-seq on these samples to quantitate their small RNA profiles. 

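Whole females were sequenced as 4 ∆/+ and 4 ∆/∆ samples. The totals ran from 8351206 to 21909709 counts (median 9863120) in ∆/+ and from 8930127 to 21558259 (median 14743470) in ∆/∆ females. The authors counted reads as for the males, and single RNAs were tested with counts minus rRNA counts as the library size, as in Fig. 4C. In the female table every piRNA line holds 9 values under 8 sample names. The piRNA shares in the paper's source data equal those of the named column in 0 libraries and those of the next named column in 7 of the 7 libraries that have one. piRNAs were left out, and the shares of the other 5 classes are out of their sum. mRNA-fragments of *rnst-2* numbered 5, 2, 1 and 0 in the ∆/+ libraries and 0 in each of the 4 ∆/∆ libraries, too few to check the labels. Females and males were sequenced as separate experiments, so that sex and experiment cannot be told apart in a comparison between them.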

We find that tDRs are less abundant in females overall compared to males (2.2% in female *rnst-2*^∆/*+*^ compared to 3.5% in male *rnst-2*^∆/*+*^) and that tDRs levels increase very little, and without statistical significance, in *rnst-2*^∆/∆^ compared to heterozygous females (Fig. 4A–C and Supplementary Fig. 4A, B), in contrast to our findings in mutant males (Fig. 2). 

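tRNA reads made up 2.48% ± 1.53 of counts in ∆/+ females (SD, n = 4), below ∆/+ males on the means (difference −0.766 percentage points; exact two-sided Mann–Whitney test, 4 against 5 libraries, p = 0.286). The paper's value for these females is 2.2%. In ∆/∆ females the share was 3.82% ± 1.05 (SD, n = 4). The difference between the female genotypes, 1.34 percentage points, is within the spread between libraries (exact p = 0.2, adjusted p = 0.333), and 1 of 4 ∆/∆ libraries lay above each ∆/+ library. Leaving out single libraries moved it between 0.899 and 2.07 points.

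On the log2 scale the mean share rose by 0.77 in females and by 1.41 in males. Permuting the sex labels within each genotype gave p = 0.293 for this difference of 0.64 (two-sided permutation test). Without rRNA counts the difference was 0.90 (p = 0.180 in the same test). A sex difference in the effect was thus not detected with these libraries. A difference in level between the sexes widens the spread of this permutation, so its p does not show that the effects were alike. rRNA-fragments went from 3.89% ± 0.67 to 4.84% ± 1.14 (exact p = 0.114, n = 4 each). No class differed between the female genotypes after adjustment. Of 14748 RNAs, 3 were higher and 0 lower in ∆/∆ females at an adjusted p under 0.05, and 239 had an unadjusted p under 0.05 (edgeR). The 3 were ProTGG tRNA (log2 fold change 1.99, adjusted p = 0.00273), antisense counts of F31C3.15, which lies opposite an 18S rRNA gene (6.09, adjusted p = 0.00283), and GlnCTG tRNA (2.12, adjusted p = 0.0227, and up to 0.113 over the alternatives). The count was 7 without ∆/∆ replicate 3 and 6 without ∆/∆ replicate 4. With other processing it was 2 with TMM factors, 6 with rRNA counts in the library size, 15 with DESeq2, 14 with a replicate block, 95 without a filter on low counts, and 48, of which 47 were higher, with tRNA genes kept apart. Among the latter were 0 of 16 Gly-GCC, 0 of 25 Glu-CTC and 6 of 23 Gln-TTG genes. GlnCTG lost its call without ∆/+ replicate 3 (1.99), ∆/∆ replicate 1 (2.02) or ∆/∆ replicate 2 (2.11).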

Further, we find that that the overall length and first nucleotide distribution of tDRs in *rnst-2*^∆/∆^ and *rnst-2*^∆/*+*^ females is similar, with long >30 nt tDRs dominating (Supplementary Fig. 4C), again unlike males with a functional copy of *rnst-2* (*rnst-2*^∆/*+*^) where small tDRs preferentially accumulate. Further, we found that tDR Gly-GCC and Glu-CTC increase only subtly in *rnst-2*^∆/∆^ females compared to *rnst-2*^∆/*+*^ heterozygotes (Fig. 4C and Supplementary Fig. 4B). This finding additionally extends to >30 nt tDRs, which do not increase in *rnst-2* mutant females as they do in males (Fig. 4D). 

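In females Gly-GCC was at 3428 ± 2584 rpm in ∆/+ and 6146 ± 2457 rpm in ∆/∆ (SD, n = 4 each; counts without rRNA), a log2 fold change of 0.84 with a standard error of 0.42. Glu-CTC was at 16457 ± 11465 rpm in ∆/+ and 23440 ± 7397 rpm in ∆/∆ (SD, n = 4 each), a log2 fold change of 0.51 with a standard error of 0.39. Both differences are within the spread between libraries (adjusted p = 1.0 for both, edgeR). Ser-AGA was far lower than in males, at 58.3 ± 19.8 and 79.6 ± 36.2 rpm (SD, n = 4 each). Gln-TTG, at 93.2 ± 23.1 and 250 ± 71.1 rpm (SD, n = 4 each), had a log2 fold change of 1.43 (standard error 0.24, adjusted p = 0.0704 from edgeR). It passed the threshold without ∆/∆ replicate 3 (1.56, adjusted p = 0.0352) and with DESeq2 (1.42, adjusted p = 1.6e-04), and its adjusted p reached 0.318 over the alternatives. Without a filter on low counts Gly-GCC passed it as well (adjusted p = 0.0221), against up to 1.0 over its other alternatives.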

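In ∆/+ females, endo-siRNA counts of *rnst-2* came to 100.1, 101.8, 97.3 and 85.9 rpm of all counts in replicates 1 to 4, a mean of 96.3 ± 7.18 (SD, n = 4), from between 717 and 2193 counts per library. In ∆/∆ females they came to 105.3, 107.1, 75.0 and 91.3 rpm, a mean of 94.7 ± 14.9 (SD, n = 4). The genotypes did not differ beyond the spread between libraries (difference −1.58 rpm; exact two-sided Mann–Whitney test, p = 0.886, where the smallest p for 4 against 4 is 0.0286).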

Interestingly, analysis of endo-siRNAs (small RNAs mapping antisense to mRNAs) from *rnst-2*^∆/∆^ and *rnst-2*^∆/*+*^females revealed abundant small RNAs targeting *rnst-2* in both data sets. These endo-siRNAs targeting *rnst-2* are only present in females and not males, indicating that they could be functioning to silence the expression of *rnst-2* (Fig. 4E). 

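In males of the same alleles, endo-siRNA counts of *rnst-2* were between 0 and 21 per library. They came to 0.600, 0.956, 2.18, 0 and 0 rpm in ∆/+ replicates 1 to 5 (mean 0.748 ± 0.90, SD, n = 5). In ∆/∆ replicates 1 to 6 they came to 1.17, 0.735, 0.611, 1.07, 0.628 and 0.653 rpm (mean 0.812 ± 0.25, SD, n = 6). Every female library lay above every male library of its genotype (exact two-sided Mann–Whitney test, p = 0.0159 for ∆/+ with 4 against 5 and p = 0.00952 for ∆/∆ with 4 against 6, both the smallest possible). From the presence of these endo-siRNAs in females and not in males, the paper proposes that they could silence *rnst-2* in females.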

Additional analysis revealed that these endo-siRNAs are 22G-RNAs, further suggesting that they could repress *rnst-2* expression in the germline by the endo-siRNA pathway (Supplementary Fig. 4D). These findings, paired with the lack of a *rnst-2* female fertility phenotype and undetectable GFP::RNST-2 expression in females, suggest that the absence of *rnst-2* precludes processing of >30 tDRs or tRNA-halves into smaller fragments.

**Fig. 4:**
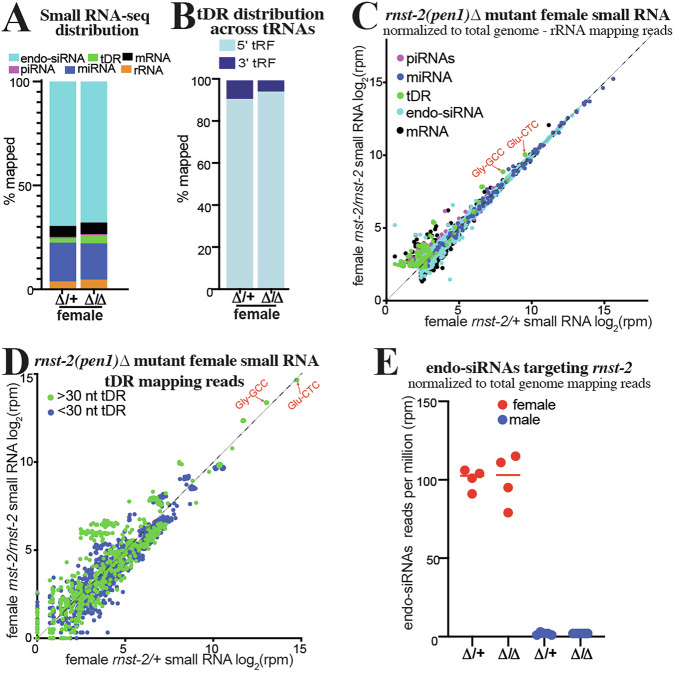
*rnst-2* dependent regulation of tDRs is suppressed in females. Small RNA-seq was performed on *C. elegans* whole female (without embryos) *rnst-2*^*∆/∆*^ mutants as well as heterozygous controls. **A** Distribution of small RNAs mapped to small RNA classes in *rnst-2*^*∆/∆*^and *rnst-2*^∆/*+*^ females. Total small RNA reads mapping to each RNA class were compared between conditions using two-sided Mann–Whitney U tests with Benjamini–Hochberg false discovery rate (FDR) correction; asterisks indicate FDR-adjusted *P* < 0.05. **B** Average distribution of tRNA mapping reads to the 5′ or 3′ portions of mature tRNA plotted as the percentages of mapped reads. Proportions of 5′ and 3′ tRNA-derived fragments were compared between rnst-2∆/∆ females and rnst-2∆/+ heterozygotes using two-sided Welch’s *t*-tests on replicate-level values and did not differ significantly. **C** Scatter plot of small RNA-seq data normalized to total genome minus rRNA mapping reads as reads per million (rpm) from *rnst-2*^∆/*+*^ (*x*-axis) and *rnst-2*^*∆/∆*^ females (*y*-axis). **D** tRNA mapping reads were separated as >30 or <30 nucleotides in length and quantitated, as reads per million (rpm), for all tRNA isodecoders. *rnst-2*^∆/*+*^ (*x*-axis) and *rnst-2*^*∆/∆*^ females (*y*-axis). **E** endo-siRNAs (antisense mRNA mapping) reads normalized to total genome mapping reads were quantitated as reads per million from *rnst-2*^*∆/∆*^ and *rnst-2*^∆/*+*^ female and male (Fig. 2) small RNA data. *n* = 4 independent biological replicates per genotype, horizontal lines indicate medians. Source data are provided as a Source data file.

### *rnst-2* mutant males transmit non-genetically inherited phenotypes to their offspring

In mammals, tDRs, particularly tDR-Gly-GCC, were shown to be regulated by paternal diet and to transmit non-genetically inherited phenotypes to offspring, including altered embryonic gene expression and adult metabolism^4–6^. Since tDRs accumulate substantially in the sperm of *rnst-2*^Δ/Δ^ animals, mutant males provide a potential model to determine if tDRs can transmit non-genetically inherited phenotypes to progeny in *C. elegans*. To establish worms as a model to study the functions of tDRs in intergenerational non-genetic inheritance, we mated *rnst-2*^Δ/Δ^ males and WT *fog-2* males, as controls, with WT *fog-2* females to produce progeny sired by sperm with increased and normal levels of tDRs (Fig. 5A). To determine if *rnst-2*^Δ/Δ^ mutant sperm produce embryos with altered gene expression compared to control sperm, we performed single-embryo RNA-seq on 2-cell and 8-cell embryos (representing embryonic stages pre- and post-zygotic genome activation (ZGA)). Single-embryo RNA-seq on worm embryos allowed us to quantitate the gene expression of >6000 genes across 4-orders of magnitude of expression. 

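Single-embryo mRNA-seq covered 30 2-cell embryos sired by WT and 25 by *rnst-2*∆/∆ males, and 20 8-cell embryos sired by WT and 26 by *rnst-2*∆/∆ males. The authors aligned reads with STAR, estimated expression with RSEM and deposited values in TPM to which 1 had been added; this 1 was subtracted first. TPM keeps no read depth, so that the depth of each embryo is unknown and only the number of entries above 0 TPM can be given. It ran from 3499 to 7557 (median 6489.5) in WT sired and from 4260 to 7780 (median 6911) in *rnst-2* sired 2-cell embryos. At the 8-cell stage it ran from 6525 to 10189 (median 8095.5) in WT sired and from 5533 to 12703 (median 7963) in *rnst-2* sired embryos.

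Embryos were collected on 4 days, and the labels do not say which embryo came from which day, so that day was not a term of the fits. Genes with a mean of at least 5 TPM were tested with limma on log2(TPM + 1), a scale that understates the change of low genes. The values are given per transcript entry, each called a gene here, so that a gene with several transcripts can count more than once. Single genes and families of genes were tested with embryos as the replicates, with two-sided permutation tests of 100000 resamples. Families were the genes with a mean of at least 1 TPM whose names start with *his-* (without the H3.3 genes, given apart) or *fbxb-*. Where members of a family are near-identical copies, an estimate from short reads can be split among them. Single members are then less certain than the family mean. How similar the members are was not measured. In this cross the sire carries the mutation. *rnst-2* itself passed the minimum in 8-cell embryos alone, at 8.27 ± 9.71 TPM in WT sired and 4.54 ± 8.80 TPM in *rnst-2* sired embryos (log2 fold change −0.94, standard error 0.50, adjusted p = 0.624 from limma). Scaling by the median of ratios moved the median log2 fold change of all genes by 0.11 at the 8-cell stage and by less than 0.1 at the 2-cell stage.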

Using this approach, we compared the gene expression of *rnst-2*^Δ/Δ^ male sired to WT male sired embryos to determine if increased delivery of sperm tDRs influences post-fertilization gene expression. For 2-cell embryos, we find subtle changes in gene expression in embryos sired by *rnst-2* mutants compared to WT males, as expected from a stage where cells are not yet undergoing active transcription. 

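Of 6120 genes tested between 2-cell embryos sired by *rnst-2*∆/∆ and by WT males, 0 passed an adjusted p of 0.05, and 176 had an unadjusted p under 0.05 (limma). With the rule of the paper's methods, an unpaired two-tailed test on TPM with p of at most 0.01 and a log2 fold change over 1, 8 genes were higher and 0 lower among the same 6120. The paper gives a p cutoff of 0.01 with its own count. With p of at most 0.01 alone and no minimum of expression, 36 genes were higher and 2 lower among 12545. This rule was added here only after the values had been seen. In 37 of 100 splits of the 55 embryos at random, the real one included, that rule found as many genes. None of the alternatives with an adjusted p called a gene at this stage.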

We identified 38 significantly altered genes (*P* < 0.01), including 2 that were downregulated and 36 that were upregulated (Fig. 5B). Among these, *ife-2*, which encodes an eIF4E translation initiation factor, was the most significantly affected gene and was upregulated 2.5-fold *(P* < 0.5 × 10^−5^—Fig. 5B and Supplementary Fig. 5A). 

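*ife-2* (R04A9.4, X:381385–382709 on the minus strand in WBcel235) was at 10.4 ± 9.51 TPM in WT sired (SD, n = 30) and 25.4 ± 14.7 TPM in *rnst-2* sired 2-cell embryos (SD, n = 25). The ratio of the means was 2.44 (two-sided permutation test, p = 5e-05). The value was 0 TPM in 7 of the 30 WT sired and in 0 of the 25 *rnst-2* sired embryos, and 23 of 25 *rnst-2* sired embryos lay above the WT median of 8.13 TPM. On the log2(TPM + 1) scale the difference was 1.70 (permutation p = 9e-05). Tested along with 6120 genes, its adjusted p was 0.546 (limma, standard error 0.41).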

Interestingly, tDRs have been demonstrated to directly interact with eIF4E proteins under conditions of stress in mammalian cell-culture studies^54,55^. 

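Of 6958 genes tested between 8-cell embryos sired by *rnst-2*∆/∆ and by WT males, 0 were higher and 3 lower at an adjusted p under 0.05, and 530 had an unadjusted p under 0.05 (limma). They were *his-18* (V:8898228–8898539), which fell by 2.51 on the log2 scale (adjusted p = 0.0142, and up to 0.127 over the alternatives), F30H5.4 (III:502804–502889, a snoRNA), which fell by 4.88 (adjusted p = 0.0391, up to 0.182), and *his-5* (V:8535214–8535525), which fell by 1.65 (adjusted p = 0.0449, up to 0.269). *his-18* went from 116 ± 92.3 to 25.5 ± 27.7 TPM and *his-5* from 270 ± 145 to 96.7 ± 66.6 TPM (SD, n = 20 and 26). With a pseudocount of 0.1, or with no minimum of expression, 0 genes passed (487 and 894 at an unadjusted p under 0.05).

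With the rule of the paper's methods, 4 genes were higher and 34 lower. With p of at most 0.01 on TPM, the cutoff in the paper's figure legend, no fold change and no minimum, 16 were higher and 106 lower among 19571. This rule was added here only after the values had been seen. Among 100 random splits of the 46 embryos, the real one included, 13 gave as many genes under that rule and 2 gave as many genes at an adjusted p under 0.05.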

At the 8-cell stage, we find many more differentially expressed genes in embryos fathered by *rnst-2* mutant males compared to WT males, with 106 downregulated and 16 upregulated. 

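The 66 histone genes with a mean of at least 1 TPM were lower in *rnst-2* sired 8-cell embryos, with a mean log2(TPM + 1) of 4.86 ± 0.90 (SD, n = 26) against 5.82 ± 0.81 in WT sired embryos (SD, n = 20). The difference of −0.97 had p = 4.7e-04 (two-sided permutation test over embryos), and 22 of 26 *rnst-2* sired embryos lay below the WT median. Of the 66 genes, 63 were lower and 3 higher. After subtracting the mean of all genes in each embryo, the difference was −0.80 (permutation p = 0.00169). At an adjusted p under 0.05, 2 histone genes were lower (limma), and with the rule of the paper's methods 19 of 64. A set test with a preset correlation between genes, camera, gave p = 4.7e-26 for the 66 genes. The call held with the correlation estimated from the embryos (p = 0.00282) and with fry (p = 3.2e-04).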

Interestingly, we find many histone genes to be downregulated (33 total), and when we assess the expression of all histone genes expressed in 8-cell embryos as a group, we find a decrease in expression overall (Fig. 5C). Histone genes downregulated in embryos sired by *rnst-2* mutant fathers represent all canonical histones, H3, H4, H2A and H2B, but do not include histone variant H3.3 genes (Supplementary Fig. 5B). Additionally, we also found several *fbxb* genes downregulated, which is an expanded gene class in *C. elegans* which encode for F-box proteins involved in protein ubiquitination and homeostasis. 

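Among histone genes with a mean of at least 5 TPM in 8-cell embryos, 16 of 16 H2A genes were lower in *rnst-2* sired embryos (median log2 fold change −1.14), as were 16 of 16 H2B genes (median −1.29), 15 of 15 H3 genes (median −0.95) and 13 of 16 H4 genes (median −0.67). The 3 tested entries of H3.3 genes were lower by a median of 0.21 only (median −0.21). They are *his-74*, with −0.14 (adjusted p = 0.898), and both transcripts of *his-72*, with −0.21 each (adjusted p = 0.940 and 0.948, limma). As a group, 4 H3.3 entries with at least 1 TPM differed by −0.16 (two-sided permutation test, p = 0.584), with 12 of 26 *rnst-2* sired embryos below the WT median.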

Similar to histone genes, when we assess the expression of all *fbxb* genes expressed in 8-cell embryos, we find that they are coordinately downregulated (Fig. 5C). 

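The 108 *fbxb* genes with a mean of at least 1 TPM had a mean log2(TPM + 1) of 3.82 ± 1.21 in WT sired 8-cell embryos (SD, n = 20), and the SD among the *rnst-2* sired embryos was 1.38 (n = 26). The difference of −0.68 is within the spread between embryos (two-sided permutation test, p = 0.0889), and 16 of 26 *rnst-2* sired embryos lay below the WT median. Of the 108 genes, 94 were lower. The Kolmogorov-Smirnov test that the paper uses takes genes as the replicates and gave p = 3.2e-29, with the median log2 ratio of the members minus that of all other genes at −0.62. The members rise and fall together within embryos: camera with a preset correlation gave p = 7.1e-11, but 0.192 with the estimated correlation of 0.46, and fry gave 0.0845. With the rule of the paper's methods, 3 of 92 *fbxb* genes with a mean of at least 5 TPM were lower and 0 higher, and none passed an adjusted p of 0.05 (limma).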

Assessing *ife-2* regulation in 8-cell embryos as well as histone and *fbxb* genes in 2-cell embryos, we did not find the same coordinated regulation, indicating independent regulatory mechanisms pre- and post-ZGA (Fig. 5B, C and Supplementary Fig. 5A, B). These findings demonstrate that *rnst-2* mutant sperm produce embryos with increased expression of a translation initiation factor at the 2-cell stage pre-ZGA, followed by decreased expression of histone and *fbxb* genes at the 8-cell stage post-ZGA.

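In 2-cell embryos the histone genes differed by 0.10 between *rnst-2* and WT sired embryos on the log2(TPM + 1) scale (two-sided permutation test, p = 0.627; 58 genes, 23 of them lower), and by −0.09 after subtracting the mean of all genes. The H3.3 genes were higher in *rnst-2* sired 2-cell embryos, by 0.42 (permutation p = 0.0494; 0.23 and p = 0.195 relative to all genes). The *fbxb* genes, of which 9 reached a mean of 1 TPM at this stage, differed by −0.05 (p = 0.712). *ife-2* was at 21.1 ± 9.17 TPM in WT sired (SD, n = 20) and 14.6 ± 13.1 TPM in *rnst-2* sired 8-cell embryos (SD, n = 26), a lower mean in place of the rise at the 2-cell stage (permutation p = 0.0664; 0.0114 for the mean of log2(TPM + 1)).

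Whether the effect itself differs between the stages was tested by permuting the stage labels within each group of embryos. The effect on histone genes at the 8-cell stage minus that at the 2-cell stage was −1.08 (p = 0.0303). For *ife-2* it was −2.72 on the log2 scale (p = 1e-05, the smallest that 100000 permutations give), and for *fbxb* genes −0.68 (p = 0.372). From the absence of the same coordinated regulation at the other stage, the paper reasons that independent mechanisms act before and after ZGA.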

**Fig. 5:**
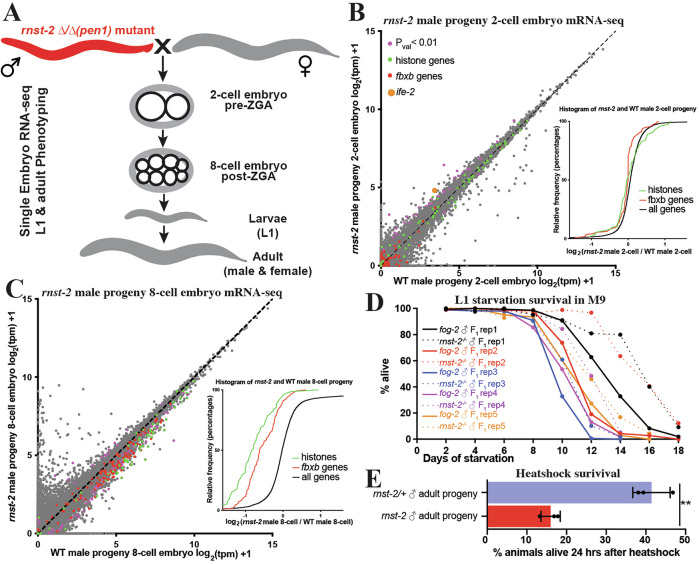
*rnst-2* mutant males transmit non-genetically inherited phenotypes to offspring. **A** Schematic of the mating scheme and developmental stages of offspring phenotypically profiled. **B**, **C** Single-embryo mRNA-seq was performed on embryos resulting from *rnst-2*^*∆/∆*^ male crossed with WT (*fog-2*) females compared to WT males crossed with WT females. Transcripts per million (tpm) normalized mRNA-seq data represented as scatter plots –WT (*fog-2* X *fog-2*) embryos (*x*-axis) versus *rnst-2*^*∆/∆*^ male X WT female embryos (*y*-axis). Genes with *P* < 0.01 (purple), histone genes (green), *fbxb* genes (red), *ife-2* (orange). The inset graphs represent cumulative distribution frequency plots of all genes, histone genes, and *fbxb* genes. **B** 2-cell embryo pre-zygotic genome activation (*n* = 30 WT, *n* = 25 *rnst-2*^*∆/∆*^ sired). The inset graphs the cumulative distribution frequency for histone genes, *fbxb* genes, and all remaining genes. **C** 8-cell embryo post-zygotic genome activation (*n* = 20 WT, *n* = 26 *rnst-2*^*∆/∆*^ sired). The inset graphs the cumulative distribution frequency for histone genes, *fbxb* genes, and all remaining genes. **D** The L1 progeny of *rnst-2*^*∆/∆*^ or WT *fog-2* males mated with WT females were assessed for starvation survival over a time course in M9 medium. L1 survival was scored across a time course, with three technical replicates counted per condition every other day. The experiment was biologically replicated five times from independent cohorts of worms. **E** The adult progeny of *rnst-2*^*∆/∆*^ or *rnst-2*^∆/*+*^ mated with WT females mated were evaluated for survival after heat-shock. *n* = 3 independent biological replicates; data are presented as mean ± SEM (unpaired two-tailed *t*-test). Source data are provided as a Source data file.

We next assessed whether the *rnst-2* mutant male sired F1 progeny inherit any quantifiable phenotypes. Interestingly, we found that *rnst-2* male sired L1 stage F1 progeny survive L1 starvation significantly better than WT male sired progeny across five independent cohorts of mating, with each biological replicate demonstrating increased survival (Fig. 5D), and overall statistical significance by Kaplan-Meier analysis (Log rank test *P* = 9.83 × 10^−11^—Supplementary Fig. 5G). This finding suggests that *rnst-2* males transmit potentially adaptive non-genetically inherited phenotypes to F1 progeny. Further experimentation on the adult F1 progeny of *rnst-2* males revealed that they are more sensitive to acute heat-shock than the progeny of *rnst-2* heterozygous males used as a control group (Fig. 5E). 

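mRNA-seq of adult F1 progeny covered 3 samples each of females and males sired by *rnst-2* mutants and of females and males sired by control males. The labels and the table heading give the catalytic allele for the mutant sires, while the paper's legend for these data names the deletion. The allele of the labels is used here. The controls are WT sired by the labels and the paper, while a second heading line of the deposited table names them as heterozygous, so that they are called control sired here. The values are TPM to which the authors had added 1, as in the embryos. Entries above 0 TPM numbered 14081 to 14550 (median 14421) in control sired and 15750 to 15821 (median 15776) in *rnst-2* sired females. They numbered 15167 to 16073 (median 15462) in control sired and 15859 to 16998 (median 16662) in *rnst-2* sired males. *rnst-2* itself was at 19.4 ± 1.57 TPM in control sired and 13.7 ± 1.22 TPM in *rnst-2* sired females (log2 fold change −0.47, adjusted p = 0.0617), and at 35.5 ± 9.27 and 21.9 ± 0.72 TPM in males (−0.64, adjusted p = 0.927, limma; SD, n = 3 each).

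Females and males were tested separately, with genes of a mean of at least 5 TPM in limma on log2(TPM + 1). Families were compared with an exact two-sided permutation test over samples, in which 3 against 3 cannot go below p = 0.1. Scaling by the median of ratios moved the median log2 fold change of all genes by −0.22 in females. The 3 pairs of female samples of the same number deviated together from their group means, so a fit with the number as a block is given for females where it moves a result.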

To determine changes to gene expression underlying this heat-shock sensitivity phenotype, we performed mRNA-seq on adult males and virgin females that were the progeny of *rnst-2* mutant and WT *fog-2* males crossed with WT *fog-2* females. 

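In females, 364 of 7725 genes were higher and 13 lower in *rnst-2* sired progeny at an adjusted p under 0.05, and 2428 had an unadjusted p under 0.05 (limma). This count rests on the scaling, the filter and every sample: it was 4 with median-of-ratios scaling, 6 without a filter on low values, and between 1 (without control replicate 1 or 3) and 15 (without *rnst-2* sired replicate 3) with single samples left out. With the 3 pairs as a block it was 1178, 1099 higher and 79 lower. In males, 3 of 7072 genes were higher and 2 lower, and 312 had an unadjusted p under 0.05 (limma). It was 13 without control sired male replicate 2 and 9 without replicate 3.

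The entries with the smallest adjusted p in females were a transcript of F13H10.8 (IV:11020517–11021438), the snoRNA C41C4.11 (II:8107196–8107270) and the ncRNA R10E11.13 (III:9774222–9774302). These entries were listed at 0 TPM in the 3 control sired females. They reached 96.3 ± 38.0, 106 ± 71.6 and 61.5 ± 44.8 TPM in *rnst-2* sired females. Over the alternatives the adjusted p of F13H10.8 reached 0.0338 (limma). That of C41C4.11 reached 0.0998 and that of R10E11.13 0.110, both past the threshold. Among lower genes were *cnc-2* (V:1449665–1450183, log2 fold change −0.74), *rpl-13* (I:3788036–3788896, −0.37) and a transcript of *msa-1* (IV:9088594–9092196), which was listed at 0 in *rnst-2* sired females. Their adjusted p was 0.0482 each and reached 0.139 without *rnst-2* sired replicate 2. In males a transcript of Y69A2AR.24 (IV:2563778–2564069), F20D12.12 (IV:7947440–7948052) and Y69A2AR.50 (IV:2562371–2562646) were listed at 0 in the controls. They reached 165 ± 45.6, 251 ± 117 and 140 ± 138 TPM. A transcript of *rpl-12* (IV:13239587–13240651) went from 19.3 ± 2.67 to 0.0467 ± 0.0808 TPM and one of *tdpo-1* (IV:1959854–1963240) from 11.8 ± 3.81 to 0.583 ± 0.570 TPM (SD, n = 3 each). *tdpo-1* (adjusted p = 0.0495 from limma, and up to 0.421 over the alternatives) lost its call without *rnst-2* sired male replicate 1 (−2.74) or 3 (−3.08).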

Interestingly, amongst differentially expressed genes, we find several overlapping gene ontology (GO) terms that are dysregulated in both male and female progeny of *rnst-2* males, including germline, reproductive system, ribosome-associated terms, and nucleotide phosphate metabolic process (Supplementary Fig. 5C–E). We additionally analyzed heat-shock genes more specifically, assessing whether all genes with the gene name “*hsp”* displayed any coordinated regulation in *rnst-2* male mutant progeny. 

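In female progeny of *rnst-2* mutants, 20 *hsp* genes with a mean of at least 1 TPM had a mean log2(TPM + 1) of 4.86 ± 0.15 against 4.79 ± 0.03 in control sired females (SD, n = 3 each). The difference of 0.06 is within the spread between samples (exact two-sided permutation test, p = 0.9, where 0.1 is the smallest possible), and 12 of the 20 genes were lower. Its sign changes with the processing: it was −0.03 without *rnst-2* sired replicate 3, −0.13 with median-of-ratios scaling, and −0.22 after subtracting the mean of all genes in each sample (exact p = 0.1). In males, 17 *hsp* genes had a mean of 5.15 ± 0.34 against 5.43 ± 0.36 (SD, n = 3 each), a difference of −0.28 (exact p = 0.5; −0.42 to −0.08 with single samples left out), with 14 of the 17 genes lower and 2 of 3 *rnst-2* sired samples below the control median. The Kolmogorov-Smirnov test across genes, which the paper uses, compares the members with all other genes. It gave p = 0.00158 in females, where the median log2 ratio of the members minus that of the other genes was −0.35 (−0.11 for the members themselves), and p = 3.9e-04 in males (−0.20, and −0.21 for the members themselves). camera with a preset correlation gave p = 1.6e-04 and 0.00455. With the correlation estimated from the samples the call held in females (0.0273) and not in males (0.240), and with fry it held in neither (0.407 and 0.341).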

Consistent with our finding that *rnst-2* sired progeny are more sensitive to acute heat-shock, we find an overall decrease in the expression of *hsp* genes as a group in both male and female offspring compared to WT controls (Supplementary Fig. 5D, E). Using a similar analysis, we also found that ribosomal protein genes, annotated as gene names “*rpl”* and “*rps*,*”* also exhibit coordinated decreased expression in *rnst-2* sired offspring, including both males and females, consistent with our GO analysis (Supplementary Fig. 5D, E). 

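The *rpl* and *rps* genes were lower in all 3 *rnst-2* sired samples than in any control sample in both sexes. In females, 81 genes had a mean log2(TPM + 1) of 11.20 ± 0.16 against 11.46 ± 0.04 in control sired females (SD, n = 3 each), a difference of −0.26, with 69 of the genes lower. In males, 83 genes had a mean of 9.86 ± 0.07 against 10.17 ± 0.06 (SD, n = 3 each), a difference of −0.31, with 76 of the genes lower. Both differences have p = 0.1 in the exact two-sided permutation test, the smallest that 3 against 3 can give, so that this design cannot reach 0.05. Relative to the mean of all genes they were −0.54 (exact p = 0.1) and −0.31 (exact p = 0.2), so that the male samples were no longer fully apart. camera with a preset correlation gave p = 1.2e-42 and 2.7e-29. In males the call held with the estimated correlation (0.0189) and with fry (0.00389), and in females with neither (0.0699 and 0.0643). The paper sets the lower expression of both groups of genes beside its GO analysis and the heat-shock sensitivity of the progeny.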

Overall, these findings indicate that *rnst-2* mutant males sire progeny with altered embryonic gene expression that gives rise to inherited phenotypes during both larval development and adulthood.

### tDR Gly-GCC and Glu-CTC contribute to the transmission of phenotypes to offspring

While *rnst-2*^Δ/Δ^ males and sperm produce progeny with altered embryonic gene expression and inherited phenotypes compared to control progeny, these experiments do not causally demonstrate that tDRs are responsible for the inheritance of the non-genetically inherited phenotypes. For example, other small RNAs regulated in *rnst-2* mutant sperm, such as rRNA-fragments or miRNAs (Fig. 3B), could additionally regulate post-fertilization gene expression and the transmission of phenotypes. To determine if specific tDRs are causally responsible for the transmission of phenotypes to progeny, we inhibited the function of tDR-Gly-GCC and tDR-Glu-CTC during fertilization by supplying anti-tDR (biotinylated RNAs antisense to 5′tRNA-halves) to the oocyte. This approach was previously and successfully employed in mouse preimplantation embryos to inhibit the functions of tDR-Gly-GCC in mice^5^. To perform this technique in *C. elegans*, we microinjected a cocktail of either anti-tDR-Gly-GCC, anti-tDR-Glu-CTC (20 ng/µL each), and GFP mRNA, or GFP mRNA only as a control, into the proximal germline of WT *fog-2* females that had been mated with *rnst-2*^Δ/Δ^ males (Fig. 6A). 

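Embryos of WT *fog-2* females mated with *rnst-2*∆/∆ males and injected with GFP mRNA alone or with anti-tDR and GFP mRNA were sequenced singly, as in the first embryo experiment. There were 26 GFP and 23 anti-tDR injected 2-cell embryos, and 18 GFP and 20 anti-tDR injected 8-cell embryos. The deposited values are TPM plus 1 in a table of their own, and were tested only within this experiment. Entries above 0 TPM ran from 5487 to 9148 (median 7097) in GFP and from 4215 to 7815 (median 6895) in anti-tDR injected 2-cell embryos. In 8-cell embryos they ran from 3163 to 9274 (median 7923) and from 6390 to 10688 (median 7815). Comparisons are given as GFP against anti-tDR injected, so that a negative value is a lower expression in embryos where tDRs were not inhibited. At the 2-cell stage, more entries were above 0 in GFP injected embryos (6990 ± 852 against 6294 ± 1198; two-sided permutation test, p = 0.0232), and the median log2 fold change of all genes was 0.52 on the log2(TPM + 1) scale. Scaling by the median of ratios moved this median by −0.14, and that at the 8-cell stage by −0.12. For the log2 fold change of TPM that the paper's rule uses, the median at the 2-cell stage was smaller, at 0.11. All embryos have *rnst-2* mutant fathers, so that no difference in *rnst-2* between the groups was part of the design.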

We then screened females for GFP-positive embryos, which received the microinjection, and then either isolated these embryos for single-embryo mRNA-seq or allowed embryos to develop to adulthood for phenotyping. Supporting a direct function of tDRs transmitting non-genetically inherited phenotypes, in 2-cell embryos sired by *rnst-2* males with tDR function inhibited, we find a rescue of *ife-2* upregulation (Fig. 6B and Supplementary Fig. 6A), as well as decreased expression of histones and *fbxb* genes in 8-cell embryos compared to control (GFP mRNA) injected *rnst-2* sired progeny (Fig. 6C, D). 

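*ife-2* was at 26.0 ± 10.3 TPM in GFP injected (SD, n = 26) and 14.4 ± 12.8 TPM in anti-tDR injected 2-cell embryos (SD, n = 23), a ratio of 1.81 (two-sided permutation test, p = 9.9e-04). It was at 0 TPM in 0 of the 26 GFP and 7 of the 23 anti-tDR injected embryos, and 23 of the 26 GFP injected embryos lay above the anti-tDR median. Since most genes were higher in GFP injected embryos at this stage, *ife-2* was set beside 200 genes of similar mean TPM. They rose by a median of 0.57 and by at most 1.73 on the log2(TPM + 1) scale, and *ife-2* by 1.74. In 8-cell embryos *ife-2* was at 30.3 ± 19.7 TPM in GFP (SD, n = 18) and 20.6 ± 12.4 TPM in anti-tDR injected embryos (SD, n = 20; permutation p = 0.0748).

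In 8-cell embryos 66 histone genes had a mean log2(TPM + 1) of 4.58 ± 0.83 in GFP (SD, n = 18) and 5.18 ± 0.58 in anti-tDR injected embryos (SD, n = 20). The difference of −0.60 had p = 0.00647 (two-sided permutation test over embryos), with 59 of the 66 genes lower and 14 of 18 GFP injected embryos below the anti-tDR median. The 104 *fbxb* genes had a mean of 3.58 ± 0.92 in anti-tDR injected embryos, and an SD of 1.07 among GFP injected ones. Their difference of −0.43 is within the spread between embryos (p = 0.190), with 92 of the genes lower and 12 of 18 embryos below the anti-tDR median. The Kolmogorov-Smirnov test across genes, which the paper uses, gave p = 7.4e-17 for the *fbxb* genes.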

Similar to our comparison of *rnst-2* to WT male sired offspring, we find that the expression of all canonical histones exhibits coordinated rescue to WT RNA levels, specifically in 8-cell embryos, and not 2-cell embryos (Fig. 6C, D and Supplementary Fig. 6A, B). 

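By class, 10 of 12 H2A genes (median log2 fold change −0.26), 16 of 16 H2B genes (−0.96), 12 of 14 H3 genes (−0.33) and 15 of 16 H4 genes (−0.42) were lower in GFP than in anti-tDR injected 8-cell embryos, among genes with a mean of at least 5 TPM. The H3.3 genes differed by −0.12 as a group (two-sided permutation test, p = 0.782). The GFP mRNA injected in both groups was *his-72::gfp* RNA, and *his-72* is counted among the H3.3 genes. H3.3 values of injected embryos may therefore include reads of the injected RNA. In 2-cell embryos the 64 histone genes differed by 0.23 (permutation p = 0.327), and by −0.27 after subtracting the mean of all genes (p = 0.123). The H3.3 genes were higher in GFP injected 2-cell embryos, by 0.56 (p = 0.0044; 0.06 and p = 0.688 relative to all genes). The effect on histone genes at the 8-cell stage minus that at the 2-cell stage was −0.84 (permutation of the stage labels, p = 0.0380), while those of *ife-2* (−1.21, p = 0.0557) and *fbxb* genes (−0.19, p = 0.809) did not pass 0.05; without rRNA genes in the TPM that of *ife-2* was −1.34 (p = 0.0431). As above, a p over 0.05 in this test does not show that the effects were alike. Relative to the mean of all genes, the histone differences were −0.27 at the 2-cell and −0.65 at the 8-cell stage. The stage difference was not tested on that scale. No group of WT sired embryos was injected, so that the return to WT levels was not tested within this experiment.

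**Figure D2:**
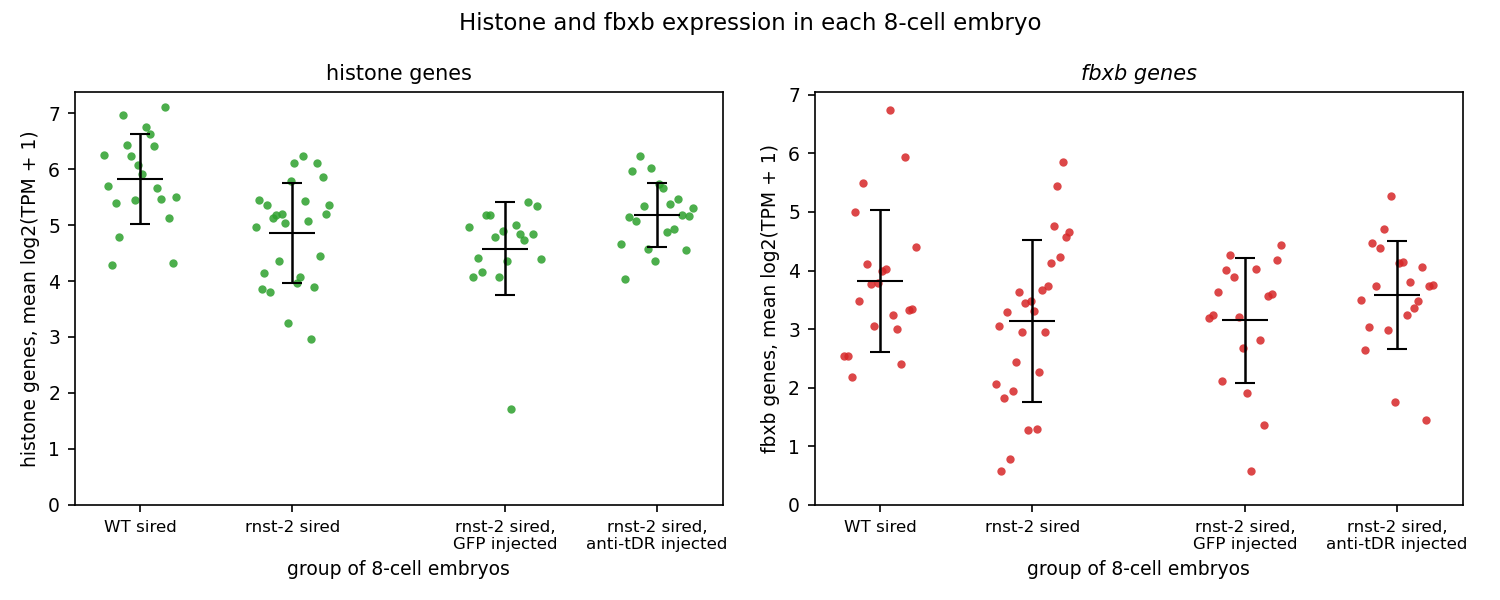
Mean log2(TPM + 1) of histone genes and of *fbxb* genes in each 8-cell embryo of the 4 groups; points are embryos and bars mark the mean ± SD. Histone genes lie lower in *rnst-2* sired than in WT sired embryos (4.86 against 5.82) and lower in GFP than in anti-tDR injected embryos (4.58 against 5.18), and the groups overlap; pairs of groups were compared only within each experiment.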

Importantly, we also find that inhibiting tDR function post-fertilization in *rnst-2* sired progeny rescues the sensitivity to heat-shock phenotype we found in *rnst-2* fathered sired offspring to resemble that of WT animals (Fig. 6E). These findings suggest that tDR-Gly-GCC and/or tDR-Glu-CTC in sperm causally regulate early embryonic gene expression and non-genetically inherited phenotypes in offspring.

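Across all genes, 16 of 6294 were higher and 4 lower in GFP than in anti-tDR injected 2-cell embryos at an adjusted p under 0.05, and 1924 had an unadjusted p under 0.05 (limma). *tap-1* (X:14589624–14591821, log2 fold change 1.89), Y63D3A.7 (2.00) and *tre-2* (IV:6876731–6883442, 1.95) were among the higher ones and F23A7.8 (X:16213373–16213576, −1.39), *lab-1* (I:9657012–9658023, −0.66) and *bath-39* (V:13459459–13461803, −1.00) were the lower ones with the smallest adjusted p. These calls lie close to the threshold, at adjusted p of 0.0418 and 0.0469, and all were lost with median-of-ratios scaling, where 0 genes passed (1632 at an unadjusted p under 0.05, adjusted p 0.0566). At the 8-cell stage 0 of 6588 genes passed, and 239 had an unadjusted p under 0.05. From these expression data and the survival of the progeny after heat-shock, which is not analysed here, the paper proposes that tDR-Gly-GCC, tDR-Glu-CTC or both regulate early gene expression and inherited phenotypes.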

**Fig. 6:**
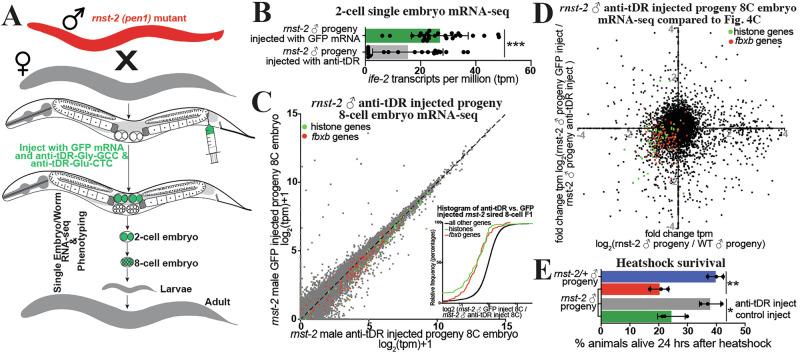
Specific tDRs contribute to the transmission of non-genetically inherited phenotypes to progeny. **A** Schematic of our microinjection approach to interfere with specific tDR functions post-fertilization to assess the causality of tDRs in transmitting specific phenotypes to progeny. **B**, **C** Single-embryo mRNA-seq was performed on 2-cell and 8-cell embryos sired by *rnst-2*^*∆/∆*^ males mated with WT *fog-2* females and then microinjected with either anti-tDR (anti-Gly-GCC or anti-Glut-CTC) + GFP mRNA or GFP mRNA alone as a microinjection control group. **B** Bar-plot representing *ife-2* expression in transcripts per million (tpm) for each replicate in our 2-cell single-embryo RNA-seq dataset (***P = 0.0003—unpaired two-tailed *t*-test). **C** tpm normalized mRNA-seq data represented as scatter plots—8-cell embryo stage progeny of *rnst-2*^*∆/∆*^ males mated with WT females injected with anti-tDR cocktail (*x*-axis) and 8-cell embryo stage progeny of *rnst-2*^*∆/∆*^ mated with WT females injected with GFP mRNA control cocktail (*y*-axis). The inset graph represents cumulative distribution frequency plots of all genes, histone genes (colored in green—*P* < 0.0001 Kolmogorov-Smirnov test), and *fbxb* genes (colored in red—*P* < 0.0001). *n* = 18 GFP injected, *n* = 20 anti-tDR injected. **D** Comparison of single-embryo RNA-seq gene expression fold changes in 8-cell embryo progeny of *rnst-2*^*∆/∆*^ males mated to WT females compared to WT 8-cell embryos (*x*-axis—from Fig. 5) and 8-cell embryo progeny of *rnst-2*^*∆/∆*^ male mated with WT female microinjected with GFP mRNA compared to 8-cell embryo progeny of *rnst-2*^*∆/∆*^ male mated with WT female microinjected with anti-tDR. Dots in the lower left and upper right quadrants represent genes with gene expression rescued by interfering with tDR functions (histone genes—green, *fbxb* genes—blue). **E** The adult progeny sired by mating *rnst-2*^*∆/∆*^ males with WT females and microinjected with either anti-tDR or controls were evaluated for survival after heat-shock. *n* = 3 independent biological replicates, data are presented as mean ± SEM (unpaired two-tailed *t*-test (*P* < 0.05, ** *P* < 0.01). Source data are provided as a Source data file.

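The comparison of Fig. 6D was made over 6384 genes with a mean of at least 5 TPM in both experiments. Their log2 fold changes in 8-cell embryos, of *rnst-2* against WT sired and of GFP against anti-tDR injected, correlated with a Pearson r of 0.09 and a Spearman rho of 0.02 across genes, which are not independent replicates. Without histone and *fbxb* genes the r was 0.04. Of 59 histone genes, 51 were below 0 in both comparisons, as were 73 of 89 *fbxb* genes, against 29.8% of all genes. The 2 comparisons share no embryos. When the injected embryos were split at random into groups of the same sizes, 32 of 100 splits, the real one included, gave an r as large. The count of histone genes was as large in 5 of 100 (median of the other splits 29, highest 53), and that of *fbxb* genes in 8 of 100 (median 36.5, highest 78). Genes of a family move together from embryo to embryo, so a high count alone can arise from a random split.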

## Discussion

Our findings reveal a previously unrecognized accumulation of specific tDRs in *C. elegans* sperm with functional relevance. In addition to regulating early embryonic gene expression, our data indicate that these tDRs contribute to the transmission of non-genetically inherited phenotypes to progeny, a mechanism that parallels observations in mammals. This functional conservation highlights the biological relevance of tDRs in sperm across diverse phyla of animals. We show that an RNaseT2 enzyme, *rnst-2*, regulates both the accumulation of specific tDRs as well as their length, as *rnst-2* mutants have increased levels of >30 nt tDRs compared to heterozygous or WT controls. Importantly, both a deletion (presumably null) mutant and a catalytic RNase mutant of *rnst-2* exhibit nearly identical molecular (small RNA/tDR alterations and changes in embryonic gene expression) and physiological (fertility) phenotypes, implying that catalytic activity of *rnst-2* is required for tDR regulation. We used these mutants to demonstrate that altered tDR accumulation in sperm leads to alterations in embryonic gene expression in sired progeny (Fig. 7). These post-fertilization functions of tDRs in regulating gene expression are highlighted by upregulation of the translational initiation factor *ife-2* at the 2-cell embryonic stage and suppressed histone and *fbxb* gene expression at the 8-cell embryonic stage. Altered embryonic gene expression in *rnst-2* sired progeny is additionally correlated with altered phenotypes, namely L1 starvation response and sensitivity to adult heat-shock. Importantly, we provide evidence that tDR Gly-GCC and Glu-CTC are causal for the inheritance of at least one of these phenotypes, as microinjection experiments inhibiting their functions block transmission of embryonic gene expression modulation and adult sequelae. Overall, these findings suggest that tDRs in *C. elegans* sperm transmit potentially adaptive inherited phenotypes from conception to adulthood, revealing that this mode of intergenerational non-genetic inheritance has broad conservation across members of the metazoan lineage, ranging from nematodes to mammals.

**Fig. 7:**
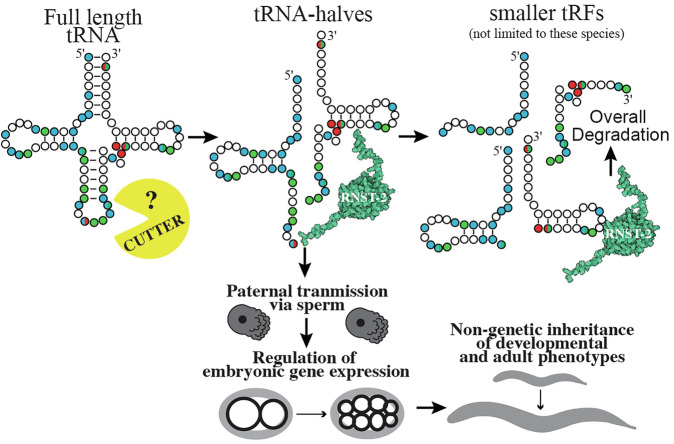
Model for sperm tDR biogenesis and post-fertilization functions in C. *elegans*. Schematic depicting how RNST-2 functions to regulate tDR accumulation and nucleotide length, as well as the post-fertilization embryonic and adult phenotypes transmitted by *rnst-2* modulated tDRs in *C. elegans*.

RNaseT2 enzymes have been previously implicated in tDR biogenesis in yeast under conditions of stress^30^. In this system, the RNaseT2 protein Rny1 was shown to be required for full-length tRNA cleavage into tRNAs-halves^30^, which promotes cell death as well as interacts with ribosomes to regulate translation in response to stress^30^. Additionally, RNaseT2 enzymes in the ciliate *Tetrahymena* cleave tRNAs to generate tRNA halves under starvation conditions^56,57^. Further, in plants, RNaseT2 enzymes generate both tRNA-halves and shorter tDRs^58^. While these previous examples of RNaseT2-mediated tDR biogenesis rely on the direct cleavage of tRNAs to generate functional tDRs, our findings in *C. elegans* suggest that RNST-2 initiates the processing or degradation of tRNA-halves, generated by an unidentified RNase enzyme, into smaller (<30 nt) tDRs (Fig. 7). One of two mechanisms could explain these findings: (1) that RNST-2 enzymatically processes or degrades tRNA-halves into smaller RNAs or (2) that RNST-2 binds and stabilizes smaller fragments, meaning that in *rnst-2* mutants, smaller fragments are destabilized, and larger fragments (tRNA-halves) accumulate. While the binding and stabilization of smaller fragments cannot be ruled out, our extensive data demonstrates that a single catalytic amino acid mutant (*rnst-2*^*cat*^*(pen4)*) phenocopies null mutants, suggesting that the RNase activity of the enzyme is required for RNST-2 to regulate tDR accumulation.

Our data imply that a non-RNaseA (no orthologs in *C. elegans*) or non-RNaseT2 (only annotated ortholog is *rnst-2*) RNase enzyme acts as the initial “*cutter*” of tRNAs into tRNA-halves and that these tRNA-halves interact with RNST-2 to generate small tDRs or potentially eliminate them all together (Fig. 7). While we did not identify the initial *cutter* in this study, the identification of functional tDR accumulation and elucidation of a unappreciated step in biogenesis, trimming of tRNA-halves into small tDRs, establishes *C. elegans* as an attractive model system for determining factors involved in tDR biogenesis and regulatory functions. For example, beyond identifying the *cutter*, the effector proteins of tDRs have been elusive. In all characterized RNAi-related pathways, small RNAs function in concert with Argonaute proteins as their effectors. While Argonautes have been postulated to bind tDRs in several models of tDR accumulation and function^19,59,60^, binding to Argonautes from immunoprecipitation experiments is modest compared to canonical small RNAs bound (i.e., miRNAs) and, further, genetic evidence connecting them in coordinately regulating gene expression is lacking, beyond specific contexts^55,56^. An exception to this is 3′ tDRs binding and functioning with Piwi-Argonautes in paramecium^24,25^. Other effector proteins of specific tDRs have been identified, such as the binding of effector protein HNRNP-F/H to 5′tDR-Gly-GCC in mESCs^26^. However, the ubiquity of this finding in other cell types and organisms has yet to be established. Importantly, it is unknown whether specific tDRs will bind explicit effector proteins or whether a common binding protein exists that uses the sequence specificity of different tDR sequences to confer specialized functions in gene regulation, such as in RNAi-related small RNA pathways. The vast uncertainty surrounding tDR biogenesis and function results from the study of these molecules being in its infancy (>20 years) and the absence of a robust genetic model to dissect their underlying molecular biology. To clarify the latter point, while much is known about the molecular mechanisms of tDR biogenesis and downstream gene regulation in yeast and mammalian cell-culture under conditions of stress, very little has been established as to how tDRs are generated and how they function in the germlines of animals. We predict that the use of *C. elegans* to study tDR biology in the germline, as well as in other aspects of organismal physiology, has the potential to transform our understanding of these small RNAs in the same way that the worm facilitated our understanding of RNAi and miRNAs.

Our finding that *rnst-2* regulates the processing of tRNA-halves into smaller RNAs, or their degradation altogether, reveals a previously underappreciated aspect of tDR biology: that the length of the tRNA-fragment matters. This suggests that the downstream gene regulatory functions of tDRs can be regulated at the level of tRNA cleavage into tRNA-halves, or by secondary RNA processing into smaller tDRs. Secondary processing has the potential to eliminate the functionality of longer RNAs, such as tRNA-halves or, alternatively, generate smaller RNAs with distinct functions. Our findings suggest that the functional regulatory tDRs in *C. elegans* sperm are tRNA-halves, as specifically inhibiting their function with antisense RNAs blocks their ability to regulate post-fertilization gene expression and transmit non-genetically inherited phenotypes. However, this result does not rule out the ability of tDRs processed by RNST-2 to have regulatory functions in other physiological contexts. In *C. elegans* sperm, our data support a model where RNST-2 degrades or processes specific tRNA-halves produced by the cleavage of mature tRNAs by a currently unknown ribonuclease into smaller tDRs or eliminates them altogether (Fig. 7). This processing would then function to reduce tRNA-halves and thus modulate their gene regulatory functions. We demonstrate here that the processing of tDRs by RNST-2 occurs in sperm, which, after fertilization, influences embryonic gene expression and the non-genetic inheritance of developmental and adult phenotypes. These findings introduce a novel concept that tDR length and the regulation of tDR processing influence their functions in the germline, revealing a tunable pathway capable of transmitting non-genetically inherited phenotypes from father to progeny.

Interestingly, in *C. elegans* females, *rnst-2* mutants do not exhibit elevated tDRs, possibly resulting from an absence of RNST-2 expression. Further, we find that *rnst-2* mRNA is targeted by abundant silencing endo-siRNAs (22G-RNAs), which we speculate silence *rnst-2* from being expressed in the female germline and oocytes and lead to the accumulation of tRNA-halves. These findings suggest that expression of *rnst-2* can be regulated to influence the processing of tRNA-halves, thereby altering overall tDR length and accumulation. Experiments in the future will assess whether environmental conditions, such as an altered diet, like in mammalian studies, can influence *rnst-2* in the germline to regulate tDR processing and the transmission of non-genetically inherited phenotypes to progeny.

We demonstrate here that the regulation of tDR processing influences embryonic gene expression and affects the subsequent inheritance of developmental and adult phenotypes. Importantly, we show that tRNA-Gly-GCC and tRNA-GLU-CTC-derived 5′ halves, regulated by RNST-2, modulate the mRNA expression of the translation initiation factor *ife-2* as well as histone and *fbxb* genes, at 2-cell and 8-cell stages of embryonic development, respectively. However, it is unclear exactly how these tDRs regulate the expression of these mRNAs, and further whether this regulation occurs by direct action of the small RNA on the mRNAs or indirectly. A variety of mechanisms in different systems have been suggested to underlie tDR regulatory functions, including transcriptional regulation, post-transcriptional gene regulation, and translational regulation. Interestingly, in mammals, it has been demonstrated that the 5′tDR-Gly-GCC regulates the abundance of histone RNAs through the regulation of U7 snRNA in cajal bodies^26^. While it is enticing to speculate that 5′tDR-Gly-GCC in *C. elegans* functions analogously, this is unlikely, as U7 snRNA has not been identified in worms, and the impact of 5′tDR-Gly-GCC on histone RNA regulation is opposite in the two organisms. 5′tDR-Gly-GCC leads to decreased expression of histone RNA in *C. elegans* and increased expression in mESCs and human embryonic stem cells. However, since sperm 5′tDR-Gly-GCC produce alteration in embryonic gene expression and offspring phenotypes in both mice and *C. elegans*, these findings raise the intriguing possibility that the modulation of histone RNAs during embryogenesis is a convergent mechanism underlying intergenerational epigenetic inheritance mediated by tDRs.

The other compelling regulatory mechanism previously demonstrated for tDRs is translation regulation reported in both mammalian and yeast cultured cells under conditions of stress, where tDRs can interact with the translation initiation and regulatory machinery to dampen translation globally^18,61^. Fascinatingly, in mammalian cell culture, 5′tRNA-halves derived from Alanine and Cysteine tRNAs were shown to physically interact with the eIF4F translational initiation factor to decrease translation initiation^55,61,62^. Our findings suggest that the ortholog of this gene, *ife-2*, is regulated at the RNA expression level by tDRs. While the direct molecular mechanisms of tDRs in these scenarios are clearly different, this could suggest that tDRs in both systems function to regulate translation. Additionally, direct translational regulation by sperm tDRs post-fertilization, which we do not capture in our data, could produce secondary effects such as altered histone and *fbxb* mRNAs and the inheritance of developmental and adult phenotypes. Unfortunately, ribosome profiling techniques to globally profile translation are currently not feasible in single (or low-input) *C. elegans* embryos. While these assays are potentially feasible in bulk embryo collections, they lack the resolution to determine the specific functions of tDRs in regulating translation in the very early stages of embryonic development. As techniques to profile translation progress, future studies will be performed to determine the effects of sperm tDRs on post-fertilization translation in *C. elegans*.

We demonstrate here that functional tDRs exist in *C. elegans* and specifically accumulate in sperm, analogous to tDR accumulation in sperm in mammals. Further, we discover a regulatory pathway where the RNaseT2 nuclease *rnst-2* modulates the accumulation and nucleotide length of tDRs, thereby promoting the clearance of specific tRNA-halves, including 5′Gly-GCC and 5′Glu-CTC. Enthrallingly, our data indicate that these tDRs, transmitted by sperm, regulate early embryonic gene expression and influence developmental and adult phenotypes in progeny. A similar phenomenon was previously observed in mammals, where sperm 5′Gly-GCC, regulated by paternal diet, modulates embryonic gene expression and facilitates the non-genetic inheritance of metabolic phenotypes in mice. These findings, along with our own, suggest that the role of tDRs in intergenerational epigenetic inheritance is evolutionarily conserved. The emergence of *C. elegans* as a model to dissect the regulation of tDRs in the germline, their molecular functions in regulating early embryonic gene expression, and the subsequent inherited developmental alterations that produce inherited phenotypes has the potential to transform tRNA-derived RNA biology.

### Limitations of the study

While this study establishes a functional role for sperm tDRs in non-genetic inheritance, several technical and conceptual limitations should be considered when interpreting these findings. In particular, these limitations reflect the current lack of experimental strategies to selectively manipulate individual sperm RNAs and to biochemically define the enzymatic pathways that regulate their biogenesis. At present, antisense neutralization in the early embryo is the only experimentally tractable method to selectively disrupt individual sperm tDR species and assess their functional consequences, as no genetic or molecular strategy exists to specifically deplete individual tDRs in sperm prior to fertilization. This approach has been successfully employed in mammalian embryos to determine the functions of sperm delivered 5′Gly-GCC^5,26^. Complementary gain-of-function approaches, such as microinjection of synthetic tDRs, are unlikely to faithfully recapitulate endogenous tDR activity, as has been demonstrated in mammalian embryos, likely due to the requirement for native RNA modifications^4^. Indeed, the full repertoire and functional importance of tRNA and tDR modifications remain incompletely defined in *C. elegans*, precluding the generation of fully functional synthetic RNAs. Thus, while the antisense strategy used here provides strong and specific evidence for causality, future advances in tRNA modification mapping and manipulation will be required to expand the experimental toolkit for studying sperm tDR function. While the amplitude of the rescue we observe in our anti-tRF injection experiments is not completely WT, for example, noisy 2-cell expression of *ife-2* in anti-tRF injected embryos, our approach of adding anti-tDR to the maternal germline, and subsequently to the oocyte to inhibit sperm tDR function, is a technical challenge that, throughout *C. elegans* research, limits the determination of causality of RNAs transmitting phenotypes epigenetically across generations. Our approach here represents an important technical achievement and strongly supports the notion that tDRs causally regulate post-fertilization embryonic gene expression and the transmission of non-genetically inherited phenotypes.

A second limitation concerns the mechanistic role of RNST-2 in tDR regulation. Our genetic analysis using a catalytically inactive RNST-2 mutant strongly supports a direct role for RNST-2 enzymatic activity in shaping sperm tDR length and abundance. However, we were unable to biochemically demonstrate direct association of RNST-2 with mature tRNAs or tDR intermediates, as RNST-2 could not be reliably solubilized or purified for RNA immunoprecipitation assays despite extensive efforts. This technical limitation precludes definitive biochemical assignment of RNST-2 RNA substrates and opens the possibility that RNST-2 acts indirectly within a larger ribonucleoprotein or membrane-associated complex. Resolving this question will require the development of new biochemical approaches to access insoluble or compartmentalized RNaseT2 family members in vivo. Nevertheless, the convergence of genetic, small RNA profiling, and phenotypic data strongly supports a model in which RNST-2 plays a direct and essential role in regulating sperm tDR populations that transmit epigenetic information to the next generation.

## Methods

All research performed in this study complies with all relevant ethical regulations. This research was approved by the University of Pennsylvania Institutional Biosafety Committee (IBC#24-315).

### Materials availability statement

For additional information or requests for resources and reagents, please contact the lead investigator, Colin Conine (), who will handle these inquiries. New strains generated in this study have been deposited at the Caenorhabditis Genetics Center.

### *C. elegans* culture and genetics

*C. elegans* culture and genetics were performed as previously described^63^. Unless otherwise noted, the “wild-type” (WT) strain used in this study was the Bristol N2 strain carrying the *fog-2(q71)* allele. Because *fog-2* hermaphrodites are incapable of producing sperm, we refer to *fog-2(q71)* hermaphrodites as “females” for clarity. Alleles used in this study are listed by chromosome. LGV: *fog-2(q71), rnst-2(pen1)*—deletion mutant, *rnst-2(pen3[gfp::3xflag::rnst-2]), rnst-2(pen4 [gfp::3xflag::rnst-2*+*c.178/179CA*>*GC])*—catalytic mutant. The *gfp::rnst-2* endogenous knock-in allele (*pen3*) was generated by streamlined genome engineering using self-excising drug selection cassette^64^ Strains used in this study: CCC82 *rnst-2(pen1)/tmC16 [unc-60(tmIs1237)] V, fog-2(q71)*, CCC83 *pen4[GFP::3xflag::rnst-2*+*c.178/179CA*>*GC]/tmC16 [unc-60(tmIs1237)] V, fog-2(q71)*, CCC92 *pen3[GFP::3xflag::rnst-2] V, fog-2(q71)*.

### CRISPR/Cas9 genome editing

The *rnst-2* catalytic allele (*pen4*) was generated in the *gfp::rnst-2(pen3)* background as previously described^65^. In brief, sgRNA design was determined using GuideScan^66^, which, in addition to Cas9 protein, trRNA, and single stranded 4nmol Ultramer oligos were ordered from IDT. The donor DNA template was 70 bp with 35 bp of homology on either side of the cut site and included the desired Histidine to Alanine substitution at amino acid 60. An injection mix was prepared consisting of 0.5 μL of Cas9 (10 μg/μL stock, 30 pmol), 5 μL of tracrRNA (0.4 μg/μL stock, 90 pmol), and 2.8 μL of crRNA (0.4 μg/μL stock, 95 pmol). The mixture was mixed and incubated at 37 °C for 15 min. 2.2 μL of ssODN donor (1 μg/μL stock) was then added followed by 1.6 μL of PRF4::rol-6 (su1006) plasmid (500 ng/μL solution) used as a co-injection marker. The final volume was brought to 20 μL with nuclease-free water, and the solution was spun at 13,000 × *g* for 2 min, and approximately 17 μL of the supernatant was reserved for germline injections of newly gravid *gfp::rnst-2* worms. After germline injection, approximately 30 F1 worms were singled from plates with the highest number of rollers, and Sanger sequencing was used to identify lesions of interest. This identical approach was used for indel generation (*pen1* allele) simply by omitting the addition of the ssDNA repair template.

### Brood size analysis

For *rnst-2* mutants, both deletion (*pen1*) and catalytic (*pen4*) mutants, heterozygous *rnst-2/tmc16;fog-2* males and females were mated to generate progeny whose parents had equivalent genotypes. Individual F1 L4 worms from these crosses, propagated at 20 °C, were then picked and mated with a single L4 animal of the reciprocal sex on a blank NGM plate with a small spot of OP50. Crosses were set up between *fog-2* X *fog-2*(WT), *rnst-2; fog-2* X *fog-2*, *fog-2* X *rnst-2; fog-2*, *rnst-2; fog-2/tmc16* X *fog-2*, and *gfp::rnst-2(pen3); fog-2* X *fog-2*. One day later, females full of eggs were transferred to NGM OP50 plates (plates with no eggs were considered unsuccessful matings and discarded). Each subsequent day, the animals were transferred to fresh plates until egg laying was complete. Plates were scored 1 day after removing the mother with eggs for the total number of progeny.

### Whole animal sample collection and RNA extraction

Unless otherwise stated, all RNA-seq experiments, beyond single-embryo experiments (below), were conducted on adult animals. To generate *rnst-2* mutant males, heterozygous *rnst-2/tmc16* males and females were mated to generate progeny whose parents had equivalent genotypes. Individual (~50 total) F1 L4 homozygous and heterozygous animals from these crosses, propagated at 20 °C, were then picked as males and females separately to NGM OP50 plates. These animals were then developed at 20 °C for 24 h to generate adult animals and then picked into 1X M9 media with 0.5% polyethylene glycol (mPEG) in a 1.5 mL low adhesion microcentrifuge tube. Worms were washed three times with M9/mPEG and once with cold nuclease-free water before resuspending in 1 volume 2X worm lysis buffer (1% SDS, 80 mM Tris HCl, 400 mM NaCl, 20 mM EDTA, 0.8 mg/mL Proteinase K). The samples were then incubated at 55 °C for 15 min while shaking and visually inspected to ensure complete lysis.

Following worm lysis, 2X volume of TRI reagent (Invitrogen, AM9738) was added, followed by 1/5th volume of BCP (MRC, BP 151). This solution was mixed thoroughly and transferred to Phase Lock Gel tubes (QuantaBio, 2302830; pre-spun at 18,840 × *g* for 1 min) and spun at 18,840 × *g* for 4 min at 4 °C. The aqueous layer was then transferred to a new low-adhesion microcentrifuge tube, and 15 μg of GlycoBlue coprecipitant (Invitrogen, AM9515) was added prior to the addition of 1.1 volume of isopropanol. Samples were then precipitated at −20 °C for at least 1 h, and up to a month in isopropanol (longer storage times at −80 °C) to purify total RNA. To generate small RNA and mRNA-seq libraries, RNA samples in isopropanol were centrifuged at 18,840 × *g* for 15 min at 4 °C, then washed with cold 70% ethanol, spun again at 18,840 × *g* for 5 min at 4 °C, and finally reconstituted in nuclease-free water. RNA isolation from 50 adult males and females yields ~500 ng and ~1 µg, respectively.

### Northern blot

Northern blotting was performed as described previously^48^. Briefly, 5 µg of total male RNA per sample was resolved on a denaturing 15% polyacrylamide–urea gel and transferred to a positively charged nylon membrane. RNAs were UV crosslinked and hybridized overnight at 68 °C with digoxigenin-labeled DNA oligonucleotide probes (sequences in Supplementary Information) in ULTRAhyb-Oligo buffer. Membranes were washed under high-stringency conditions and probed with anti-digoxigenin alkaline phosphatase–conjugated antibody (1:1000 dilution anti-digoxigenin-AP, Fab fragments - Roche, Cat #110932774910). Signal was detected using chemiluminescent substrate and imaged on a Bio-Rad ChemiDoc MP system. Band intensities were quantified using ImageJ. Membranes were stripped and re-probed with U6 as a loading control.

### Small RNA-seq library preparation

Two hundred nanograms of total RNA were used as input for all small RNA sequencing experiments, with library construction carried out using a modified Illumina Tru-Seq small RNA library prep protocol (Illumina RS-200). Small RNAs (18–40 nt) were first purified by size selection from denaturing 15% polyacrylamide 7 M urea TBE gel electrophoresis. Small RNAs were eluted in 10 mM Tris-HCl, pH 7.5, 300 mM NaCl, and 1 mM EDTA, shaking overnight at room temperature. Small RNAs were then precipitated by separating the gel debris using 0.45 µM cellulose-acetate filters, adding 1 µL GlycoBlue and 1.1 volume of isopropanol, mixing well, and placing the samples at −20 °C for at least 1 h. The samples were then centrifuged at 18,840 × *g* for 15 min at 4 °C, and the supernatant was discarded before washing with 1 mL of cold 70% ethanol. Following an 18,840 × *g* spin at 4 °C for 5 min and after complete ethanol removal, the pellet was reconstituted in RNA 5′ Pyrophosphohydrolase (RppH - NEB M0356S) per manufacturers guidelines and incubated at 37 °C for 1 h. Following RppH treatment, small RNAs were precipitated and ligated to the 3′ adapter using Truncated T4 RNA ligase (Lucigen LR2D11310K). Small RNAs were then ligated to the 5′ adapter using T4 ligase, and subsequently reverse transcribed using Superscript II (Invitrogen 18064014) following the Tru-Seq small RNA protocol. Following PCR optimization, to determine the proper number of cycles for amplification, the libraries were amplified, gel purified on an 8% TBE polyacrylamide gel (to remove cloned products with no insert) and combined at equimolar concentration. Libraries were then sequenced using an Illumina NextSeq1000 (75-bp single read).

### mRNA-seq library preparation

mRNA-seq library construction was carried out using the Illumina stranded mRNA kit as per the manufacturer’s instructions (Illumina 20040534). In brief, poly-adenylated RNAs were captured using oligo(dT) magnetic beads from 200-800 ng total RNA. The RNA was then fragmented, primed for cDNA synthesis, and subsequently cleaned up using AMPure XP beads (Beckman Coulter, Cat# A63881). Following PCR optimization, to determine the proper number of cycles for amplification, the libraries were amplified and combined at equimolar concentrations before being purified using non-denaturing PAGE. Paired-end sequencing (50 bp per read) was performed using an Illumina NextSeq 1000.

### Embryo isolation and single-embryo mRNA-sequencing

Cross plates were prepared by placing 50 WT (*fog-2(q71)*) L4-stage females and 50 *rnst-*2^Δ/Δ^ (*pen1); fog-2(q71)* L4-stage males on 60 mM NGM plates seeded with OP50. The next day, mated females full of eggs were picked and washed several times with M9 mPEG and then subjected to a 5-min hypochlorite treatment. Early-stage embryos, identified under a stereomicroscope, were then transferred to 10 μg/μL chitinase in M9 mPEG treatment and incubated at room temperature for 8–10 min. Following chitinase treatment, 2-cell and 8-cell embryos, identified visually under a dissecting stereomicroscope, were placed in RNA worm lysis buffer in PCR tubes and incubated at 55 °C for 10 min. Embryo lysates were then stored at −80 °C before proceeding to library preparation. Single-embryo mRNA-seq libraries were constructed using a SMART-Seq protocol^67,68^ used previously for single mouse preimplantation embryos^69,70^. RNA was isolated with RNAClean-XP beads (Beckman Coulter, Cat# A63987), and full-length polyadenylated RNA was reverse transcribed using Superscript II (Invitrogen, Cat# 18064014). The cDNA was then amplified for 10 cycles and subsequently 0.33 ng of cDNA was used to construct a pool of uniquely indexed samples with the Nextera XT kit (Illumina, Cat# FC-131-1096). Finally, pooled libraries were sequenced on a NextSeq1000 with paired-end sequencing (50 bp per read).

*rnst-2* mutant and WT type matings were set up with 4 independent groups of worms on separate days for embryo collection (4 biological replicates). For each embryo collection day, 5–8 embryos per group (mutant or WT father) and embryonic stage were isolated, for a total of 20–30 embryos sequenced per condition.

### *C. elegans* sperm isolation

For preparation of sperm samples used in small RNA sequencing, *fog-2 C. elegans* were grown on 150 mm NGM plates supplemented with 10% agarose. Worms were synchronized as L1 larvae and resuspended in concentrated OP50 at 100,000 worms per mL. 1 mL of this OP50 solution was plated on 150 mm plates and allowed to dry before being placed in a 20 °C incubator. Approximately 3 days later, worms were washed off 5–8 plates, and a series of gravity floats in M9/mPEG were performed to rid the sample of bacteria and any L1 larvae. Males were then filtered using a 35 μm mesh above a pool of M9/mPEG for approximately 15 min checking the sample under the mesh for male purity. Starting with a worm population of >95% males and at least 100,000 males (for *rnst-2* mutants, the worm population was at least >90% because synchronization was harder to fully maintain), the worms were concentrated into a volume of approximately 500 µL and pressed between two plexiglass plates for ~10 min. M9/mPEG was then used to wash liberated sperm and crushed males into a 50 mL conical tube. This solution was then filtered using a 10 µm mesh and spun at 800 × *g* for 10 min to pellet sperm. To remove cellular debris, the sperm were washed 1–2 additional times by spinning at 600 × *g* for 5 min. Following a microscopic evaluation of purity, the sperm were transferred to a 1.5 mL Eppendorf tube, pelleted by centrifugation, and washed with cold water. The sample was brought to 50 µL, and an equal volume of 2X worm lysis buffer with DTT was added. Sperm were lysed, and RNA was extracted as described for whole worms.

### Heat shock survival assay

Crosses were set up between L4-staged male and female worms for heterozygous (*rnst-2*^*cat/+*^(*pen4*);*fog-2* X *fog-2*) and *rnst-2*^*cat/cat*^*(pen4)*; *fog-2* X WT *fog-2* to generate F1 progeny. One 60 mM NGM plate seeded with OP50 was set up for each condition, with 50 L4 females and 50 males per plate. One day later, females full of eggs were transferred to new OP50 NGM plates (10 per plate) and allowed to lay eggs for 4 h at 20 °C. Subsequently, all adult females were removed, and progeny proceeded to develop at 20 °C for 50 h. Plates were then wrapped in parafilm and submerged in a pre-heated 37 °C water bath for 85 min. Following heat shock plates were allowed to recover at 20 °C for 24 h and then assessed for survival by touching the animals with a worm pick. For each experiment, 3 technical replicates (plates of progeny) were counted with at least 50 worms per plate. These experiments were further biologically replicated 3 times, on separate days of growing worms and setting up crosses.

### L1 starvation survival

Crosses were set up between L4-staged male and female worms for WT (*fog-2* X *fog-2*) and *rnst-2*^*cat/cat*^ *(pen4)*; *fog-2* X WT *fog-2* to generate F1 progeny. A total of three 60 mM NGM plates seeded with OP50 were set up for each condition, with 50 L4 females and 50 males per plate. After 2 days, worms were subjected to hypochlorite treatment to isolate pure populations of embryos. Embryos in M9/mPEG at a density of 10–20 embryos per µL were placed on a rocker at room temperature. Worms were then counted daily and scored for percent survival (dead/living L1s) by taking 10–20 µL of M9/mPEG with L1 progeny and plating them on an NGM OP50 plate. Each day, 3 plates per condition were counted as technical replicates. These experiments were further biologically replicated 5 times from separate days of growing worms and setting up crosses.

### *C. elegans* germline microinjections with anti-tDR oligos

*rnst-2*^Δ/Δ^*(pen1); fog-2* males were mated to WT *fog-2* females, by placing 50 L4 worm of each sex on 60 mM NGM OP50 seeded plates (typically 3–4 plates). Approximately 16 h later, the germline of females with embryos was microinjected with RNA^71^. RNA microinjected included antisense-tDR-5′Gly-GCC and antisense-tDR-5′Glu-CTC, both RNAs representing the reverse complement of the 5′tRNA halves synthesized by IDT, as well as *his-72::gfp* RNA for anti-tDR injections, and *his-72::gfp* RNA only for control injections. RNA injections were carried out using a Femtojet (Eppendorf) microinjector at 2000 hPa until visible expansion of the germline was observed. Anti-tDRs and *his-72::gfp* RNA were injected at a concentration of 20 ng/µL each and 30–50 ng/µL, respectively. *his-72::gfp* RNA was made by cloning 1 kb of the upstream and downstream of zuIs178 from the strain RW10029^72^ into pCR-Blunt II-TOPO (ThermoFisher, Cat# K280002) and generating RNA for injection via in vitro transcription (IVT). Six to twelve hours post-injections, RNA-injected animals were assessed for GFP expression in embryos under a fluorescent stereomicroscope. These animals were then hypochlorite-treated to isolate embryos, and subsequently GFP-positive embryos were chitinase-treated for single-embryo RNA-seq (2- & 8-cell embryos—above) or transferred to NGM OP50 plates and allowed to develop to adulthood for heat shock survival experiments (described above).

*rnst-2*^Δ/Δ^*(pen1); fog-2* males X *fog-2* females crosses and microinjection were performed on 4 independent groups of worms on separate days for embryos collection and heat shock survival (4 biological replicates). For single-embryo RNA-seq, 4–8 embryos per group (anti-tDR or control injected) and embryonic stage were isolated per collection day, for a total of 18–26 embryos sequenced per condition. For heat shock survival, 2 technical replicates of 20–50 worms were assayed per condition and biological replicate.

anti-tDR-5′Gly-GCC /5BiosG/rArGrGrCrGrArGrCrArUrUrCrUrArCrCrArCrUrGrArArCrCrArCrCrGrArUrGmC

anti-tDR-5′Glu-CTC

/5BiosG/rArGrCrCrArUrArArArUrCrCrUrArArCrCrArCrUrArGrArCrCrArCrArArCrGrGmA

### Bioinformatic analysis of mRNA-seq and small RNA-seq libraries

Bioinformatic pipelines were assembled using the Via Foundry, formerly DolphinNext, pipeline generator for all RNA-sequencing data analyzed in this study^73^. mRNA libraries were first aligned to the *C. elegans* genome (WS245) using STAR and quantified and normalized to transcripts per million (TPM) using RSEM. Differential gene expression was calculated with fold-change of expression and *t*-tests (unpaired, two-tailed), identifying up- and downregulated genes using the following cutoff: log_2_(fold change) >1 or less than −1 and a *P* value ≤ 0.01 (unless otherwise specified). For differentially expressed genes, WormBase enrichment analysis was used to determine tissue, pathway, and GO enrichment^74,75^.

Small RNA libraries were trimmed of adapter sequences using trimmomatic and aligned sequentially (in order) to annotated *C. elegans* rRNAs, miRNAs, tRNAs, and piRNAs using Bowtie 2. STAR was used to align small RNAs to the *C. elegans* genome (WS245), and featureCounts was then used to quantify reads mapping to genomic features (mRNA fragments and endo-siRNA). Mapped reads were normalized to reads per million using custom Python scripts, to total genome mapping reads, genome mapping reads—rRNA mapping reads, or to a specific RNA class, for subsequent analysis. Where indicated in the text, 22 G RNAs targeting the *rnst-2* gene locus were extracted from small RNA-seq data and used to visualize alignments. These reads were parsed from BAM files using a custom Python script and defined as antisense reads 22 nt long, with G as the 5′ nucleotide.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

Supplementary Tables

## Source data

Source data

## Data Availability

Sequencing data generated in this study are available in the Gene Expression Omnibus (GEO) under accession code GSE293020. RNA sequencing data for the figures are provided in the Supplementary Tables. The source data underlying the figures are provided in the Source data file. Source data are provided with this paper.

## References

[1] Santilli, F. & Boskovic, A. Mechanisms of transgenerational epigenetic inheritance: lessons from animal model organisms. *Curr. Opin. Genet. Dev.***79**, 102024 (2023).36893483 10.1016/j.gde.2023.102024

[2] Burton, N. O. & Greer, E. L. Multigenerational epigenetic inheritance: Transmitting information across generations. *Semin. Cell Dev. Biol.***127**, 121–132 (2022).34426067 10.1016/j.semcdb.2021.08.006PMC8858334

[3] Filipowicz, A. & Allard, P. Caenorhabditis elegans as a model for environmental epigenetics. *Curr. Environ. Health Rep.***12**, 6 (2025).39828873 10.1007/s40572-025-00472-zPMC11743352

[4] Chen, Q. et al. Sperm tsRNAs contribute to intergenerational inheritance of an acquired metabolic disorder. *Science***351**, 397–400 (2016).26721680 10.1126/science.aad7977

[5] Sharma, U. et al. Biogenesis and function of tRNA fragments during sperm maturation and fertilization in mammals. *Science***351**, 391–396 (2016).26721685 10.1126/science.aad6780PMC4888079

[6] Zhang, Y. et al. Dnmt2 mediates intergenerational transmission of paternally acquired metabolic disorders through sperm small non-coding RNAs. *Nat. Cell Biol.***20**, 535–540 (2018).29695786 10.1038/s41556-018-0087-2PMC5926820

[7] Zhang, Y. et al. Angiogenin mediates paternal inflammation-induced metabolic disorders in offspring through sperm tsRNAs. *Nat. Commun.***12**, 6673 (2021).34845238 10.1038/s41467-021-26909-1PMC8630171

[8] Conine, C. C. et al. Argonautes promote male fertility and provide a paternal memory of germline gene expression in C. elegans. *Cell***155**, 1532–1544 (2013).24360276 10.1016/j.cell.2013.11.032PMC3924572

[9] Kaletsky, R. et al. C. elegans interprets bacterial non-coding RNAs to learn pathogenic avoidance. *Nature***586**, 445–451 (2020).32908307 10.1038/s41586-020-2699-5PMC8547118

[10] Grishok, A., Tabara, H. & Mello, C. C. Genetic requirements for inheritance of RNAi in C. elegans. *Science***287**, 2494–2497 (2000).10741970 10.1126/science.287.5462.2494

[11] Alcazar, R. M., Lin, R. & Fire, A. Z. Transmission dynamics of heritable silencing induced by double-stranded RNA in Caenorhabditis elegans. *Genetics***180**, 1275–1288 (2008).18757930 10.1534/genetics.108.089433PMC2581934

[12] Schreier, J. et al. Membrane-associated cytoplasmic granules carrying the Argonaute protein WAGO-3 enable paternal epigenetic inheritance in Caenorhabditis elegans. *Nat. Cell Biol.***24**, 217–229 (2022).35132225 10.1038/s41556-021-00827-2PMC9973253

[13] Fire, A. et al. Potent and specific genetic interference by double-stranded RNA in Caenorhabditis elegans. *Nature***391**, 806–811 (1998).9486653 10.1038/35888

[14] Lee, R. C., Feinbaum, R. L. & Ambros, V. The C. elegans heterochronic gene lin-4 encodes small RNAs with antisense complementarity to lin-14. *Cell***75**, 843–854 (1993).8252621 10.1016/0092-8674(93)90529-y

[15] Zamore, P. D., Tuschl, T., Sharp, P. A. & Bartel, D. P. RNAi: double-stranded RNA directs the ATP-dependent cleavage of mRNA at 21 to 23 nucleotide intervals. *Cell***101**, 25–33 (2000).10778853 10.1016/S0092-8674(00)80620-0

[16] Hammond, S. M., Bernstein, E., Beach, D. & Hannon, G. J. An RNA-directed nuclease mediates post-transcriptional gene silencing in Drosophila cells. *Nature***404**, 293–296 (2000).10749213 10.1038/35005107

[17] Hamilton, A. J. & Baulcombe, D. C. A species of small antisense RNA in posttranscriptional gene silencing in plants. *Science***286**, 950–952 (1999).10542148 10.1126/science.286.5441.950

[18] Akiyama, Y. & Ivanov, P. tRNA-derived RNAs: biogenesis and roles in translational control. *Wiley Interdiscip. Rev. RNA***14**, e1805 (2023).37406666 10.1002/wrna.1805PMC10766869

[19] Wilson, B. & Dutta, A. Function and therapeutic implications of tRNA derived small RNAs. *Front. Mol. Biosci.***9**, 888424 (2022).35495621 10.3389/fmolb.2022.888424PMC9043108

[20] Su, Z., Wilson, B., Kumar, P. & Dutta, A. Noncanonical roles of tRNAs: tRNA fragments and beyond. *Annu. Rev. Genet.***54**, 47–69 (2020).32841070 10.1146/annurev-genet-022620-101840PMC7686126

[21] Polacek, N. & Ivanov, P. The regulatory world of tRNA fragments beyond canonical tRNA biology. *RNA Biol.***17**, 1057–1059 (2020).32715957 10.1080/15476286.2020.1785196PMC7549696

[22] Hou, J., Li, Q., Wang, J. & Lu, W. tRFs and tRNA halves: novel cellular defenders in multiple biological processes. *Curr. Issues Mol. Biol.***44**, 5949–5962 (2022).36547066 10.3390/cimb44120405PMC9777342

[23] Muthukumar, S., Li, C. T., Liu, R. J. & Bellodi, C. Roles and regulation of tRNA-derived small RNAs in animals. *Nat. Rev. Mol. Cell Biol.***25**, 359–378 (2024).38182846 10.1038/s41580-023-00690-z

[24] Couvillion, M. T., Bounova, G., Purdom, E., Speed, T. P. & Collins, K. A Tetrahymena Piwi bound to mature tRNA 3’ fragments activates the exonuclease Xrn2 for RNA processing in the nucleus. *Mol. Cell***48**, 509–520 (2012).23084833 10.1016/j.molcel.2012.09.010PMC3513674

[25] Couvillion, M. T., Sachidanandam, R. & Collins, K. A growth-essential Tetrahymena Piwi protein carries tRNA fragment cargo. *Genes Dev.***24**, 2742–2747 (2010).21106669 10.1101/gad.1996210PMC3003190

[26] Boskovic, A., Bing, X. Y., Kaymak, E. & Rando, O. J. Control of noncoding RNA production and histone levels by a 5’ tRNA fragment. *Genes Dev.***34**, 118–131 (2020).31831626 10.1101/gad.332783.119PMC6938667

[27] Schorn, A. J., Gutbrod, M. J., LeBlanc, C. & Martienssen, R. LTR-retrotransposon control by tRNA-derived small RNAs. *Cell***170**, 61–71 e11 (2017).28666125 10.1016/j.cell.2017.06.013PMC5551035

[28] Thompson, D. M., Lu, C., Green, P. J. & Parker, R. tRNA cleavage is a conserved response to oxidative stress in eukaryotes. *RNA***14**, 2095–2103 (2008).18719243 10.1261/rna.1232808PMC2553748

[29] Yamasaki, S., Ivanov, P., Hu, G. F. & Anderson, P. Angiogenin cleaves tRNA and promotes stress-induced translational repression. *J. Cell Biol.***185**, 35–42 (2009).19332886 10.1083/jcb.200811106PMC2700517

[30] Thompson, D. M. & Parker, R. The RNase Rny1p cleaves tRNAs and promotes cell death during oxidative stress in Saccharomyces cerevisiae. *J. Cell Biol.***185**, 43–50 (2009).19332891 10.1083/jcb.200811119PMC2700514

[31] Nechooshtan, G., Yunusov, D., Chang, K. & Gingeras, T. R. Processing by RNase 1 forms tRNA halves and distinct Y RNA fragments in the extracellular environment. *Nucleic Acids Res.***48**, 8035–8049 (2020).32609822 10.1093/nar/gkaa526PMC7430647

[32] Su, Z., Kuscu, C., Malik, A., Shibata, E. & Dutta, A. Angiogenin generates specific stress-induced tRNA halves and is not involved in tRF-3-mediated gene silencing. * J. Biol. Chem.***294**, 16930–16941 (2019).31582561 10.1074/jbc.RA119.009272PMC6851321

[33] Akiyama, Y. et al. Selective cleavage at CCA Ends and anticodon loops of tRNAs by stress-induced RNases. *Front. Mol. Biosci.***9**, 791094 (2022).35300117 10.3389/fmolb.2022.791094PMC8920990

[34] Fu, H. et al. Stress induces tRNA cleavage by angiogenin in mammalian cells. *FEBS Lett.***583**, 437–442 (2009).19114040 10.1016/j.febslet.2008.12.043

[35] Shigematsu, M., Matsubara, R., Gumas, J., Kawamura, T. & Kirino, Y. Angiogenin-catalyzed cleavage within tRNA anticodon-loops identified by cP-RNA-seq. *Biosci. Biotechnol. Biochem.***89**, 398–405 (2025).39658364 10.1093/bbb/zbae192PMC11840711

[36] Huh, D. et al. A stress-induced tyrosine-tRNA depletion response mediates codon-based translational repression and growth suppression. * EMBO J.***40**, e106696 (2021).33346941 10.15252/embj.2020106696PMC7809793

[37] Kim, H. K. et al. A transfer-RNA-derived small RNA regulates ribosome biogenesis. *Nature***552**, 57–62 (2017).29186115 10.1038/nature25005PMC6066594

[38] Peng, H. et al. A novel class of tRNA-derived small RNAs extremely enriched in mature mouse sperm. *Cell Res.***22**, 1609–1612 (2012).23044802 10.1038/cr.2012.141PMC3494397

[39] Tomar, A. et al. Epigenetic inheritance of diet-induced and sperm-borne mitochondrial RNAs. *Nature***630**, 720–727 (2024).38839949 10.1038/s41586-024-07472-3PMC11186758

[40] Macfarlan, T. S. et al. Embryonic stem cell potency fluctuates with endogenous retrovirus activity. *Nature***487**, 57–63 (2012).22722858 10.1038/nature11244PMC3395470

[41] Ramesh, R. et al. Dietary sugar shifts mitochondrial metabolism and small RNA biogenesis in sperm. *Antioxid. Redox Signal.***38**, 1167–1183 (2023).36509450 10.1089/ars.2022.0049PMC10249743

[42] Shin, G. et al. Transfer RNA-derived fragments in aging Caenorhabditis elegans originate from abundant homologous gene copies. *Sci. Rep.***11**, 12304 (2021).34112855 10.1038/s41598-021-91724-zPMC8192933

[43] Fallet, M., Wilson, R. & Sarkies, P. Cisplatin exposure alters tRNA-derived small RNAs but does not affect epimutations in C. elegans. *BMC Biol.***21**, 276 (2023).38031056 10.1186/s12915-023-01767-zPMC10688063

[44] Schedl, T. & Kimble, J. fog-2, a germ-line-specific sex determination gene required for hermaphrodite spermatogenesis in Caenorhabditis elegans. *Genetics***119**, 43–61 (1988).3396865 10.1093/genetics/119.1.43PMC1203344

[45] Conine, C. C. et al. Argonautes ALG-3 and ALG-4 are required for spermatogenesis-specific 26G-RNAs and thermotolerant sperm in Caenorhabditis elegans. *Proc. Natl. Acad. Sci. USA***107**, 3588–3593 (2010).20133686 10.1073/pnas.0911685107PMC2840486

[46] Gou, L. T. et al. Pachytene piRNAs instruct massive mRNA elimination during late spermiogenesis. *Cell Res.***24**, 680–700 (2014).24787618 10.1038/cr.2014.41PMC4042167

[47] Sharma, U. et al. Small RNAs are trafficked from the epididymis to developing mammalian sperm. *Dev. Cell***46**, 481–494.e486 (2018).30057273 10.1016/j.devcel.2018.06.023PMC6103849

[48] Scacchetti, A. et al. A ligation-independent sequencing method reveals tRNA-derived RNAs with blocked 3’ termini. *Mol. Cell***84**, 3843–3859.e3848 (2024).39096899 10.1016/j.molcel.2024.07.008PMC11455606

[49] Gustafsson, H. T. et al. Deep sequencing of yeast and mouse tRNAs and tRNA fragments using OTTR. *eLife***14**, e77616 (2025).40277192 10.7554/eLife.77616PMC12140624

[50] Honda, S. et al. Sex hormone-dependent tRNA halves enhance cell proliferation in breast and prostate cancers. *Proc. Natl. Acad. Sci. USA***112**, E3816–E3825 (2015).26124144 10.1073/pnas.1510077112PMC4517238

[51] Chen, X. et al. Early cleavage of preimplantation embryos is regulated by tRNA(Gln-TTG)-derived small RNAs present in mature spermatozoa. * J. Biol. Chem.***295**, 10885–10900 (2020).32487749 10.1074/jbc.RA120.013003PMC7415976

[52] Fan, Y., Pavani, K. C., Smits, K., Van Soom, A. & Peelman, L. tRNA(Glu)-derived fragments from embryonic extracellular vesicles modulate bovine embryo hatching. *J. Anim. Sci. Biotechnol.***15**, 23 (2024).38424649 10.1186/s40104-024-00997-7PMC10905895

[53] Thorn, A. et al. Structure and activity of the only human RNase T2. *Nucleic Acids Res.***40**, 8733–8742 (2012).22735700 10.1093/nar/gks614PMC3458558

[54] Lyons, S. M. et al. eIF4G has intrinsic G-quadruplex binding activity that is required for tiRNA function. *Nucleic Acids Res.***48**, 6223–6233 (2020).32374873 10.1093/nar/gkaa336PMC7293036

[55] Ivanov, P., Emara, M. M., Villen, J., Gygi, S. P. & Anderson, P. Angiogenin-induced tRNA fragments inhibit translation initiation. *Mol. Cell***43**, 613–623 (2011).21855800 10.1016/j.molcel.2011.06.022PMC3160621

[56] Lee, S. R. & Collins, K. Starvation-induced cleavage of the tRNA anticodon loop in Tetrahymena thermophila. * J. Biol. Chem.***280**, 42744–42749 (2005).16272149 10.1074/jbc.M510356200

[57] Andersen, K. L. & Collins, K. Several RNase T2 enzymes function in induced tRNA and rRNA turnover in the ciliate Tetrahymena. *Mol. Biol. Cell***23**, 36–44 (2012).22049026 10.1091/mbc.E11-08-0689PMC3248902

[58] Megel, C. et al. Plant RNases T2, but not Dicer-like proteins, are major players of tRNA-derived fragments biogenesis. *Nucleic Acids Res.***47**, 941–952 (2019).30462257 10.1093/nar/gky1156PMC6344867

[59] Kuscu, C. et al. tRNA fragments (tRFs) guide Ago to regulate gene expression post-transcriptionally in a Dicer-independent manner. *RNA***24**, 1093–1105 (2018).29844106 10.1261/rna.066126.118PMC6049499

[60] Haussecker, D. et al. Human tRNA-derived small RNAs in the global regulation of RNA silencing. *RNA***16**, 673–695 (2010).20181738 10.1261/rna.2000810PMC2844617

[61] Gonskikh, Y. et al. Modulation of mammalian translation by a ribosome-associated tRNA half. *RNA Biol.***17**, 1125–1136 (2020).32223506 10.1080/15476286.2020.1744296PMC7549673

[62] Lyons, S. M., Gudanis, D., Coyne, S. M., Gdaniec, Z. & Ivanov, P. Identification of functional tetramolecular RNA G-quadruplexes derived from transfer RNAs. *Nat. Commun.***8**, 1127 (2017).29066746 10.1038/s41467-017-01278-wPMC5655342

[63] Brenner, S. The genetics of Caenorhabditis elegans. *Genetics***77**, 71–94 (1974).4366476 10.1093/genetics/77.1.71PMC1213120

[64] Dickinson, D. J., Pani, A. M., Heppert, J. K., Higgins, C. D. & Goldstein, B. Streamlined genome engineering with a self-excising drug selection cassette. *Genetics***200**, 1035–1049 (2015).26044593 10.1534/genetics.115.178335PMC4574250

[65] Ghanta, K. S., Ishidate, T. & Mello, C. C. Microinjection for precision genome editing in Caenorhabditis elegans. *STAR Protoc.***2**, 100748 (2021).34505086 10.1016/j.xpro.2021.100748PMC8417391

[66] Perez, A. R. et al. GuideScan software for improved single and paired CRISPR guide RNA design. *Nat. Biotechnol.***35**, 347–349 (2017).28263296 10.1038/nbt.3804PMC5607865

[67] Ramskold, D. et al. Full-length mRNA-Seq from single-cell levels of RNA and individual circulating tumor cells. *Nat. Biotechnol.***30**, 777–782 (2012).22820318 10.1038/nbt.2282PMC3467340

[68] Trombetta, J. J. et al. Preparation of Single-Cell RNA-Seq Libraries for Next Generation Sequencing. *Curr. Protoc. Mol. Biol.***107**, 21–17 (2014).10.1002/0471142727.mb0422s107PMC433857424984854

[69] Trigg, N. A. & Conine, C. C. Epididymal acquired sperm microRNAs modify post-fertilization embryonic gene expression. *Cell Rep.***43**, 114698 (2024).39226174 10.1016/j.celrep.2024.114698

[70] Conine, C. C., Sun, F., Song, L., Rivera-Perez, J. A. & Rando, O. J. Small RNAs gained during epididymal transit of sperm are essential for embryonic development in mice. *Dev. Cell***46**, 470–480.e473 (2018).30057276 10.1016/j.devcel.2018.06.024PMC6103825

[71] Kimble, J., Hodgkin, J., Smith, T. & Smith, J. Suppression of an amber mutation by microinjection of suppressor tRNA in C. elegans. *Nature***299**, 456–458 (1982).7121584 10.1038/299456a0

[72] Murray, J. I. et al. Multidimensional regulation of gene expression in the C. elegans embryo. *Genome Res.***22**, 1282–1294 (2012).22508763 10.1101/gr.131920.111PMC3396369

[73] Yukselen, O., Turkyilmaz, O., Ozturk, A. R., Garber, M. & Kucukural, A. DolphinNext: a distributed data processing platform for high throughput genomics. *BMC Genom.***21**, 310 (2020).10.1186/s12864-020-6714-xPMC716897732306927

[74] Angeles-Albores, D., Lee, R., Chan, J. & Sternberg, P. Two new functions in the WormBase Enrichment Suite. *MicroPubl. Biol.***2018**, 10.17912/W25Q2N (2018).10.17912/W25Q2NPMC725584932550381

[75] Angeles-Albores, D., RY, N. L., Chan, J. & Sternberg, P. W. Tissue enrichment analysis for C. elegans genomics. *BMC Bioinform.***17**, 366 (2016).10.1186/s12859-016-1229-9PMC502043627618863

# Supplementary material for: tRNA-derived RNA processing in sperm transmits non-genetically inherited phenotypes to offspring in C. elegans
**Source:** Nat Commun. 2026 Mar 15;17:3999. doi: 10.1038/s41467-026-70029-7
**Supplement:** Supplementary file 1 — Supplementary Information

**tRNA-derived RNA processing in sperm transmits non-genetically inherited phenotypes to offspring in *C. elegans***

**Supplemental Information**

**Supplemental Methods**

**Northern blot**

Probe sequence

tDR Gly-GCC 5' AGGCGAGCATTCTACCACTGAACCACCGAT 3'

tDR Glu-CTC 5'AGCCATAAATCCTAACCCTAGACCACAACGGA 3'

U6 5' TTGCGTGTCATCCTTGCGCAGG 3'

## Supplemental Figures

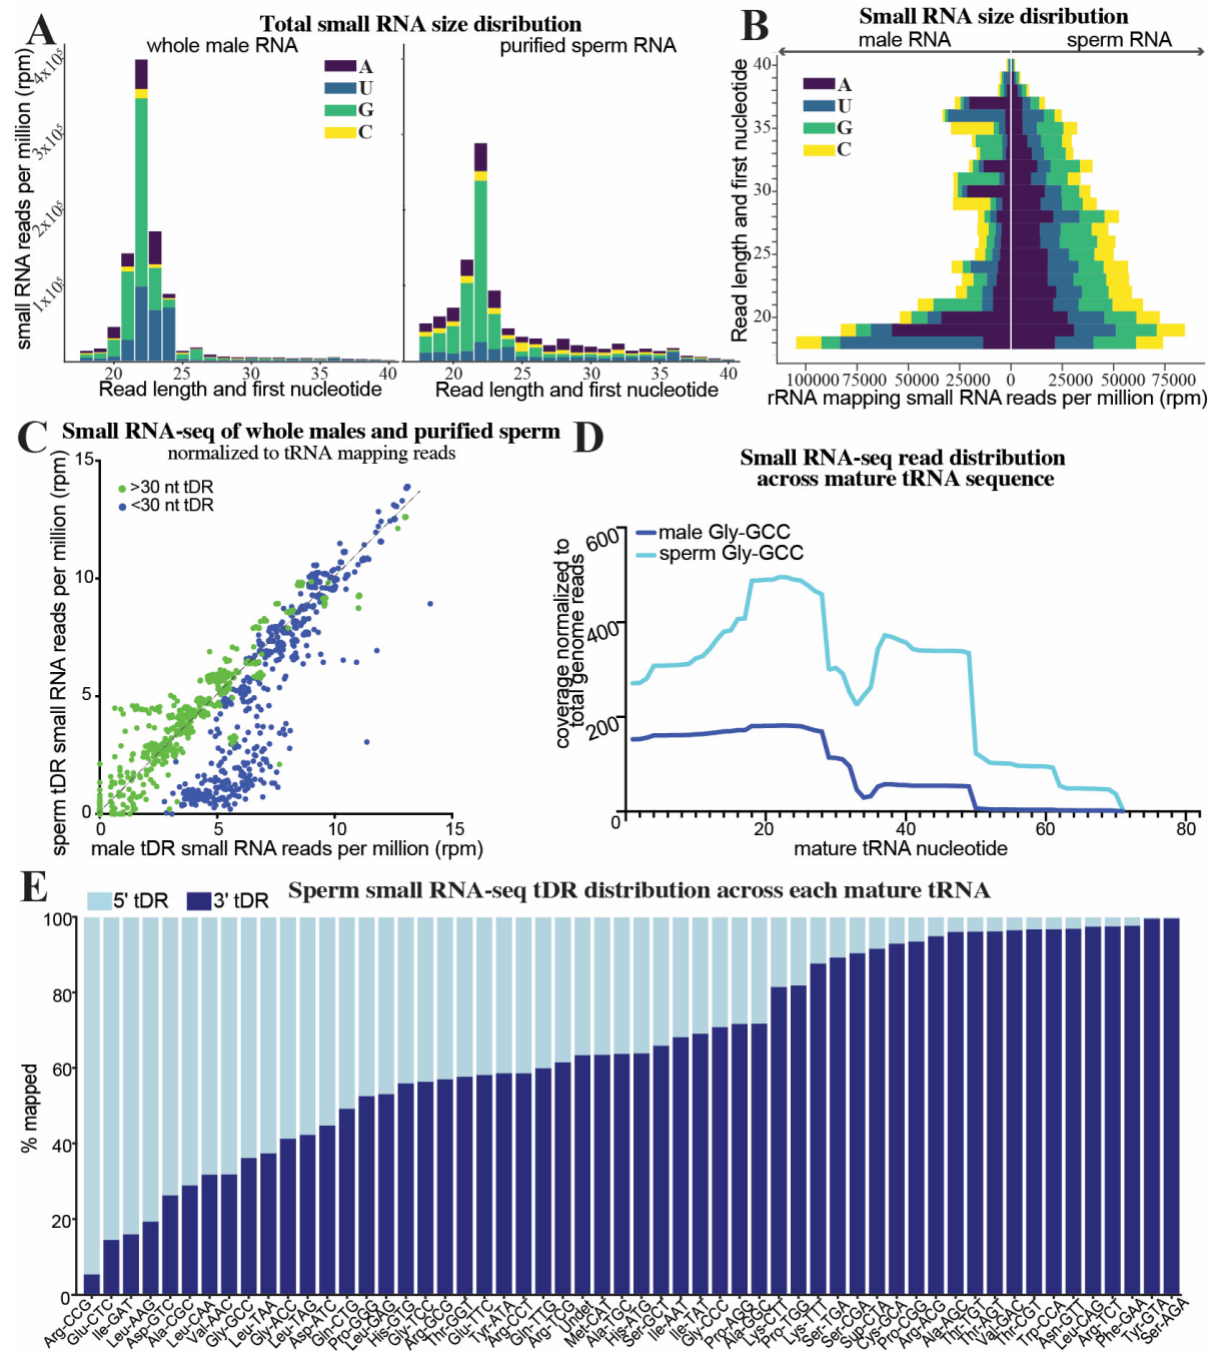

**Supplemental Figure 1. Small RNA-seq reveals that tDRs are enriched in *C. elegans* sperm.** Small RNA-seq was performed on PAGE purified 18-40 nt RNA from *C. elegans* whole males and purified sperm. **(A)** Length (x-axis) and first nucleotide distribution (legend) of all genome mapping reads. Whole male data (left) and purified sperm (right). **(B)** Reads mapping to rRNAs were quantitated for RNA length (y-axis) and plotted as their starting nucleotide in a diverging bar-graph (x-axis – total quantitated reads). **(C)** tRNA mapping reads were separated as >30 or <30 nucleotides in length and quantitated, as reads per million (rpm) tRNA mapping reads, for all

tRNA isoacceptor genes. Each dot represents a quantitated tRNA isoacceptor (green >30 and blue <30 nucleotide tRNA mapping reads per tDR). **(D)** Reads mapping to tRNA Gly-GCC were quantitated as read depth (y-axis – number of times each nucleotides mapped) across the mature tRNA sequence (x axis) **(E)** Distribution of 5'- and 3'-derived tRNA fragments across individual tRNA isoacceptors from sperm small RNA-seq data. For each mature tRNA isoacceptor, the average fraction across biological replicates of mapped tDR reads originating from the 5' arm (light) or 3' arm (dark) is shown, calculated relative to total tDR reads mapping to that isoacceptor.

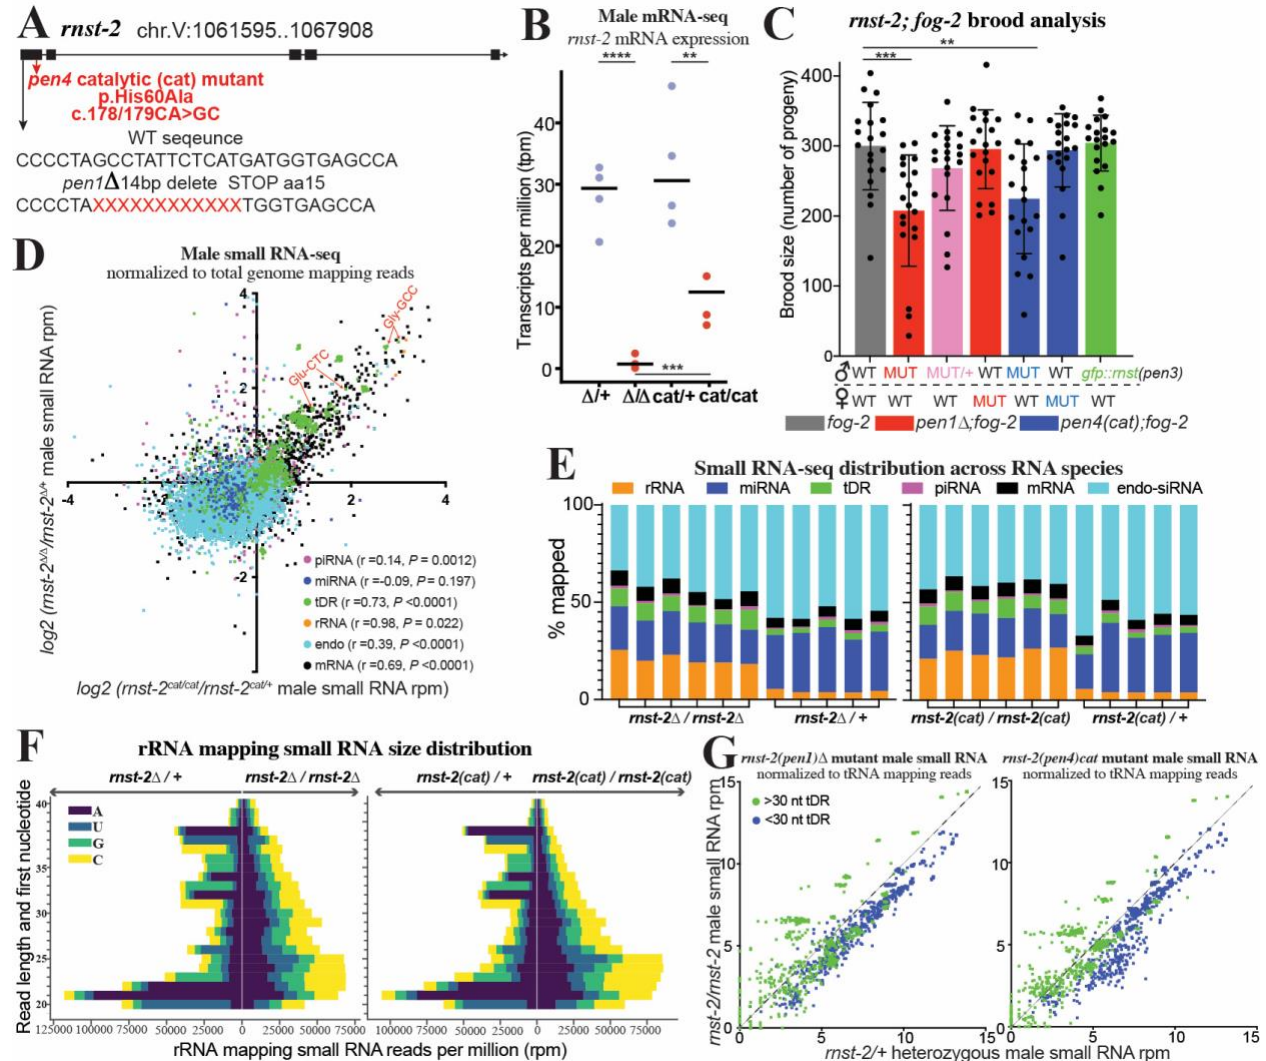

**Supplemental Figure 2. *rnst-2* regulates tDR accumulation and length.** Small RNA-seq was performed on *C. elegans* whole male *rnst-2* mutant (*pen1* – Δ and *pen4* – catalytic) as well as heterozygous controls. **(A)** Schematic of the *rnst-2* locus. Additionally, mutant alleles generated in this study in the proceeding experiments are annotated. **(B)** mRNA-seq was performed on whole male RNA from *rnst-2*<sup>Δ/Δ</sup>, *rnst-2*<sup>cat/cat</sup>, and heterozygous controls (*rnst-2*<sup>Δ/+</sup> & *rnst-2*<sup>cat/+</sup>) with the expression of *rnst-2* mRNA plotted for each sample (n = 3, \*\*\*\*P < 0.0001 \*\*\*P < 0.001 \*\*P < 0.01 unpaired students t-test). **(C)** Fecundity was measured by assessing the brood size (# of

progeny generated) of *rnst-2 $\Delta/\Delta$* , *rnst-2<sup>cat/cat</sup>*, heterozygous controls (*rnst-2 $\Delta/+$*  & *rnst-2<sup>cat/+</sup>*), endogenously(CRISPR) tagged *gfp::rnst-2*, and WT (*fog-2*) males mated with WT *fog-2* females (\*\* $P < 0.01$ , \*\*\* $P < 0.001$  – two-sample unpaired t-test). (D) The fold-change for each small RNA was plotted for *rnst-2 $\Delta/\Delta$*  versus *rnst-2 $\Delta/+$*  (x-axis) compared to *rnst-2<sup>cat/cat</sup>* versus *rnst-2<sup>cat/+</sup>* (y-axis). (E) Total small RNA reads mapping to each class of RNAs quantitated as percentage of total genome mapping reads as stacked bar graphs for each replicate of the experiment (n = 4). Color legend is the same as in A. (F) Reads mapping to rRNAs were quantitated for RNA length (y-axis) and plotted as their starting nucleotide in a diverging bar-graph (x-axis – total quantitated reads). Read-length distributions were compared between conditions using two-sided Mann–Whitney U tests with Benjamini–Hochberg false discovery rate (FDR) correction; asterisks indicate bins with FDR-adjusted  $P < 0.05$ . (G) For each mutant and their respective heterozygous control, tRNA mapping reads were separated as >30 or <30 nucleotides in length and quantitated, as reads per million (rpm), for all tRNA isoacceptor genes. Each dot represents a quantitated tRNA isodecoder (green >30 and blue <30 nucleotide tRNA mapping reads for each isodecoder).

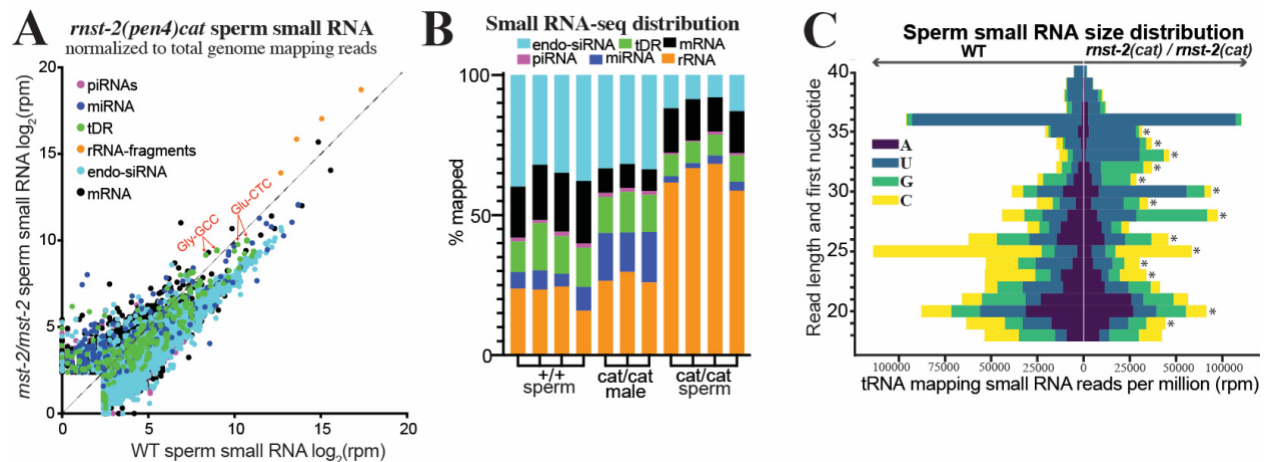

**Supplemental Figure 3. *rnst-2* regulates tDR accumulation in sperm.** Small RNA-seq was performed on *rnst-2(cat)* sperm and whole males and compared to WT sperm small RNA data. (A) Scatter plot of small RNA-seq data normalized to total genome mapping reads from WT sperm (x-axis – also Fig. 1) and *rnst-2<sup>cat/cat</sup>* mutant sperm (y-axis). (B) Distribution of small RNAs mapped to all small RNA classes from WT and *rnst-2<sup>cat/cat</sup>* mutant sperm and males. Each biological replicate from the experiment is represented as an individual bar graph. (C) Reads mapping to tRNAs were quantitated for RNA length (y-axis) and plotted as their starting nucleotide (legend) in a diverging bar-graph (x-axis – total quantitated reads) for WT and *rnst-2<sup>cat/cat</sup>* mutant sperm. Read-length distributions were compared between conditions using two-sided Mann–Whitney U tests with Benjamini–Hochberg false discovery rate (FDR) correction; asterisks indicate bins with FDR-adjusted  $P < 0.05$ .

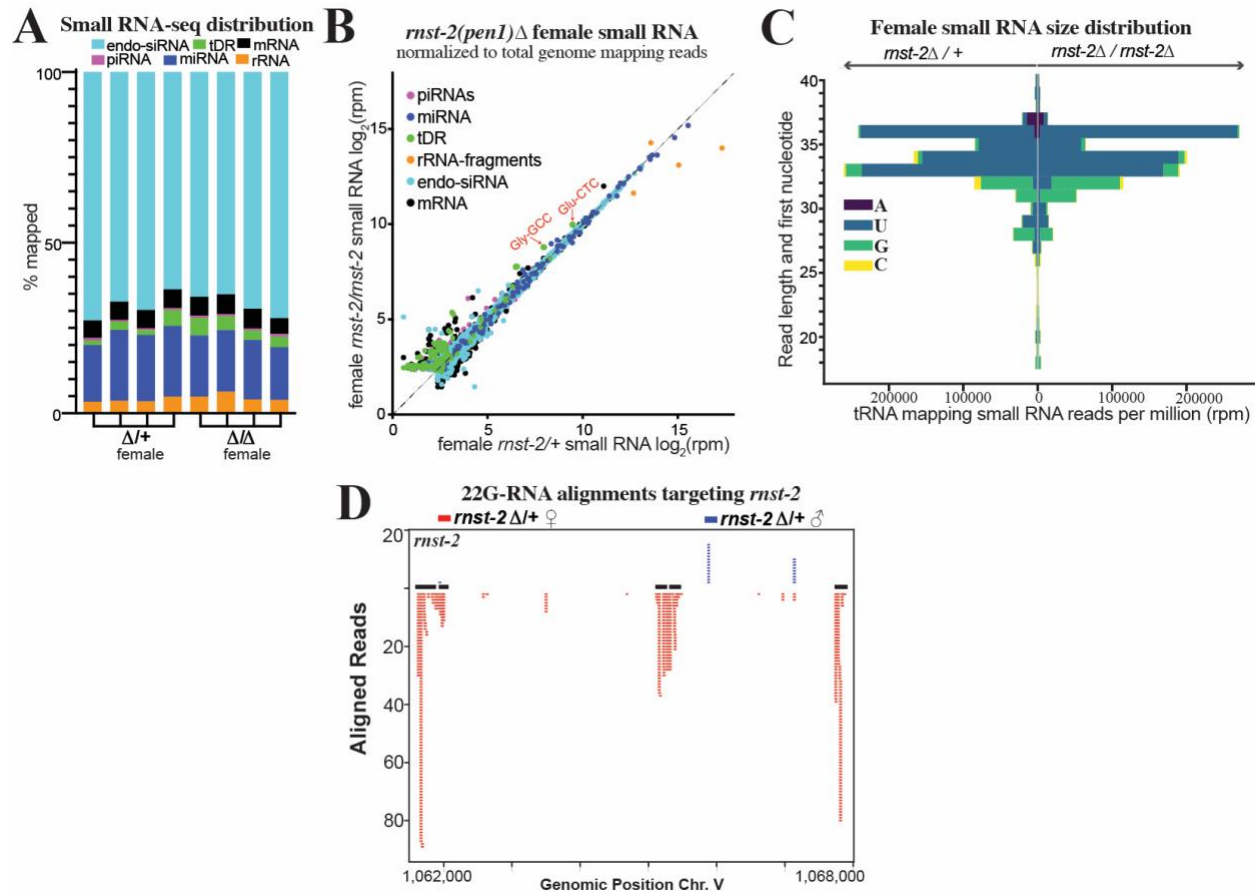

**Supplemental Figure 4. *rnst-2* dependent regulation of tDRs is suppressed in females.** Small RNA-seq was performed on *C. elegans* whole female (without embryos) *rnst-2*<sup>Δ/Δ</sup> mutants as well as heterozygous controls. **(A)** Distribution of small RNAs mapped to all small RNA classes from *rnst-2*<sup>Δ/+</sup> and *rnst-2*<sup>Δ/Δ</sup> females. Each biological replicate from the experiment is represented as an individual bar graph (n=4). **(B)** Scatter plot of small RNA-seq data normalized to total genome mapping reads as reads per million (rpm) from *rnst-2*<sup>Δ/+</sup> (x-axis) and *rnst-2*<sup>Δ/Δ</sup> females (y-axis). **(C)** Reads mapping to tRNAs were quantitated for RNA length (y-axis) and plotted as their starting nucleotide (legend) in a diverging bar-graph (x-axis – total quantitated reads) for *rnst-2*<sup>Δ/+</sup> and *rnst-2*<sup>Δ/Δ</sup> females. Read-length distributions were compared between conditions using two-sided Mann–Whitney U tests with Benjamini–Hochberg false discovery rate (FDR) correction; asterisks indicate bins with FDR-adjusted *P* < 0.05. **(D)** 22G endo-siRNA reads aligned to the *rnst-2* gene locus in *rnst-2*<sup>Δ/+</sup> male (Fig. 2) and female small RNA data.

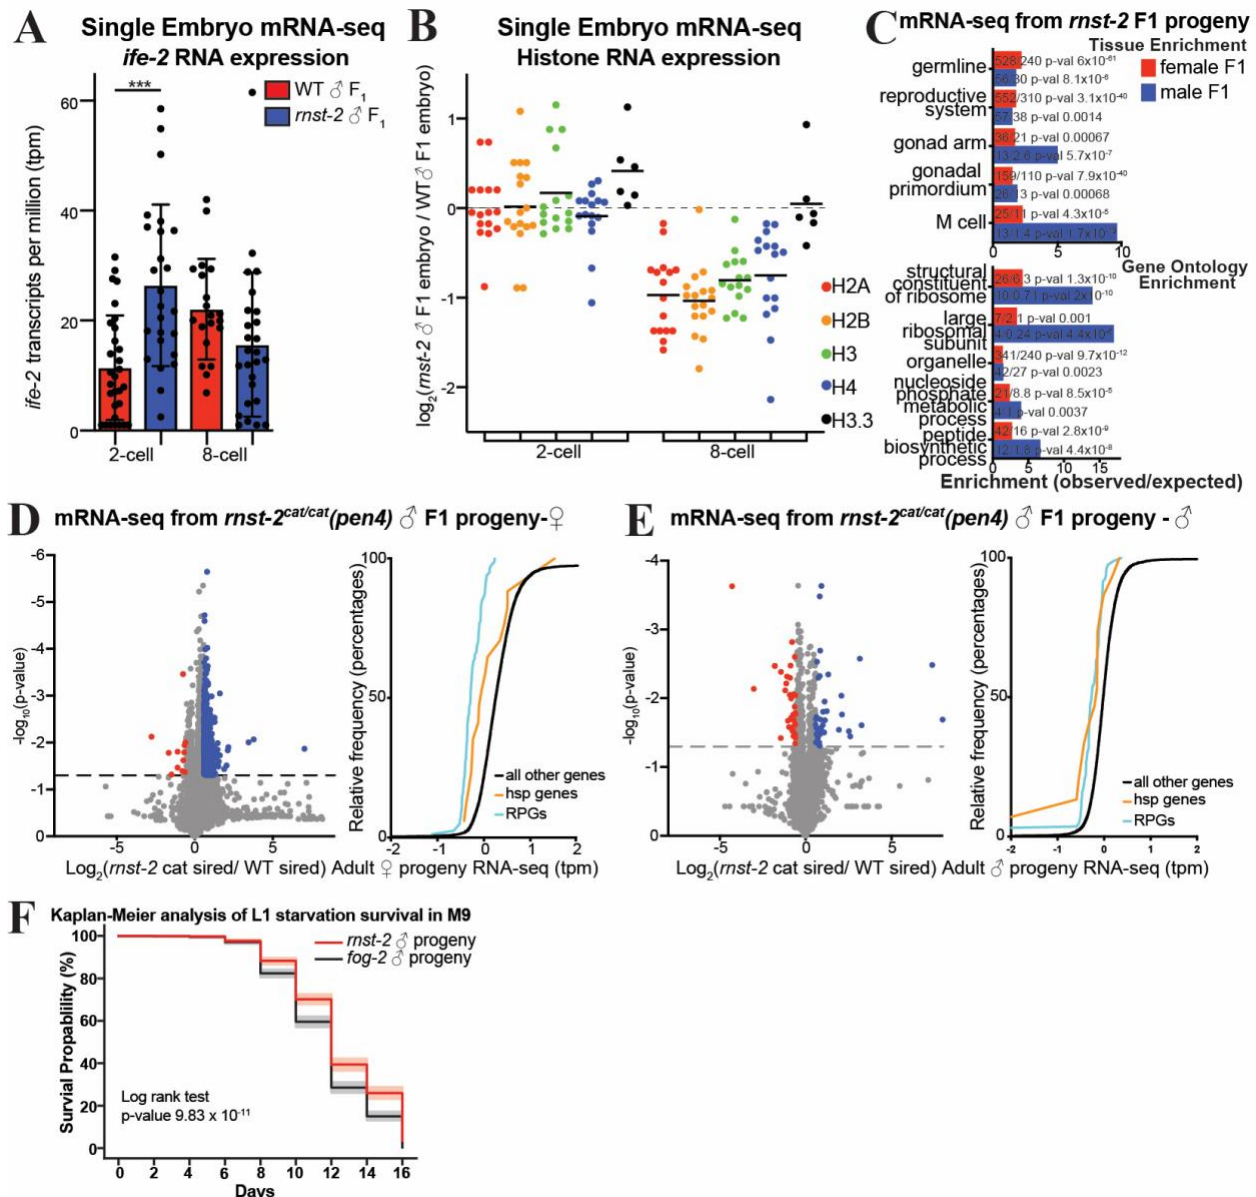

**Supplemental Figure 5. *mst-2* mutant males transmit non-genetically inherited phenotypes to offspring.** (A) Bar-plot representing *ife-2* expression in transcripts per million (tpm) for each replicate in our dataset in 2- and 8-cell embryos sired by *mst-2*<sup>Δ/Δ</sup> and WT males (\*\*\**P* < 0.001 – two-sample t-test); *n* = 20-30. (B) Expression of histone RNAs grouped by type of histone gene in 2- and 8-cell embryos sired by *mst-2*<sup>Δ/Δ</sup> and WT males. Each dot represents the average expression of a specific histone gene in *mst-2*<sup>Δ/Δ</sup> relative to WT sired progeny. (C) Significantly regulated Gene Ontology and Tissue Enrichment terms for genes differentially expressed in mRNA-seq data from male and female progeny of *mst-2*<sup>Δ/Δ</sup> males. (D-E) Volcano plots graphing the mRNA-seq data of progeny of *mst-2*<sup>Δ/Δ</sup> males compared to WT male progeny. Additionally, cumulative distribution frequency plots of gene expression of *mst-2*<sup>Δ/Δ</sup> relative to control progeny for all genes, heat-shock genes, and ribosomal protein genes (RPGs). (D) Female progeny mRNA-seq (RPGs *P* < 0.0001 Kolmogorov-Smirnov test – hsp genes *P* < 0.05) (E) Male progeny mRNA-seq (RPGs *P* < 0.0001 – hsp genes *P* < 0.01). (F) The L1 progeny of *mst-2*<sup>Δ/Δ</sup> or WT *fog-2* males mated with WT females were assessed for starvation survival over a time course in M9 medium. Five independent

experiments were performed, and survival curves were generated using the Kaplan-Meier method with the lifelines package in Python. Statistical differences (P value) were calculated using the log-rank test to compare survival distributions over time, with the grey and pink shaded areas representing 95% confidence intervals.

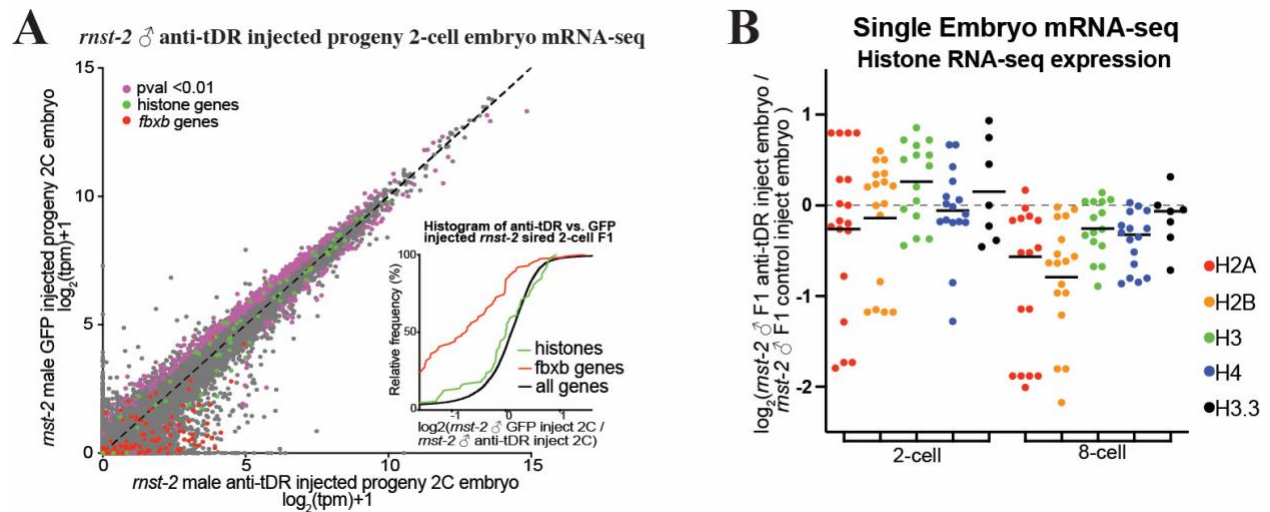

**Supplemental Figure 6. Specific tDRs contribute to the transmission non-genetically inherited phenotypes to progeny. (A-B)** Single-embryo mRNA-seq was performed on 2-cell and 8-cell embryos sired by *rnst-2* $\Delta/\Delta$  males mated with WT females and then microinjected with either anti-tDR (anti-Gly-GCC or anti-Glu-CTC) + GFP mRNA or GFP mRNA alone as a microinjection control. **(A)** tpm normalized mRNA-seq data represented as a scatter plot of 2-cell embryo progeny of *rnst-2* $\Delta/\Delta$  males mated with WT females injected with anti-tDR (x-axis) versus 2-cell embryo progeny of *rnst-2* $\Delta/\Delta$  mated with WT female injected with GFP mRNA (y-axis). The inset graph represents cumulative distribution frequency plots of all genes, histone genes (colored green), and *fbxb* genes (colored red). n = 26 GFP injected, n = 23 anti-tDR injected **(B)** Expression of histone RNAs grouped by type of histone gene in 2 and 8-cell embryos sired by *rnst-2* $\Delta/\Delta$  males with WT females microinjected with either anti-tDR or GFP control RNA. Each dot represents the average of a specific histone gene's expression in *rnst-2* $\Delta/\Delta$  relative to WT sired progeny.

# Supplementary material for: tRNA-derived RNA processing in sperm transmits non-genetically inherited phenotypes to offspring in C. elegans
**Source:** Nat Commun. 2026 Mar 15;17:3999. doi: 10.1038/s41467-026-70029-7
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                          |                                     |                                                                                                                                                                                                                                                            |
|--------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No custom software was used for data collection

Data analysis GraphPad Prism 10, ImageJ 1.54, and Python 3.9 were used to generate graphs and for statistical analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

#### Data Availability

All RNA sequencing data can be accessed via GEO, with the accession number GSE293020. Additionally, all generated data is provided in the Source Data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used.

Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected.

Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status).

Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.)

Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

As is standards in most C. elegans research 3+ biological replicates for both experimental and control were used for all experiments. Sample sizes were not predetermined using formal power calculations. Sample sizes were selected based on prior literature, established practices in the field, and pilot experiments that demonstrated reproducible effect sizes. Experiments were independently replicated, and biological replicates were used throughout. Sample sizes were sufficient to detect statistically significant differences using appropriate statistical tests, as reported in the figure legends.

### Data exclusions

No data was excluded.

### Replication

All experiment were biologically replicated at least 3 times. All attempts at replication of results were successful.

### Randomization

Randomization is not relevant to this study. Samples and organisms were allocated to experimental groups based on genotype or experimental treatment rather than randomization. Covariates were controlled by using a common genetic background, age-matched organisms, and identical handling and experimental conditions.

### Blinding

For phenotypic studies on rns-2 offspring phenotypes groups were experimental and control groups were blindly assessed. For all other experiments Investigators were not blinded to group allocation. Blinding was not feasible or not relevant, as experimental groups were defined by genotype or molecular perturbation and outcomes consisted of quantitative molecular measurements analyzed using objective computational pipelines, minimizing potential observer bias.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-digoxigenin-AP, Fab fragments (Roche, Cat No 11214667001)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Validation      | <p>Northern blotting using a 1:1000 dilution of anti-digoxigenin-AP, Fab fragments (Roche, Cat No 1110932774910- lot# 65752122) antibody detecting digoxigenin-labeled DNA oligonucleotide probes as described in the below citation.</p> <p>Scacchetti A, Shields EJ, Trigg NA, Lee GS, Wilusz JE, Conine CC, Bonasio R. A ligation-independent sequencing method reveals tRNA-derived RNAs with blocked 3' termini. Mol Cell. 2024 Oct 3;84(19):3843-3859.e8. doi: 10.1016/j.molcel.2024.07.008. Epub 2024 Aug 2. PMID: 39096899; PMCID: PMC11455606.</p> |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                   |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C. elegans                                                                                                                                                                                        |
| Wild animals            | This study did not involve wild animals                                                                                                                                                           |
| Reporting on sex        | When appropriate C. elegans male and females were separately isolated for analyses.                                                                                                               |
| Field-collected samples | This study did not involved animals collected from the field.                                                                                                                                     |
| Ethics oversight        | All research performed in this study complies with all relevant ethical regulations. This research was approved by the University of Pennsylvania Institutional Biosafety Committee (IBC#24-315). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

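The deposited files cover 245 samples in 22 conditions: small RNA libraries of males, sperm and females, and mRNA-seq of single embryos and of adult F1 progeny. For small RNAs (18–40 nt), the authors trimmed reads, aligned them with Bowtie 2 to rRNA, miRNA, tRNA and piRNA in turn, and assigned the rest with STAR and featureCounts; the deposited values are counts that are not normalized. For mRNA, the authors aligned reads with STAR and estimated TPM with RSEM. The deposited tables hold TPM plus 1, and the 1 was subtracted. The reference used for positions is WBcel235, while the paper's methods name WS245. Tables hold gene names and no coordinates, so no positions of the files were joined to it.

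Shares of 6 classes (5 in females) were computed per library, and compared with the exact two-sided Mann–Whitney U test, adjusted by Benjamini-Hochberg. Counts of tRNA genes were summed by isoacceptor. Single RNAs were tested with edgeR 4.0.16 (quasi-likelihood) in R 4.3.3, with the library total as size in whole males and WT sperm, and counts without rRNA in *cat/cat* sperm and females. RNAs with at least 10 counts in as many libraries as the smaller group were kept. TPM was tested with limma 3.58.1 (trend) on log2(TPM + 1) for genes with a mean of at least 5 TPM. An adjusted p under 0.05 was the threshold. Families were compared by their mean per sample, with exact permutation where groups held fewer than 10 samples and 100000 resamples otherwise. Stage effects were compared by permuting stage labels, which treats the stages as exchangeable. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

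Groups, comparisons, tests and most alternatives were set before the data were examined. The alternatives were TMM factors, DESeq2 1.42.0, the other library size, no filter, tRNA genes kept apart, a pseudocount of 0.1, TPM without rRNA genes, median-of-ratios scaling, a minimum of 1 TPM, camera, fry, the Kolmogorov-Smirnov test and the rule of the paper's methods (p of at most 0.01 and a log2 fold change over 1), a replicate block and leaving out each sample of small groups. Genes and RNAs are named by a rule: those the paper names, and per comparison up to 3 rising and 3 falling ones with the smallest adjusted p that keep their direction under each scaling. F31C3.13, F31C3.14 and F31C3.17 were singled out after the counts of F31C3.15 were seen.

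Replicate numbers were checked as pairs by correlating deviations from the group means. Every pair was over 0.1 in ∆ males (5 pairs, 0.141 to 0.423, median 0.314) and in F1 females (3 pairs, 0.104 to 0.252, median 0.132), and not in the other comparisons.

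Depth is given with each experiment. TPM keeps no depth. The WT sperm libraries listed in 2 tables are the same. No other 2 libraries were identical, and of 89 pairs of small RNA replicates none was as close as a sequencing replicate would be. The piRNA lines of the female table hold 9 values under 8 names and were left out, with its 1 unnamed column used by no analysis. The day of collection of embryos is unknown and was not a term.

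The fits were tested on simulated data with 200 changed genes. edgeR found 153 of them with 8 false calls at 4 against 4 libraries and 112 with 6 false calls at 5 against 6, and DESeq2 155 with 19 false calls at 4 against 4. limma found 164 with 6 false calls at 20 against 26 samples and 180 with 6 false calls at 3 against 3. The simulated genes varied independently of each other, so these counts do not cover shifts that many genes share.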

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

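The tests that use the number of detected genes, except the one that sets *ife-2* beside 200 genes, the test of the scaling in F1 females, and the random splits of embryos and of F1 samples were chosen only after the result was seen.

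In 5 of 92 groups of 4 to 10 samples, 1 sample lay far from the others for a class share or an isoacceptor, where 4.6 groups are expected by chance. They were the rRNA share of WT sperm replicate 4 (15.9%, against 23.4% to 24.5% in the others), the rRNA share of *cat/+* male replicate 4 (5.72%, against 3.90% to 4.11%), the piRNA share of *cat/cat* male replicate 5 (1.53%, against 0.908% to 1.11%), the tRNA share of *cat/cat* sperm replicate 4 (9.38%, against 7.47% to 7.74%) and Gly-GCC in *cat/+* male replicate 4 (1192 rpm, against 2924 to 3555). No sample was left out for this. Without them the group means were 23.9%, 3.99%, 0.985%, 7.61% and 3220 rpm. No explanation was tested for single samples. The library of *cat/+* male replicate 4 had 12310 RNAs above 0, against 29569 to 37565 in the other *cat/+* libraries.

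The effect on histone genes differed between the stages, by −1.08 on the log2 scale for *rnst-2* against WT sired embryos (two-sided permutation test, p = 0.0303). For GFP against anti-tDR injected embryos the difference was −0.84 (p = 0.0380 in the same test). There the mean of all genes was higher by 0.49 in GFP injected 2-cell embryos. Relative to it the histone differences were −0.27 at the 2-cell and −0.65 at the 8-cell stage. The stage difference was not tested on that scale. A slower development of 1 group could lower genes that rise toward the 8-cell stage. A score for developmental time, built from the stage change of the other embryo experiment without histone, *fbxb* and rRNA genes, was taken out of the histone values of 8-cell embryos. It left 82.7% of the difference in *rnst-2* sired embryos (permutation p = 9.9e-04) and 73.7% in GFP injected embryos (p = 0.0255), which argues against developmental time as the whole cause. After subtracting the mean of all genes in each embryo, the differences had p = 0.00169 and p = 9.0e-05. The number of entries above 0 TPM did not differ beyond the spread between 8-cell embryos in either experiment (permutation p = 0.907 and 0.729). The 3 genes past the threshold in 8-cell embryos were matched in 2 of 100 random splits of the embryos, the real one included, with at most 32 genes in another split. For the comparisons with 0 genes past the threshold (176 and 239 at an unadjusted p under 0.05), 100 of 100 splits give as many by construction, which tests nothing. The day of collection, reads shared between near-identical histone genes and a biological difference through the father's genotype or the injection stay open and untested.

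*ife-2* moved in opposite directions at the stages in *rnst-2* against WT sired embryos, with a difference of −2.72 on the log2 scale between the effects (permutation p = 1e-05, the smallest that 100000 permutations give). A difference in detected genes between the groups could raise *ife-2* in 2-cell embryos along with others. 0 of 200 genes of a similar mean TPM rose as much, but the paper singled out *ife-2* for its change in these same embryos, which fixes this outcome, so that the explanation stays open here. The numbers of entries above 0 TPM in these embryos were 6593 ± 887 and 6268 ± 1004 (SD, n = 25 and 30; permutation p = 0.213). In GFP against anti-tDR injected 2-cell embryos, where this number did differ (permutation p = 0.0232), 0 of 200 genes rose as much, but the highest by 1.73 and *ife-2* by 1.74, so that the margin is narrow there. With the regression on the number of entries above 0 taken out, 61.1% of the difference was left (1.06 on the log2 scale, permutation p = 0.00293), which argues against this number as the whole cause in GFP injected embryos. The biological effect of the father's genotype stays among the open explanations, as do the days of collection.

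The change with the sire differed between the F1 sexes for 6 of 8714 genes, 3 in each direction (limma interaction, adjusted p under 0.05; 1138 at an unadjusted p under 0.05). For *hsp* genes and for *rpl* and *rps* genes the interaction was not past 0.05 in limma's fry (p = 0.724 and 0.921), while camera with a preset correlation gave 0.180 and 1.1e-05. Within each sex, 1 of 10 splits of the 6 samples gave as many genes as the real one, the real one itself, so that genotype and an accidental grouping of the samples cannot be told apart with 3 against 3. The other splits gave at most 1 gene in females and 2 in males. Of the 4 splits that part the 3 pairs of female samples, 1 gave as many, and the others at most 1. A general rise in F1 females and the scaling of the values cannot be told apart: 4 genes passed the threshold under median-of-ratios scaling (2035 at an unadjusted p under 0.05, against 2428), which centres the genes and removes such a rise whatever its source. Scaling argues the other way for the lower *rpl* and *rps* genes, whose difference was −0.49 under it. Biological explanations were not tested.

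The paper gives no gene count for GFP against anti-tDR injected 2-cell embryos, where 20 genes passed the threshold. This was the case in 1 of 100 random splits, the real one, with at most 2 genes in the others. A candidate explanation is the number of detected genes, which was higher in GFP injected embryos (permutation p = 0.0232), together with a general rise of log2 values by a median of 0.52. For the log2 fold change of TPM that the paper's rule uses, the median was 0.11. With median-of-ratios scaling 0 genes passed (1632 at an unadjusted p under 0.05), but this scaling removes a general rise whatever its source. Whether the inhibition of tDRs changes the number of detected genes or whether the embryos differed in quality was not tested.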

How the results depend on the processing

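The share of the 4 classes that Fig. 3D shows and the rule with an unadjusted p of at most 0.01 and no fold change or minimum were chosen only after the values were seen. The other alternatives were set beforehand, and each of them was run. A single result lacks a value where the setting has no meaning for it, such as the ratio to miRNA for miRNA itself, or where a left-out sample takes an RNA or gene below the filter. The cause was not tested for any change given here, unless said otherwise.

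For the values that answer a comparison, 196 of 277 values under other settings kept their direction and their side of the threshold (or moved by less than their limit), 4 were weaker, 23 stronger, 42 moved and 12 reversed. For other classes and named RNAs and genes it was 377 of 478, with 74 weaker, 8 stronger, 1 moved and 18 reversed. With single samples left out, 141 of 174 and 680 of 722 values held.

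Replicate block. Samples of the same number were taken as pairs in all comparisons, though only ∆/∆ and ∆/+ males and F1 females deviate together in every pair. In the others the pair correlations had medians between −0.12 and 0.13, with single pairs on both sides of 0, and a block there costs degrees of freedom. As paired differences, the smallest exact p is 0.125 with 4 pairs and 0.0625 with 5, and cannot pass 0.05: the tRNA share differed by 10.4 (WT sperm), 4.97 (∆ males), 4.15 (*cat* males) and −5.73 percentage points (*cat/cat* sperm). The piRNA share of ∆ males reversed, to −0.0921. With a block in the fits, 3198 small RNAs passed the threshold in ∆ males, 602 in *cat* males and 14 in females, 1 of the 4 named isoacceptors in *cat* males and 1 in females, 47 genes in 8-cell *rnst-2* sired embryos, 1 in 2-cell GFP injected embryos and 1178 in F1 females.

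Class shares. Relative to miRNA counts, these log2 differences reversed: endo-siRNAs 2.35 (WT sperm), 0.11 (∆ males) and 0.16 (females), piRNAs 0.40 (*cat* males) and 0.41 (*cat/cat* sperm), tRNAs 0.59 and mRNA-fragments 0.86 (*cat/cat* sperm). Without rRNA, whose share changes the total, the difference was 4.68 points for tRNAs, 14.1 for mRNA-fragments and 0.323 for piRNAs in *cat/cat* sperm, 0.163 for piRNAs in *cat* males and 0.474 for endo-siRNAs in females. Out of the 4 classes of Fig. 3D it was 0.567 for miRNAs, 13.5 for tRNAs and 1.09 for piRNAs in *cat/cat* sperm.

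Single small RNAs. Without rRNA in the library size 237 RNAs passed in ∆ and 95 in *cat* males, with TMM factors 169 and 105, and with DESeq2 495 and 464. The percentage of these that were higher went from 9.74 to 62.4, 94.1 and 84.0 in ∆ males and from 8.76 to 93.7, 98.1 and 90.5 in *cat* males. In WT sperm it went from 48.1 to 57.1, 59.2 and 55.4. Of the 4 isoacceptors, 1 passed in *cat* males without rRNA and 1 with TMM. Ser-AGA in ∆ males was 0.20, 0.37 and 0.40 under these 3 settings. In females 15 RNAs and 1 of the 4 isoacceptors passed with DESeq2, 6 RNAs with rRNA in the library size and 48 with tRNA genes apart. All RNAs past the threshold in females were higher, against 83.3% with rRNA in the library size and 80% with DESeq2. In *cat/cat* sperm the count of the 4 isoacceptors was 0 when rRNA was in the library size, with Glu-CTC at −0.73 and Gln-TTG at −0.19, and the percentage of RNAs that were higher went from 57.2 to 10.4. Without a filter on low counts 863 RNAs passed in ∆ males and 95 in females, with 2 of the isoacceptors, and the correlation of the alleles was 0.070; more RNAs near 0 enter there.

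Families in embryos and F1 progeny. After subtracting the mean of all genes, histone genes in 2-cell embryos were at −0.088 (*rnst-2* sired) and −0.27 (GFP injected), *fbxb* genes in 2-cell GFP injected embryos at −0.77 (permutation p = 0.00549) and *hsp* genes in F1 females at −0.22. Median-of-ratios scaling gave −0.13 for the *hsp* genes. The Kolmogorov-Smirnov test takes genes as replicates, and its values are the median log2 ratio of the members minus that of all other genes: −0.14 and −0.076 for histone genes in 2-cell embryos (*rnst-2* sired and GFP injected), 0.077, −0.62, −1.57 and −0.39 for *fbxb* genes (2-cell and 8-cell *rnst-2* sired, 2-cell and 8-cell GFP injected), −0.35 and −0.20 for *hsp* genes and −0.53 and −0.27 for *rpl* and *rps* genes (F1 females and males). Members with at least 5 TPM moved *fbxb* genes in 2-cell *rnst-2* sired embryos to 0.16. camera with a preset correlation passed 0.05 where the permutation test did not, on the unchanged differences of −0.048, −0.68, −0.27 and −0.43 (*fbxb*), 0.23 (histone, 2-cell GFP injected), 0.062 and −0.28 (*hsp*) and −0.26 and −0.31 (*rpl* and *rps*). With the estimated correlation *fbxb* genes in 2-cell *rnst-2* sired embryos (−0.048) also passed, as did *hsp* genes in F1 females (0.062) and *rpl* and *rps* genes in F1 males (−0.31), and with fry *rpl* and *rps* genes in F1 males (−0.31).

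*ife-2* in 8-cell *rnst-2* sired embryos was at −1.02 on the log2 scale and −1.48 with a pseudocount of 0.1, both past 0.05, where the difference of mean TPM was not. Its stage difference in the injected embryos passed 0.05 without rRNA genes in the TPM (−1.34).

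Gene counts. In 8-cell *rnst-2* sired embryos 0 genes passed with a pseudocount of 0.1 (487 at an unadjusted p under 0.05) and 0 without a filter (894), and 2 with 3 other settings. In 2-cell GFP injected embryos it was 3, 2 without a filter and 0 with median-of-ratios scaling (1632 at an unadjusted p under 0.05). In F1 females it was 4 with median-of-ratios scaling and 6 without a filter, where more genes are tested. With the rule of the paper's methods 8, 38, 58 and 15 genes passed (2-cell and 8-cell *rnst-2* sired, 2-cell and 8-cell GFP injected), and 38, 122, 453 and 66 with p of at most 0.01 alone. With the unadjusted rule 105 passed in F1 females and 24 in F1 males. Median-of-ratios scaling moved the percentage of higher genes among those past the threshold in F1 males from 60 to 75.

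Left-out samples. Across the fits that each left out 1 sample, the count of small RNAs ran from 1059 to 3109 in ∆ males, from 723 to 3591 in *cat* males and from 2 to 7 in females. The count of named isoacceptors past the threshold ran from 1 to 3 in *cat* males and from 0 to 1 in females. Ser-AGA ran from −0.20 to 0.067 in ∆ and from −0.035 to 0.38 in *cat* males. The count of genes ran from 1 to 15 in F1 females and from 4 to 13 in F1 males, and the difference of *hsp* genes in F1 females from −0.030 to 0.12.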

Differences from the paper's values

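In 2-cell embryos, 0 genes passed an adjusted p of 0.05 between *rnst-2* and WT sired embryos, against the paper's 38, with 0 higher against the paper's 36 and 0 lower against the paper's 2. None of the alternatives set before the data were examined closed the gap: 0 genes passed with the pseudocount of 0.1, without rRNA genes, with median-of-ratios scaling, without a filter, with a minimum of 1 TPM or with a block, and 8 genes, all higher, passed with the rule of the paper's methods.

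In 8-cell embryos, 0 genes were higher against the paper's 16, and 3 lower against the paper's 106. With the rule of the paper's methods 4 were higher and 34 lower, with a block 0 and 47, and none of the alternatives set before the data were examined closed the gap. The 2 histone genes that were lower stand against the paper's 33, and 19 were lower with the rule of the paper's methods.

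With an unpaired two-tailed test on TPM, p of at most 0.01, no fold change and no minimum of expression, chosen after seeing the values among 18 combinations of 3 cutoffs, 3 filters and 2 pseudocounts, all 6 counts equalled the paper's: 36 higher and 2 lower, 16 higher and 106 lower, and 33 histone genes lower. This held with a pseudocount of 0 and of 1. The paper gives this p cutoff with its 2-cell count and in its figure legend, and its methods allow for other cutoffs where specified. All 6 counts were within 1.5 times of the paper's in 6 of the 18 combinations, those with p of at most 0.01 and no fold change.

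The paper describes an overall decrease of *hsp* genes in progeny of both sexes. In F1 females their mean rose by 0.06 on the log2 scale. Median-of-ratios scaling (−0.13) and subtracting the mean of all genes (−0.22) have the paper's direction. The median log2 ratio of the *hsp* genes was −0.11, and −0.35 relative to that of all other genes, the comparison that the Kolmogorov-Smirnov test makes.

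The paper describes Glu-CTC as raised, less than Gly-GCC, in *rnst-2* cat/cat sperm. Its log2 fold change of 0.37 did not pass the threshold (adjusted p = 0.203, edgeR). The lowest adjusted p over the alternatives, 0.0445, belongs to the library size with rRNA, where Glu-CTC was lower (−0.73).

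The paper describes endo-siRNAs against *rnst-2* as present in females and absent in males. In the WT males sequenced with sperm, endo-siRNA counts of *rnst-2* were at 24.9 ± 12.6 rpm (SD, n = 4).

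The paper describes *fbxb* genes as lowered together in 8-cell embryos, in both experiments. Their differences of −0.68 and −0.43 had p = 0.0889 and 0.190 with embryos as replicates (two-sided permutation test), and passed 0.05 in the Kolmogorov-Smirnov test and in camera with a preset correlation.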

Other observations

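The test of the rRNA share in *cat/cat* sperm and the random splits of embryos for the comparison of Fig. 6D were chosen only after the result was seen.

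Endo-siRNAs of *rnst-2* were at 24.9 ± 12.6 rpm in WT males and 4.82 ± 1.00 rpm in WT sperm (SD, n = 4 each; log2 fold change −2.37, adjusted p = 3.0e-05, edgeR). In *cat/cat* sperm they were at 0.636 ± 0.50 rpm of counts without rRNA, against 6.15 ± 1.17 rpm in WT sperm (log2 fold change −3.19, adjusted p = 6.6e-05, edgeR; n = 4 each). Those of *fog-2* were at 0.896 rpm in WT males and 0.209 rpm in WT sperm, and at 4.86 and 4.81 rpm in ∆/+ and ∆/∆ females. The WT males and the ∆/+ males belong to different experiments and genotypes, and no explanation was tested.

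Antisense counts of F31C3.15 rose from 1.99 ± 1.80 to 261 ± 73.1 rpm in ∆ males and from 0.752 to 206 ± 97.3 rpm in *cat* males (SD, n = 5 and 6). F31C3.15 lies at I:15063050–15063383, on the strand opposite a copy of the 18S rRNA gene (I:15062083–15063836). Fragments of the 18S rRNA could be counted as antisense to it. If so, other RNAs opposite rRNA genes should gain such counts, and 2 of 2 did in both alleles: F31C3.13, opposite another copy of 18S, and F31C3.14, opposite 26S. The antisense counts of F31C3.15 did not rise in proportion to 18S, which was at 34077 rpm in WT sperm and 54653 rpm in ∆/∆ males. F31C3.15 was at 6.97 rpm in WT sperm. True endo-siRNAs of the same strand stay open.

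The tRNA share of all counts was lower in *cat/cat* sperm. rRNA-fragments taking more of the counts could account for this, since without rRNA the share differed by 4.68 percentage points in the other direction. The median log2 fold change of 234 miRNAs was 1.80 in *cat/cat* sperm, with 149 higher and 17 lower (57 and 20 with DESeq2; 85 and 51 and a median of 0.58 with rRNA counts in the library size), while their share without rRNA fell by 1.18 points.

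The lower *fbxb* genes of 8-cell embryos may reflect developmental time. With the score for developmental time taken out, 19.1% of the difference was left in *rnst-2* sired embryos (permutation p = 0.590) and 15.8% in GFP injected embryos (p = 0.732). Within groups the score and the *fbxb* genes correlated with 0.798 and 0.802. The score itself did not differ beyond the spread between embryos (−0.14, p = 0.0848, and −0.09, p = 0.169). A change of *fbxb* genes that also slows development would give the same values, and the biological explanation stays open.

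Random splits of the samples, the real one included, gave as many small RNAs past the threshold in 1 of 35 splits for WT sperm against males, 1 of 100 for ∆ males, 1 of 100 for *cat* males, 1 of 35 for *cat/cat* sperm and 3 of 35 for females. The highest count in another split was 42 in ∆ males, 2 in *cat* males, 0 in both sperm comparisons and 2516 in females. Of 32 splits of the ∆ males that part every pair, 1 gave as many and the others 0. Under the rule with p of at most 0.01 alone, 37 of 100 splits gave as many genes for 2-cell and 13 for 8-cell *rnst-2* sired embryos, and 2 and 30 for 2-cell and 8-cell GFP injected embryos.

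For the comparison of Fig. 6D, 32 of 100 splits gave an r as large, 5 as many histone genes below 0 in both comparisons and 8 as many *fbxb* genes.

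In GFP against anti-tDR injected 2-cell embryos, *rpl* and *rps* genes were higher by 0.91 on the log2 scale (fry, p = 0.00665, and 0.299 in camera with the estimated correlation). In F1 males sired by *rnst-2* mutants, 36 histone genes differed by −0.28 (fry, p = 0.0174), and in F1 females 51 differed by 0.54, in the other direction (fry, p = 0.534).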
